# The Phytotoxin Myrigalone A Triggers a Phased Detoxification Programme and Inhibits *Lepidium sativum* Seed Germination via Multiple Mechanisms including Interference with Auxin Homeostasis

**DOI:** 10.3390/ijms23094618

**Published:** 2022-04-21

**Authors:** Kazumi Nakabayashi, Matthew Walker, Dianne Irwin, Jonathan Cohn, Stephanie M. Guida-English, Lucio Garcia, Iva Pavlović, Ondřej Novák, Danuše Tarkowská, Miroslav Strnad, Marta Pérez, Anne Seville, David Stock, Gerhard Leubner-Metzger

**Keywords:** allelochemical and allelopathy, aquaporin-mediated water transport, ATP-binding cassette (ABC) transporter, auxin transport and homeostasis, gibberellin metabolism, *cis*-(+)-12-oxophytodienoic acid (OPDA) reductase, PIN auxin efflux carrier, WRKY transcription factors, seed germination, phytotoxin detoxification programme

## Abstract

Molecular responses of plants to natural phytotoxins comprise more general and compound-specific mechanisms. How phytotoxic chalcones and other flavonoids inhibit seedling growth was widely studied, but how they interfere with seed germination is largely unknown. The dihydrochalcone and putative allelochemical myrigalone A (MyA) inhibits seed germination and seedling growth. Transcriptome (RNAseq) and hormone analyses of *Lepidium sativum* seed responses to MyA were compared to other bioactive and inactive compounds. MyA treatment of imbibed seeds triggered the phased induction of a detoxification programme, altered gibberellin, *cis*-(+)-12-oxophytodienoic acid and jasmonate metabolism, and affected the expression of hormone transporter genes. The MyA-mediated inhibition involved interference with the antioxidant system, oxidative signalling, aquaporins and water uptake, but not uncoupling of oxidative phosphorylation or p-hydroxyphenylpyruvate dioxygenase expression/activity. MyA specifically affected the expression of auxin-related signalling genes, and various transporter genes, including for auxin transport (PIN7, ABCG37, ABCG4, WAT1). Responses to auxin-specific inhibitors further supported the conclusion that MyA interferes with auxin homeostasis during seed germination. Comparative analysis of MyA and other phytotoxins revealed differences in the specific regulatory mechanisms and auxin transporter genes targeted to interfere with auxin homestasis. We conclude that MyA exerts its phytotoxic activity by multiple auxin-dependent and independent molecular mechanisms.

## 1. Introduction

Surviving seed germination and seedling growth as the early stages of plant establishment in a natural or agricultural ecosystem, is a “first off the mark” challenge that requires responding successfully to biotic and abiotic environmental stressors [1,2,3]. This includes responding to phytotoxic chemicals interfering with germination and growth by mounting detoxification programmes and resistance mechanisms. Plant-derived natural phytotoxins include allelochemicals leached by “donor” plants into the rhizosphere to inhibit germination and growth of surrounding “target” plants [2,4,5,6,7]. Xenobiotics are mostly synthetic chemical substances that are not normally present in the environment and include the explosive 2,4,6-trinitrotoluene (TNT) [8], herbicides that act phytotoxic to target weeds [9,10,11,12] and herbicide safeners used to elicit detoxification programmes in crops [13]. There is an interest in the molecular targets of phytotoxic phytochemicals such as allelochemicals, as this may lead to templates for new classes of herbicides with new modes of action [14,15,16,17]. Very little is known about the molecular mechanisms, least of all mode(s) of action, underpinning the phytotoxicity of potential allelochemicals.

Transcriptome and hormone analyses are useful tools to obtain insight into the molecular responses triggered by a compound that inhibits seed germination and seedling growth. This approach alone is unlikely to lead to the identification of the phytotoxin’s primary molecular target site(s), but it will provide insight into the triggered gene expression response of the stress- and detoxification-related programmes, as well as into more specific hormonal, signalling and other biochemical pathways [4,18,19,20]. In contrast to the known commercial herbicides, which appear to have a single molecular target, natural phytotoxins often have multiple molecular target sites of different relative importance [14]. They are not necessarily reflected in the transcriptome changes triggered by the phytotoxin as they, in most cases, involve binding to specific proteins to interfere with their function as enzymes, transporters or signalling components. To what extent different groups of potential allelochemicals differ in the triggered stress- and detoxification-related programmes have not been compared in detail. Cross-comparisons of transcriptome datasets, specific bioactivities, and phytotoxicity phenotypes for responses to different phenylpropanoids, including coumarins [21,22,23], benzoxazinoids [4], chalcones and other flavonoids [16,19,23,24,25], terpenoids [7,18,26,27], alkaloids [6,20,23,28,29,30], and xenobiotics [8,13,31], may reveal more general and more specific molecular mechanisms and bioactivities.

Natural chalcones and their derivatives have numerous bioactivities and molecular targets of interest in pharmaceutical [32] and agrochemical [12,16,33] research. Myrigalone A (MyA) is a flavonoid, a rare C-methylated dihydrochalcone, in fruit leachates of *Myrica gale* (“sweet gale”, “bog myrtle”, Myricaceae), which is a deciduous shrub adapted to flood-prone habitats. Fruits secrete resin droplets of essential oils which contain MyA and other dihydrochalcones and chalcones [17,34,35,36]. The natural phytotoxin and putative allelochemical MyA inhibit seed germination and seedling growth [17,37,38]. By using *Lepidium sativum* (garden cress, Brassicaceae) as the target species, these works demonstrated that MyA enhanced testa (seed coat) permeability and early water uptake during the early phase of seed germination. During late germination, MyA inhibits micropylar endosperm (CAP) weakening and embryo growth, both processes required for the completion of germination by endosperm rupture and radicle protrusion [1,39,40]. The endosperm is a mediator of communication between the embryo and its environment, and it is therefore not surprising that abiotic (e.g., temperature) and biotic (e.g., allelochemicals) factors exert their germination-inhibiting effects, at least in part, by inhibiting CAP weakening. MyA still allowed germination, but increased the incidence of atypical endosperm rupture, inhibited endoreduplication in the radicle-hypocotyl growth zone (RAD), and interfered with cell expansion required for embryo growth [37]. Subsequent seedling root and shoot growth of *L. sativum* and other species were also inhibited by MyA [17]. The molecular mechanisms underpinning these bioactivities and the MyA-triggered stress-, detoxification- and hormone-related programmes are largely unknown. To address this, we conducted transcriptome and hormone analyses and compared these with other phytotoxins to identify more general and MyA-specific putative mechanisms.

## 2. Results and Discussion

### 2.1. Chalcones Differ in Their Phytotoxic Bioactivity and Inhibitory Action on Seed Germination

Figure 1 shows that the dihydrochalcone myrigalone A (MyA) inhibits *Lepidium sativum* (cress) seed germination, while other dihydrochalcones (MyB) and chalcones (MyD, DMC) extracted from *M. gale* were completely inactive in the cress germination assay. Cress is a “classical target species” in seed germination and seedling growth assays for analysing phytotoxic, allelochemical and herbicidal activity of various compounds [17,23,24,27,37]. The advantages of the cress system for investigating chemicals include a clear distinction between testa rupture (TR) and endosperm rupture (ER) as successive visible events during seed germination, as well as emerged seedlings which allow a clear distinction between root and shoot growth [17,38,40]. In agreement with earlier work [37,38], the MyA-mediated inhibition of cress seed germination did not affect TR, but specifically delayed the subsequent ER in a dose-dependent manner (Figure 1A). MyA has also been shown to inhibit seedling root and shoot growth of cress and other species in a dose-dependent manner [17]. In contrast to MyA, six other dihydrochalcones and chalcones (Figure 1 and Figure S1D), the flavanone naringenin (Figure S1D) and the flavone acacetin (Figure S1E), all did not affect cress seed germination. The flavanone heliannone B from sunflower [24] and three flavones [23] are also known to inhibit cress germination and seedling growth. Comparative seed and seedling bioassays of trans-chalcone and derivatives with several crop species, their associated weeds, and the model *Arabidopsis thaliana*, revealed structure-activity relationships [16,25]. These studies also revealed that species differ in their responses to a specific compound and that germination and seedling growth responses do not necessarily coincide.

As for the myrigalones (Figure 1) and other flavonoids, coumarins [22] also differed in their bioactivity in the cress system. While daphnetin and psoralen did not affect cress seed germination (Figure S1E), the furanocoumarin angelicin delayed both TR and ER (Figure S1A). Treatment with the gibberellin (GA) biosynthesis inhibitor paclobutrazol also delayed both TR and ER (Figure S1C). This germination delay by paclobutrazol was fully reverted by GA (100 µM GA_4_). In contrast to this, GA treatment did not revert the inhibitory effects of 0.5 mM MyA (Figure 1B) or 0.1 mM angelicin (Figure S1B). It is known from earlier work using the inhibitor fluridone that MyA does not confer its inhibitory effect on seed germination through enhanced abscisic acid (ABA) biosynthesis [37,38]. Various phenylpropanoids also differ in their bioactivity; examples of this include *cis*-cinnamic acid, which is phytotoxic to seedling growth through interference with auxin transport and ferulic acid, which interferes with hormone homeostasis and auxin signalling [21]. Ferulic acid, however, did not affect cress seed germination (Figure S1E). A comparison of MyA with different inactive chalcones (Figure 1 and Figure S1) and other phytochemicals and xenobiotics (see Figures S1 and S2 for their chemical structures) is therefore suited to reveal more common as well as MyA-specific molecular mechanisms. To gain further insight into the molecular processes underpinning MyA’s inhibitory action on cress ER, we conducted hormone and transcriptome profiling, and compared the responses of identified differentially expressed genes to inactive myrigalones (MyB, MyD), to other active phytotoxic compounds, including angelicin (Figures S1 and S2).

### 2.2. MyA-Induced Hormone and Transcriptome Changes in Germinating Seeds

Samples for the hormone and transcriptome analyses were prepared from whole *L. sativum* seeds during the time course of germination (Figure S3): dry seeds (0 h), 6 h imbibed seeds (onset of TR in the seed populations), 12 h imbibed seeds (onset of ER in the control (water) seed populations), and for MyA-treated seeds, in addition, 18 h imbibed seeds (onset of ER in the MyA-treated seed populations). This sampling scheme (Figure S3) enabled comparisons at two physically identical time points (6 h, 12 h) and, in addition, at a physiologically identical point during germination at which the seed populations are at the onset of ER (12 h for control, 18 h for MyA). To investigate how MyA affects the seed’s hormonal homeostasis, we quantified the contents of endogenous hormone metabolites during cress seed germination (Figure 2A and Figure S4). Earlier work demonstrated that upon MyA treatment, the GA precursor GA_9_ accumulates in the seed’s RAD (radicle plus lower hypocotyl) and CAP (micropylar endosperm) compartments [37,38]. Consistent with this, we found in our whole-seed analysis that GA_9_ accumulated 145-fold at 6 h and 35-fold at 12 h upon MyA treatment (Figure 2A). In addition, we show here that also GA_5_ accumulated >13-fold upon MyA treatment, but all other GA metabolite patterns did not appreciably differ between MyA and the control (Figure S4). Most importantly, MyA did not appreciably affect the whole seed’s bioactive GA_4_ and GA_1_ contents (Figure 2A). There was also no appreciable effect of MyA on the whole seed ABA and salicylic acid (SA) contents (Figure 2A). *cis*-(+)-12-oxophytodienoic acid (OPDA) is not only a precursor in the biosynthesis of jasmonic acid (JA) and its isoleucine conjugate (JA-Ile), but also an oxylipin signalling molecule on its own right [41]. OPDA remained roughly constant during cress seed germination (control) while JA and JA-Ile contents declined steadily (Figure 2A). In contrast to the control, there was a decline in OPDA over time and slightly elevated JA content at the 6 h time point upon MyA treatment (Figure 2A).

For the transcriptome (RNAseq) analysis, the same sampling scheme with RNA extraction from whole seeds was used to compare the MyA-treated and untreated (control) populations (Figure S3). 

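RNA was taken from whole garden cress seeds in 6 groups: dry seed, seed imbibed for 6 h and 12 h without Myrigalone A (MyA), and seed imbibed for 6 h, 12 h and 18 h with 0.5 mM MyA. Each group holds 5 libraries, and poly(A) RNA was sequenced from all 30. There is no control at 18 h, so MyA at 18 h is set against the control at 12 h, and that comparison carries a difference in imbibition time as well as in treatment. That limit holds for every fold change at 18 h against control 12 h given here. The 12 h groups share an imbibition time but not a stage. The paper places the onset of endosperm rupture at 12 h in control and at 18 h in MyA seed. The authors deposited read counts for 48306 assembled contigs. Counts per library run from 20218374 to 30984998 (median 24163153) in dry seed, 26779336 to 31655333 (median 30569884) in control 6 h, 26013670 to 29476934 (median 28747517) in control 12 h, 27484980 to 33609057 (median 31670309) in MyA 6 h, 22735661 to 32694757 (median 27357141) in MyA 12 h and 21197088 to 30778534 (median 28372898) in MyA 18 h. The fits use these totals, while the paper states about 26 M reads per library. The fifth MyA 18 h library (M18-5), which the authors left out, is left out here too and enters only as an alternative, so 29 libraries are used. A contig was tested where at least 4 of the 29 libraries reach 5 CPM, which 22155 contigs do; contigs below this were tested in a second fit over the 42831 contigs with at least 5 counts in 4 libraries (the 5-count filter). edgeR's quasi-likelihood test with TMM scaling was run for each pair of groups, and a contig counts as changed at an adjusted p below 0.05 and a change of over 2-fold (log2 1). Levels are TMM-scaled CPM with their SD between libraries, and fold changes carry the standard error (SE) of the fit. Contigs carry Arabidopsis gene names from the study's own annotation. The paper's captions call the libraries biological replicates. Nothing in the deposited labels says whether the 5 libraries of a group came from separate seed batches, so the p-values measure the spread between these libraries.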

Libraries of ~26 million 150 bp paired-end reads were generated for 30 samples (5 replicates for 6 samples) and 40,907 transcript assemblies each with a minimum length of 200 bp were generated as described in the methods. Their read counts were analysed as FPKM (fragments per kilobase per million; Supplementary Excel file Data S1), and the similarity of all samples was compared by PCA (Figure S5). 

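In M18-5, 1997 of the 22155 tested contigs stand at least 4-fold (log2 2) above the other 4 MyA 18 h libraries, and together they hold 23.8% of its counts. In the other 4 MyA 18 h libraries the same contigs hold 2.5 ± 1.13% of the counts, in control 12 h seed 1.54 ± 0.503%, in control 6 h seed 1.36 ± 0.623%, in MyA 6 h seed 1.59 ± 0.429% and in dry seed 4.22 ± 1.02% (mean and SD). The shares in MyA 12 h seed are higher than in the control of the same time, 5 ± 2.09%, and run from 1.72% to 7.17%. All 21 tested contigs that the study matched to Brassica sequences without an Arabidopsis counterpart belong to this set, as do 5 of 8 plastid and photosynthesis contigs, while none of the tested glutathione transferase, glucosyltransferase, oxidoreductase or ABC and MATE transporter contigs does. M18-5 also differs in the other contigs: with the set removed, the SD over contigs of its log2 difference from its 4 group members is 1.18, against at most 0.619 for any other MyA 12 h or 18 h library.

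**Figure D1:**
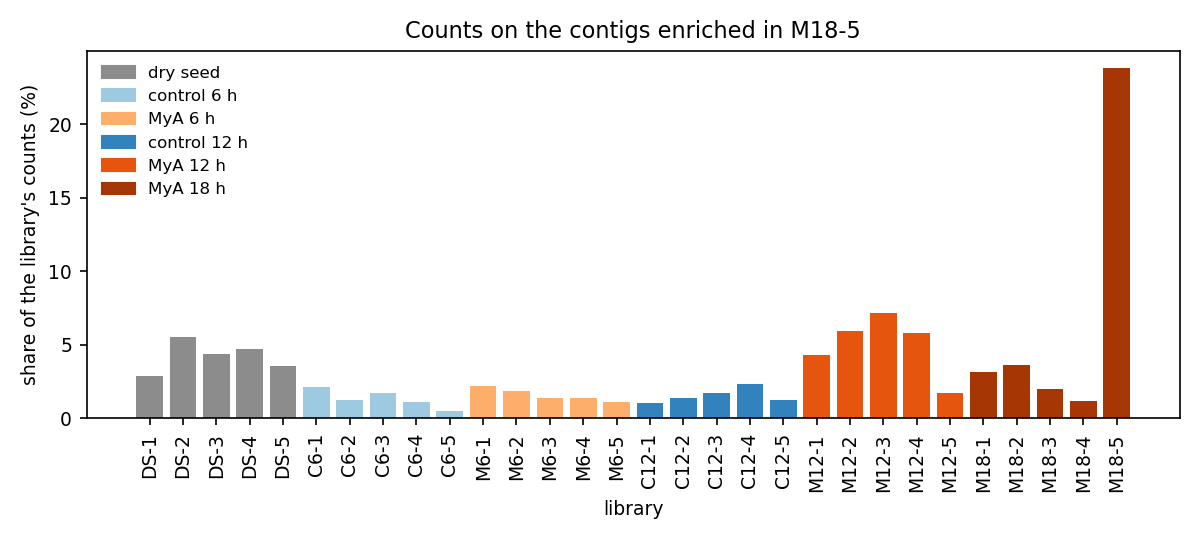
Share of each library's counts on the 1997 contigs enriched in M18-5, by library and group. M18-5 stands at 23.8%, the MyA 12 h libraries between 1.72% and 7.17%, and the control 12 h libraries between 1.04% and 2.33%.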

The PCA analysis revealed that the 5th MyA replicate at 18 h (M18-5) was an outlier, and it was therefore excluded from the further analysis. The other replicates clustered together in that the principal components PC1 and PC2 accounted for 37% and 24% of the observed variance (Figure S5). 

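With M18-5 left out, the 29 libraries order along the first component by imbibition. Dry seed lies at -187.7 ± 6.6, the 6 h groups at -7.6 ± 15.1 (control) and -3.5 ± 7 (MyA), and the later groups at 71.9 ± 6.4 (control 12 h), 54.6 ± 14.5 (MyA 12 h) and 90.5 ± 11.7 (MyA 18 h), as mean and SD of the scores. On the second component the groups lie at -105.2 ± 30.9 for control 6 h, -90.1 ± 20 for MyA 6 h, 22.9 ± 16.8 for control 12 h, 59.1 ± 28.8 for MyA 12 h, 71.9 ± 29.3 for MyA 18 h and 55.8 ± 13.6 for dry seed. The components hold 47.7% and 31.3% of the variance of log2 CPM over the 22155 tested contigs. The MyA and control libraries at 6 h overlap, since the median distance between them (0.504) is no larger than that within the groups (0.544). At 12 h the median distance between MyA and control libraries is 0.755, against 0.6 within the groups, although the most distant pair within a group (0.969) lies further apart than that. Dry seed is 1.69 from control 6 h by the same measure.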

Transcript contigs (assembled fragments) were selected using edgeR [42] or DESeq2 [43] based on the criterion of a log2 fold change greater than 1 (false discovery rate < 0.05) and by using all the transcripts which had minimally 5 counts per million transcripts for 4 replications. This analysis of differentially expressed transcript contigs showed that there was no large change by MyA in the transcriptomes at 6 h, as only 12 up-regulated and 4 down-regulated contigs were identified (Supplementary Excel file Data S2). 

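At 6 h 3 contigs passed the thresholds, all higher with MyA. They are the class III peroxidase PER13, which oxidises phenolic substrates in the cell wall, the glucosyltransferase UGT73B5a, which adds glucose to small foreign and stress-made compounds, and a contig matching the NIMIN-1-related gene AT4G01895 of the salicylic acid defence pathway. AT4G01895 had a log2 fold change of 2.12 at 6 h (SE 0.26, edgeR adjusted p = 0.0367) and was at -1.25 at 12 h, so it did not stay higher. It is named because so few contigs passed, after its values were seen. Below the thresholds, 641 contigs lean higher and 867 lower at an unadjusted p under 0.05, out of 22155 tested. No contig passed as lower with edgeR, while DESeq2 called 8 higher and 4 lower. All 3 are also called by DESeq2 (adjusted p = 2.51e-10 for AT4G01895). A test against a 1.5-fold change (glmTreat) keeps 1 of the 3. Libraries were simulated at the same group size and depth, from the means and spread of control 12 h. There edgeR gave an adjusted p below 0.05 to 79.7% of 2-fold and 100% of 4-fold changes. The 2-fold threshold was not applied, and the median estimate for 2-fold changes was 1.02 (log2), so fewer would be called. Changes near 2-fold could therefore be missed. In the data GSTU1 at 6 h, with a log2 fold change of 2.40 (edgeR adjusted p = 0.0604), was not called either.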

Major MyA-triggered changes occurred after 6 h, and 4723 up-regulated and 27 down-regulated contigs were selected at the 12 h time point (Table 1). 

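At 12 h 1902 contigs passed as higher with MyA and 2 as lower. Among those above 5 CPM that the study's lists name, the largest positive fold changes are those of 2 FAD/NAD(P) oxidoreductases (AT3G44190 and AT5G22140), the glutathione transferases GSTU25a and GSTU8, the glucosyltransferase UGT73B5a and the tolB-related contig TOLBa, and none of these belongs to the set of contigs enriched in M18-5. That set, however, makes up 1847 of the 1902 (97.1%). Its 1997 contigs move together, with a median log2 fold change of 1.88 (quartiles 1.77 and 1.96), and they hold 5 ± 2.09% of the counts in MyA 12 h libraries against 1.54 ± 0.503% in control 12 h, where 4 of 5 MyA libraries lie above every control (exact permutation p = 0.0238 over 252 arrangements of the 10 libraries). The other 55 contigs called higher have a median log2 fold change of 1.98, and 52 of them are in the study's own list of contigs higher at 12 h. With the set taken out before scaling and testing, an alternative chosen after seeing the data, 26 contigs pass as higher and 1 as lower. All 26 are among these 55, so the other calls outside the set hold only with the set in the fit. The count also rests on single control libraries: without control 12 h library 2, or without library 5, 16 contigs pass as higher. DESeq2 called 1970 higher and 3 lower. Of 43 named contigs called at 12 h, 11 keep their call without each library in turn, 31 lose it without control library 2 and 32 without control library 5. Many of them share 1 edgeR adjusted p, so they pass or fail together. It is 0.0147 in the reported fit, 0.0509 without control library 2 and 0.051 without library 5. Since 26 contigs pass as higher in all with the set taken out, part of these named calls also rest on the set being in the fit. Named contigs below 5 CPM, called under the 5-count filter, were refitted neither without each library nor without the set. How far their 12 h calls rest on either is therefore unknown.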

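Set against control seed at 12 h, MyA seed at 18 h had 539 contigs higher and 213 lower. The largest positive fold changes among contigs above 5 CPM that the study's lists name are again those of the FAD/NAD(P) oxidoreductases AT3G44190 and AT5G22140, GSTU25a, GSTU25b, GSTU8 and UGT73B5a, now joined by the oligopeptide transporter OPT3, which carries iron and copper in the phloem, and by a polyketide cyclase-like contig (AT4G14060; log2 fold change 3.89, SE 0.38, edgeR adjusted p = 0.000261). Imbibition time differs in this comparison. Of the 486 contigs called higher outside the set enriched in M18-5, 78% also rose from 6 h to 12 h in control seed, against 49.9% of all tested contigs outside the set, and of the 212 called lower 14.6% rose in the same interval. The 2 later comparisons share 95 contigs called higher, where independent draws would share 46.3, and outside the set they share 44 (1.33 by independent draws). The excess over the whole table depends on the setting. It is kept with DESeq2 (234 against 61.8), RLE factors (98 against 48), library size (83 against 40.3), the reference contigs (82 against 36.9), the 5-count filter (203 against 123), no filter (161 against 98.1) and a single fit (118 against 50.4). It is small with glmTreat (26 against 20.6), and absent with the control libraries split between the comparisons (21 against 38), the replicate number as a block (30 against 31.4), M18-5 included (44 against 44) and no fold threshold (124 against 257). Both use the same 5 control 12 h libraries, which makes fold changes resemble each other: simulated data with no MyA effect give a correlation of 0.475 between them, and the data give 0.623, or 0.509 outside the set. In the simulation each contig was drawn independently, without the differences between libraries that contigs share in the data. The excess over 0.475 therefore does not measure a shared MyA response. The split between higher and lower depends on the scaling, with 71.7% of the called contigs higher under TMM, 61.6% under library size alone (471 higher, 293 lower) and 53.3% when the RT-qPCR reference contigs set the scale (427 higher, 374 lower). Leaving out MyA 18 h library 4 raises the number called higher to 1971, and leaving out control 12 h library 4 to 1088. DESeq2 called 695 higher and 206 lower.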

Comparison at the similar physiological time points between 18 h MyA-treated and 12 h control seeds identified 1341 up-regulated and 491 down-regulated contigs. Further analysis using BLAST and GO annotation (Data S1) led to a set of selected contigs, 180 up-regulated by MyA at 12 h, 24 down-regulated at 12 h, 889 up-regulated at 18 h and 419 down-regulated at 18 h, which showed similarity to either *Arabidopsis* or *Brassica* gene sequences (Table 1, Data S2). 

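The study's selection of 12 h contigs fared unevenly when its members were tested again. Of 109 tested contigs on its 12 h list of higher transcripts, 74 passed as higher in the test over all contigs and all 109 when adjusted over the list alone. Of these 109, 30 belong to the set enriched in M18-5, which moves together at 12 h. The 12 h sheet of lower transcripts in the supplement holds 47 contigs, a longer list than the selection counted in the paper's table. Of its 23 contigs above 5 CPM 2 passed as lower and 3 when adjusted over the list alone, and 9 of the 47 passed under the 5-count filter. The 6 h sheet of higher transcripts holds 14 contigs, also more than the table counts, of which 10 were tested; 3 of these passed and 7 do so when adjusted over the list alone. The study chose these lists on the same libraries, so the counts are no independent evidence. The tests are edgeR's at the thresholds used for all contigs.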

Considering the overlaps between these lists, this provided a total of 959 transcript contigs with a higher abundance (≥2-fold) upon MyA-treatment and 434 transcript contigs with a lower abundance (≤2-fold) upon MyA-treatment at the 12 h and 18 h timepoints (Data S2). These lists of MyA-regulated *L. sativum* transcripts were large enough for targeted analysis of major groups according to their biological functions. Overall, many of the up-regulated transcript contigs were annotated as stress-responsive (especially oxidative stress or pathogen defense) and xenobiotic detoxification response, while hormone-related contigs were either up- or down-regulated by MyA (Data S2). 

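Detoxification families were higher with MyA than in control as groups at 12 h. Of 7 tested glutathione transferase contigs 6 were called higher with MyA, of 7 glucosyltransferases 4, of 5 oxidoreductases including OPR1/2 all 5, of 6 ABC and MATE transporters all 6, of 3 cytochrome P450 contigs 1 and of 16 transcription factors 10. None of their members was called lower. Adjusted over each list alone, the numbers higher are 7, 6, 5, 6, 3 and 16 in the same order. At 6 h the same lists had 0, 1, 0, 0, 0 and 0 contigs called higher in edgeR's test over all contigs, and 1, 1, 2, 0, 0 and 0 over each list alone. As sets, limma's fry test puts the glutathione transferases (FDR = 0.00217) and the oxidoreductases (0.000639) higher already at 6 h. The glucosyltransferases were not higher as a family at 6 h: 2 of 7 contigs were positive with a median of -0.07, UGT73B5a stood far above the others, and the test gave FDR = 0.0136, or 0.077 under the 5-count filter. The ribosomal protein list has no contig above 5 CPM; under the 5-count filter 6 of 10 were higher at 12 h. The study chose these lists on the same libraries, so they are no independent evidence. In control seed most of these lists fell from 6 h to 12 h: 6 of 6 transporters (median -1.72), 6 of 7 glucosyltransferases (-3.07), 3 of 3 cytochrome P450 contigs, 3 of 5 oxidoreductases (-2.65) and 15 of 16 transcription factors (-3.05). Of 7 glutathione transferases 2 fell and 3 rose (median -0.17). So for most of the lists the 12 h difference goes with a fall in control. A slower course of germination under MyA was not separated from induction.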

The naming of identified *L. sativum* (*Lesa*) transcripts was as described earlier [40,44] and accompanied by the transcript contig ID and by adding the AGI of the putative *A. thaliana* ortholog in brackets (Figure 2, Figure 3, Figure 4, Figure 5 and Figure 6 and Figures S6–S17).

### 2.3. MyA-Regulated OPDA Reductases, Oxylipin Pathway and Hormone Transporter Genes

The *L. sativum* OPDA reductase genes *LesaOPR1/2a*, *LesaOPR1/2b* and *LesaOPR3* were up-regulated (5 to 43-fold at 6 h) during the early phase of seed germination (Figure 2B–E). 

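The 12-oxo-phytodienoic acid (OPDA) reductases OPR1/2a, OPR1/2b and OPR3, which reduce OPDA and, in the OPR1/2 class, other reactive carbonyls, all rose from dry seed to 6 h of imbibition without MyA. OPR1/2b rose most, from 1.26 ± 0.267 to 34.3 ± 5.71 CPM (log2 fold change 4.68, SE 0.17, edgeR adjusted p = 3.57e-09), and OPR1/2a rose from 1.03 ± 0.621 to 3.21 ± 0.747 CPM (1.57, SE 0.41, edgeR adjusted p = 0.00371). OPR3, the peroxisomal form that serves jasmonate synthesis, is measured by a contig below the 5 CPM filter and rose under the 5-count filter (2.83, SE 0.41, edgeR adjusted p = 5.57e-05). As ratios of group means the 3 genes stood between 3.13-fold and 27.3-fold above dry seed at 6 h, with 5 libraries in each group. Scaling matters in this interval, since the median contig moves by 0.04 (log2) under TMM, by 0.56 under library size alone and by 0.96 when the RT-qPCR reference contigs set the scale. For OPR3 the contig was taken by the ID printed on the study's graph.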

The three *A. thaliana* orthologs of these OPDA reductases *AtOPR1*, *AtOPR2* and *AtOPR3* all have enzymatic activities towards TNT and play roles in xenobiotic detoxification [45]. The *OPR1* and *OPR2* transcript sequences are very similar in both species and can not be distinguished in *A. thaliana* microarrays where a combined 14-fold up-regulation was observed in TNT-treated seedling roots [8]. In contrast to this, the *OPR3* gene was not up-regulated in seedlings by TNT [45] and was identified as the OPDA reductase implicated in JA biosynthesis [41]. 

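OPR3 did not pass in any MyA comparison, with log2 fold changes of -0.29 at 6 h, -0.14 at 12 h and -0.27 at 18 h. The 13-lipoxygenase contig LOX1, whose enzyme starts the oxylipin pathway by oxidising linolenic acid, was higher at 18 h (log2 fold change 1.75, SE 0.37, edgeR adjusted p = 0.0112), and its other contig reached 1.68, SE 0.61, edgeR adjusted p = 0.0867. The thiolase KAT2, which shortens jasmonate precursors by beta-oxidation, was higher (1.09, SE 0.18, edgeR adjusted p = 0.00318), as was the jasmonate oxidase JAO2, which inactivates jasmonic acid (1.47, SE 0.27, edgeR adjusted p = 0.00583). At 12 h none of LOX1, KAT2 and JAO2 passed (-0.08, 0.09 and 1.04). All of these contigs lie below 5 CPM and were tested under the 5-count filter, in 4 MyA 18 h and 5 control 12 h libraries. For OPR3, LOX1, KAT2 and JAO2 the contig was taken by the ID printed on the study's graph.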

Figure 2C shows that MyA treatment did not affect *LesaOPR3* expression, but up-regulated three oxylipin pathway genes at the late timepoint (18 h): 13-lipoxygenase (*LOX1*), 3-ketoacyl-CoA thiolase (*KAT2/PED1*) and JA oxidase (*JAO2*). In germinating cress seeds, these three genes are mainly expressed in the CAP (Figure S6A). KAT2/PED1 is known for its β-oxidation activity in the jasmonate pathway [41]. The observed reduction in OPDA contents upon MyA treatment (Figure 2A) could therefore involve enhanced JA production combined with subsequent JA oxidation (Figure 2C,D). Another possibility is OPDA conjugation to glutathione by glutathione-*S*-transferase GSTU19 (Figure 2D) as it was described for *A. thaliana* seedling roots [46]. 

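GSTU19, a Tau-class glutathione transferase that couples OPDA to glutathione, stood at 10.4 ± 3.67 CPM in control and 20.5 ± 10.4 CPM in MyA seed at 6 h and did not pass there (log2 fold change 0.99, SE 0.33, edgeR adjusted p = 0.717). It was higher than control at 12 h (1.38, SE 0.36, edgeR adjusted p = 0.0344), with 4 of 5 MyA libraries above every control, and at 18 h it missed the threshold (1.04, SE 0.40, edgeR adjusted p = 0.0754). GSH1, which makes the glutathione precursor gamma-glutamylcysteine and was tested under the 5-count filter, did not pass at 6 h (0.44, SE 0.28, edgeR adjusted p = 0.843) but was higher than control at 12 h (1.16, SE 0.31, edgeR adjusted p = 0.0313) and was higher at 18 h (1.07, SE 0.30, edgeR adjusted p = 0.036). GSTU19 loses its 12 h call when any control library, or MyA library 2, 3 or 5, is left out (edgeR adjusted p up to 0.0959), and when the test is against a 1.5-fold change.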

In agreement with a role for OPDA glutathionylation, transcripts of *LesaGSTU19* and of *LesaGSH1*, the glutathione producing enzyme, were early up-regulated by MyA (Figure 2C and Figure S7). *LesaGSTU19* is also an example of a gene for which several transcript contigs were obtained (Figure S7A). In these cases, sequence comparisons were conducted, and if the contigs were from the same gene, as is the case for the three *LesaGSTU19* transcript contigs, they were combined (Figure S7A). 

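Summed over the 3 contigs, GSTU19 stood at 9.35 ± 1.89 CPM in dry seed, 16.2 ± 5.15 in control and 29.4 ± 12.4 in MyA seed at 6 h, 5.92 ± 3.11 in control and 14.9 ± 4.5 in MyA seed at 12 h, and 11.9 ± 4.34 in MyA seed at 18 h (mean and SD, 5 libraries each, 4 at 18 h). Without MyA the main contig stood at 4.77 ± 2.8 CPM at 12 h, lower than at 6 h by just less than the 2-fold threshold (edgeR adjusted p = 0.0275), and the MyA 12 h level lies near the control 6 h level. Only 1 of the 3 contigs (TC_22725) reaches the 5 CPM filter. The other contigs had log2 fold changes at 12 h of 1.09 (edgeR adjusted p = 0.0208) and 1.41 (0.0583) under the 5-count filter.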

The expression patterns of many genes, including *LesaGSTU19* (Figure S7A), were verified by RT-qPCR. 

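The contigs assigned to GSTU25a and GSTU25b, Tau-class glutathione transferases, were both higher with MyA than in control but differ in level. GSTU25b stood at 4.2 ± 0.415 CPM in control 12 h, 27.2 ± 13.4 in MyA 12 h and 147 ± 36.4 in MyA 18 h seed (log2 fold change 2.71, SE 0.30, edgeR adjusted p = 0.00635 at 12 h; 5.11, SE 0.17, edgeR adjusted p = 3.47e-07 at 18 h). GSTU25a was almost silent in control 12 h seed, at 0.19 ± 0.0643 CPM, and stood at 3.99 ± 4.06 CPM in MyA 12 h seed, with a ratio of group means of 63.7 at 18 h (4.39, SE 0.74, edgeR adjusted p = 0.0147 at 12 h; 5.96, SE 0.31, edgeR adjusted p = 1.04e-05 at 18 h). Every MyA library lay above every control at both times. GSTU25a loses its 12 h call without control library 2 or 5 (edgeR adjusted p = 0.0509 and 0.051), while GSTU25b keeps its call without each of the 10 libraries.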

In other cases, multiple genes are obtained as was the case for *LesaGSTU25a* and *LesaGSTU25b* (Figure S7B). Multiple genes are expected due to known gene duplications and polyploidisation events in the evolutionary history of the L. sativum genome [40,44,47]. We propose that the observed decline in the OPDA contents upon MyA treatment is mainly due to OPDA glutathionylation by MyA-induced LesaGSTU19 (Figure 2).

While MyA did not affect *LesaOPR3* expression, it enhanced *LesaOPR1/2a* and *LesaOPR1/2b* expression and prevented the decline in transcript abundance at 12 h (Figure 2E). 

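Between 6 h and 12 h OPR1/2a and OPR1/2b fell in control seed (log2 fold change -2.65, SE 0.33, edgeR adjusted p = 2.52e-05 and -3.72, SE 0.28, edgeR adjusted p = 6.33e-07). OPR1/2b went down to 2.41 ± 0.923 CPM without MyA and stood at 19.5 ± 9.76 CPM with it, and OPR1/2a at 0.469 ± 0.181 and 2.66 ± 1.39 CPM. The MyA effect on OPR1/2b was larger at 12 h than at 6 h by 2.77, SE 0.48, edgeR adjusted p = 0.0342 in edgeR's interaction test, while for OPR1/2a the same test gave 1.88, SE 0.43, edgeR adjusted p = 0.201. OPR3 showed no MyA effect at 12 h under the 5-count filter (edgeR adjusted p = 0.797). The interaction call of OPR1/2b does not hold without each library: it ends in 14 of 20 fits that leave 1 out (edgeR adjusted p up to 0.11). For OPR3 the contig was taken by the ID printed on the study's graph.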

In the late phase (12 to 18 h) >4-fold higher *LesaOPR1/2* transcript levels were observed upon MyA treatment. This was specific for MyA and not observed in germinating cress seeds treated with MyB, MyD and angelicin (Figure 2F). 

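In the late phase OPR1/2a and OPR1/2b, reductases of OPDA-like and other reactive carbonyls, were both called higher with MyA. At 12 h the log2 fold change was 2.53, SE 0.39, edgeR adjusted p = 0.0147 for OPR1/2a and 3.03, SE 0.43, edgeR adjusted p = 0.0147 for OPR1/2b, with 5 of 5 and 5 of 5 MyA libraries above every control. At 18 h OPR1/2a stood at 4.06 ± 0.785 CPM and OPR1/2b at 25.3 ± 5.2 CPM (log2 fold change 3.10, SE 0.32, edgeR adjusted p = 0.000315; 3.37, SE 0.29, edgeR adjusted p = 0.000144, both against control 12 h). At 6 h neither had passed (0.68 and 0.30; edgeR adjusted p = 0.717 and 0.754). Both 12 h calls are lost without control library 2 or 5 (edgeR adjusted p = 0.051 for OPR1/2b without library 5); the 18 h calls hold without each library.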

Table 2 summarises RT-qPCR results for selected MyA-regulated genes upon treatment with the biologically inactive dihydrochalcone MyB and chalcone MyD, and with germination-inhibiting angelicin (Figure 1 and Figure S1). Figure 2F also shows that the *OPR1/2* genes are also up-regulated in *A. thaliana* seedlings by very different allelochemicals, phytochemicals and xenobiotics. This comparison was also conducted for other MyA-regulated genes (Table 3 and Table 4) and was achieved by data mining of published transcriptomes for the responses to treatments with *trans*-chalcone [19], benzoxazolin-2(*3H*)-one (BOA) [4], narciclasine (NCS) [20], citral [18], A_1_-phytoprostane (PPA_1_) [48], the herbicide safeners fenclorim and CMPP [13], methotrexate (MTX) and 2,4-dinitrophenol (DNP) [31], and TNT [8]. While *OPR3* was not induced by MyA or any of these other compounds, *OPR1/2* was induced by MyA and all these compounds apart from MyB, MyD, angelicin and MXT (Figure 2F). Up-regulation of the *OPR1/2* genes, therefore, seems part of a more general detoxification response towards phytotoxins including MyA.

During the late phase of cress seed germination, MyA regulated GA, ABA and 1-aminocyclopropane-1-carboxylic acid (ACC) transporter genes (Figure S6B). Examples of these from the GA transporting nitrate/peptide transporter family (NPF) proteins [49] include *LesaNPF6.2* and the CAP-expressed *LesaNPF6.3* for which the up-regulation was further enhanced by MyA (Figure S6B). 

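The nitrate and peptide family transporters NPF6.2 and NPF6.3, which move gibberellin or nitrate across the plasma membrane, were higher in MyA seed at 18 h than in control seed at 12 h. NPF6.2 stood at 24.3 ± 5.29 against 4.71 ± 1.15 CPM (log2 fold change 2.34, SE 0.20, edgeR adjusted p = 0.000144) and NPF6.3 at 9.99 ± 1.09 against 3.02 ± 0.893 CPM (1.70, SE 0.22, edgeR adjusted p = 0.000912), with 4 of 4 and 4 of 4 MyA libraries above every control. At 12 h neither differed from the control of the same time (-0.01 and 0.07). In control seed the change from 6 h to 12 h was 3.57, SE 0.33, edgeR adjusted p = 2.34e-06 for NPF6.2 and 2.16, SE 0.37, edgeR adjusted p = 0.000288 for NPF6.3; no control was sampled at 18 h, so imbibition time and MyA are not separated there. For NPF6.3 the contig was taken by the ID printed on the study's graph.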

The transcript abundance of the ABA influx transporter ABCG40, which transports endosperm-produced ABA into the embryo [50], was also up-regulated by MyA, while the expression of the ABA efflux transporter ABCG25 was not affected (Figure S6B). 

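ABCG40, which imports abscisic acid into cells, was higher with MyA at 12 h, at 1.06 ± 0.256 CPM in control and 4.39 ± 3.18 CPM with MyA (log2 fold change 2.06, SE 0.45, edgeR adjusted p = 0.015) and was higher at 18 h (2.21, SE 0.38, edgeR adjusted p = 0.00339). At 6 h it was at -0.15 and did not pass. ABCG25, which exports abscisic acid, did not pass at 6 h (0.17) or 12 h (-0.21, SE 0.12, edgeR adjusted p = 0.521), and at 18 h it was lower by less than the 2-fold threshold (-0.47, SE 0.14, edgeR adjusted p = 0.0264). Without control library 2 or 5 the 12 h call of ABCG40 is lost (edgeR adjusted p = 0.0509 without library 2), and the 18 h call holds without each library. For ABCG25 the contig was taken by the ID printed on the study's graph.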

For the ACC, tyrosine and asparagine transporting lysine histidine transporter LHT1 [51], higher *LesaLHT1* transcript levels were observed in germinating cress seeds in the CAP as compared to the RAD (Figure S6B). 

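LHT1, a plasma membrane carrier of amino acids, stood at 5.55 ± 1.91 CPM in MyA seed and 10.7 ± 2.14 CPM in control seed at 12 h. The difference passed the significance threshold but not the 2-fold one (log2 fold change -0.92, SE 0.24, edgeR adjusted p = 0.032), with 4 of 5 MyA libraries below every control. At 18 h it was at -0.24 (edgeR adjusted p = 0.381). The paper's RT-qPCR put LHT1 below control 12 h in MyA seed at 12 h and at 18 h.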

MyA, MyB, MyD and angelicin all reduced *LesaLHT1* expression in germinating cress seeds at 12 h (Figure S6B). The effects of the other compounds (Figure S2) on the expression of these transporters in *A. thaliana* seedlings differed in that the GA transporters NPF6.2 and NPF6.3 were either not regulated or down-regulated by these compounds (Table 3). As for MyA, *ABCG40* was up-regulated by almost all of these compounds, while *LHT1* was down-regulated by some compounds (Table 3). Expression of the OPDA transporter *COMATOSE* (*CTS*) gene was not affected by MyA or any of the other compounds except for citral (Table 3). It therefore seems from these examples already, that specific interference with tissue-specific hormone transport is part of MyA’s action.

### 2.4. Evaluation of the Roles of Proposed Myrigalone Bioactivities during Seed Germination

Natural chalcones and derivatives have numerous bioactivities and molecular targets [19,32,33]. Some chalcone derivatives inhibit p-hydroxyphenylpyruvate dioxygenase (HPPD) enzyme activity. This is not the case for MyA [11] and MyA also does not cause seedling bleaching as does the HPPD-targeting herbicide sulcotrione [37]. Recent work with *A. thaliana* seedlings showed that *trans*-chalcone also did not inhibit HPPD activity, it did, however, cause seedling bleaching and was proposed to be a protoxin that is converted to a HPPD inhibitor *in planta* [19]. These authors also showed that *AtHPPD* transcripts were early up-regulated in seedling roots and shoots upon treatment with *trans*-chalcone. In contrast to this, *LesaHPPD* transcript levels steadily declined during *L. sativum* seed germination and were not affected by MyA treatment (Figure S8A). HPPD transcript levels also steadily declined during *A. thaliana* seed germination, and interestingly treatment with the uncoupler DNP caused their 7.3-fold up-regulation in seeds [31] (Figure S8A). In contrast to *trans*-chalcone and DNP, none of the other compounds investigated caused HPPD up-regulation (≥2-fold) in *A. thaliana* seedlings (Table 4). In summary, we conclude that HPPD is not a MyA target.

DNP and carbonyl cyanide *m*-chlorophenyl hydrazone (CCCP) are both classical uncouplers of oxidative phosphorylation [31,52]. Uncoupler activity has been demonstrated for MyA and MyB in a rat liver mitochondria assay system [34]. To investigate if uncoupling activity plays a role in the MyA-mediated inhibition of *L. sativum* seed germination, we compared the effects of MyA with the uncoupler CCCP. While up to 1 mM MyA delayed ER without affecting TR, MyB affected neither of these rupture events, while 100 µM CCCP delayed both TR and ER (Figure 1 and Figure 3A). We then compared which DEGs identified in the transcriptomes overlap between imbibed seeds treated with the uncoupler DNP [31] and with MyA (Figure 3B). Of the DNP-specific up-regulated DEGs (771), only 5.3% (41) were also up-regulated in MyA-treated seeds. Among these was none related to the oxidative pentose phosphate pathway, glycolysis, tricarboxylic acid cycle or fatty acid biosynthesis known to be up-regulated during CCCP-mediated uncoupling [52]. Similarly, of the DNP-specific down-regulated DEGs (1629), only 2.0% (32) were also down-regulated in MyA-treated seeds (Figure 3B). We therefore conclude that uncoupling of oxidative phosphorylation is not a major mechanism by which MyA inhibits seed germination.

Earlier work with mammalian cell lines also showed that myrigalones and other dihydrochalcones are antioxidants with radical scavenging properties [35,53]. Reactive oxygen species (ROS) signalling is known to regulate seed germination in many species [54,55] and our previous work demonstrated that MyA acts as a scavenger of apoplastic ROS in imbibed *L. sativum* seeds [37]. To further assess how MyA acts as a ROS scavenger during cress seed germination, the effect of hydrogen peroxide (H_2_O_2_) was investigated. Dose-response assays showed that 1–100 mM H_2_O_2_ promoted TR and ER to varying degrees and that 1–5 mM H_2_O_2_ promoted ER at a similar level as 10–100 µM GA (Figure S8B). As shown in Figure 3C, 1 and 5 mM H_2_O_2_ alone slightly promoted ER, but the delay in ER by MyA was not rescued by simultaneous treatment with MyA plus H_2_O_2_. This tendency was also confirmed with 50 mM H_2_O_2_ (Figure S8B). The importance of oxidative stress, ROS scavenging and H_2_O_2_ signalling were further evident from the ROS scavenging ascorbate and glutathione antioxidant systems [55,56,57]. These systems were up-regulated by MyA during the late germination phase between 12 h and 18 h (Figure S9). 

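Ascorbate and superoxide enzymes were higher in MyA seed at 18 h than in control seed at 12 h. The chloroplast-type iron superoxide dismutase FSD1, which removes superoxide, was higher (FSD1a log2 fold change 2.61, SE 0.26, edgeR adjusted p = 0.000293; FSD1b contigs 2.99, SE 0.33, edgeR adjusted p = 0.000438 and 2.73, SE 0.39, edgeR adjusted p = 0.00145), and so was the peroxisomal ascorbate peroxidase APX5, which removes hydrogen peroxide (2.28, SE 0.23, edgeR adjusted p = 0.000277). At 12 h FSD1a was at 0.83 and APX5 at 0.15, without a call. From 12 h to 18 h under MyA FSD1a moved by 1.83, SE 0.35, edgeR adjusted p = 0.0124 and APX5 by 2.16, SE 0.16, edgeR adjusted p = 0.000494. FSD1a did not change from 6 h to 12 h in control seed (0.09, SE 0.41, edgeR adjusted p = 0.856), while APX5 moved by 1.22, SE 0.39, edgeR adjusted p = 0.0151. Mean control levels of the FSD1b contigs above went from 0.455 to 1.59 CPM and from 0.12 to 1.31 CPM over that interval. No control covers the 6 h that follow.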

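Several antioxidant genes passed with MyA. DHAR2, which regenerates ascorbate from dehydroascorbate, was higher than control at 12 h (log2 fold change 2.27, SE 0.47, edgeR adjusted p = 0.0147) and was higher at 18 h (2.97, SE 0.70, edgeR adjusted p = 0.0119). At 18 h the cytosolic ascorbate peroxidase APX1 (1.30, SE 0.26, edgeR adjusted p = 0.00882, 5-count filter), the monodehydroascorbate reductase MDAR2 (1.21, SE 0.32, edgeR adjusted p = 0.0197), the catalase CAT3 (1.22, SE 0.24, edgeR adjusted p = 0.00565), the glutathione peroxidase GPX2 (1.40, SE 0.41, edgeR adjusted p = 0.0435, 5-count filter), an ascorbate oxidase contig (1.29, SE 0.14, edgeR adjusted p = 0.000385) and the alternative oxidase AOX1A (1.68, SE 0.41, edgeR adjusted p = 0.0142) were higher. The glutathione reductase GR1 was not called (0.55, SE 0.12, edgeR adjusted p = 0.00835). For DHAR2 the 12 h call is lost without control library 2 or 5 (edgeR adjusted p = 0.051 without library 5). The 18 h call of MDAR2 ends without MyA 18 h library 4. The paper's RT-qPCR of MyA 18 h seed put AOX1A below control 12 h. For APX1, MDAR2, CAT3, GPX2, AO and GR1 the contig was taken by the ID printed on the study's graph.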

Among others, MyA up-regulated ascorbate peroxidases (APX), dehydroascorbate reductase (DHAR) and monodehydroascorbate reductase (MDAR), glutaredoxins, superoxide dismutases (SOD), and catalase (CAT). SOD genes (*FDS1*) were also up-regulated in seeds treated with angelicin (Figure S9B, Table 2), but not by any of the other compounds in *A. thaliana* seedlings (Table 4). *DHAR2* was also up-regulated in seedlings by most of the other chemical compounds, but many other MyA-induced genes of the ascorbate and glutathione antioxidant systems were not regulated by other compounds (Table 4). As H_2_O_2_ has been shown to stimulate GA biosynthesis [58] and the effects of GA or H_2_O_2_ were evident as promotion of TR (Figure 1B and Figure S8B), the MyA-mediated inhibition of ER may be controlled downstream of GA and H_2_O_2_ signalling.

Candidates for this are stress-responsive transcription factors (TFs) which are known to be involved in H_2_O_2_ and GA signalling [56]. Among TFs up-regulated by MyA in germinating cress seeds at the 12 h time point were WRKY75, WRKY23 and WRKY6 (Figure 3 and Figure S10A,E). 

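WRKY75, a transcription factor induced by reactive oxygen and phosphate starvation, was higher with MyA at 12 h (log2 fold change 1.53, SE 0.39, edgeR adjusted p = 0.0306), as did WRKY23, which acts in auxin transport and was tested under the 5-count filter (1.59, SE 0.41, edgeR adjusted p = 0.028). WRKY6, a senescence and stress regulator, missed the threshold at 12 h (1.11, SE 0.33, edgeR adjusted p = 0.0682). WRKY75 is not called at 12 h when any control library or MyA library 3 is left out (edgeR adjusted p up to 0.0873).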

Their transcript abundances were higher at the 12 h and 18 h timepoints upon MyA treatment, and they were mainly expressed in the CAP. 

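At 18 h WRKY75, WRKY23 and WRKY6 were all higher than in control seed at 12 h: log2 fold change 2.06, SE 0.29, edgeR adjusted p = 0.00137 for WRKY75, 1.58, SE 0.35, edgeR adjusted p = 0.0123 for WRKY23 (5-count filter) and 1.29, SE 0.30, edgeR adjusted p = 0.0118 for WRKY6. WRKY75 stood at 2.85 ± 0.544 CPM in control 12 h, 8.12 ± 5.57 in MyA 12 h and 12 ± 5.86 in MyA 18 h seed, from 5, 5 and 4 libraries. The paper's RT-qPCR of MyA 18 h seed did not put WRKY23 above control 12 h. The libraries are from whole seeds and give no values per compartment.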

WRKY75 expression is known to be induced by GA, H_2_O_2_ and SA, and repressed by JA [59,60]. WRKY75 has been shown to be involved in ROS and GA signalling and to physically interact with DELLA proteins. SIB1 and SIB2 also physically interact with WRKY75 to inhibit its activity in seed germination [61]. While *LesaWRKY75* expression was up-regulated by MyA in germinating seeds, neither MyB, MyD, nor angelicin stimulated its expression (Figure 3F). 

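The sigma factor binding proteins SIB1 and SIB2, which bind WRKY factors, were lower in MyA seed at 18 h than in control seed at 12 h (log2 fold change -1.25, SE 0.25, edgeR adjusted p = 0.00588 and -1.17, SE 0.21, edgeR adjusted p = 0.0036), with 4 of 4 and 4 of 4 MyA libraries below every control. At 12 h they stood at -0.61 and -0.15 and did not pass. From 6 h to 12 h in control seed SIB1 moved by 1.32, SE 0.28, edgeR adjusted p = 0.00113 and SIB2 by -1.09, SE 0.18, edgeR adjusted p = 0.000205. For SIB1 and SIB2 the contig was taken by the ID printed on the study's graph.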

The transcript abundances of *LesaSIB1* and CAP-expressed *LesaSIB2* were lower upon MyA treatment (Figure S10F), suggesting that MyA responses involve WRKY75 activity in the CAP. 

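Transcription factors of the bHLH, ERF and NAC families differed from control at 12 h and 18 h. At 12 h the ethylene response factors ERF020 (log2 fold change 3.59, SE 0.47, edgeR adjusted p = 0.0147), ORA47, a regulator of jasmonate synthesis (2.85, SE 0.48, edgeR adjusted p = 0.0147), and ERF098, which controls ascorbate synthesis (2.30, SE 0.51, edgeR adjusted p = 0.0143, 5-count filter), were higher with MyA, as was the zinc finger factor ZAT10 (2.35, SE 0.63, edgeR adjusted p = 0.0388), while ERF5 (1.32) and ZAT12 (1.29) did not pass. The MyA effect on ERF020 differs between 6 h and 12 h (3.17, SE 0.55, edgeR adjusted p = 0.0342 by edgeR's interaction test), a call lost in 13 of 20 fits that leave 1 library out (edgeR adjusted p up to 0.115). Among the 16 tested transcription factor contigs on the study's 12 h list, 10 were called higher at 18 h and 12 when adjusted over the list alone; the study chose the list on these libraries. The 12 h calls of ERF020 and ORA47 are lost without control library 2 or 5, and that of ZAT10 without any control library (edgeR adjusted p up to 0.108).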

Several bHLH, ERF and NAC TFs were up-regulated by MyA at the 12 h and 18 h time points (Figure S10) [54,56,62]. Among them are bHLH38, important for regulating iron homeostasis, bHLH129 with CAP-specific expression, ERF2, ERF20, and several NAC TFs (Figure S10, Data S2): The membrane-associated NAC005, the metabolism regulator NAC032, the development regulator NAC081, and the xenobiotic detoxification and low-oxygen responsive regulator NAC102 [56,62,63]. In contrast to these TFs, the mainly CAP-expressed ABA-associated ABI3 and ABI5 TFs were down-regulated during the late germination phase and this down-regulation was further intensified by MyA (Figure S10F). 

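BHLH38, an iron deficiency regulator, was higher than control at 12 h (log2 fold change 2.27, SE 0.49, edgeR adjusted p = 0.0135) and stood higher still at 18 h (4.06, SE 0.43, edgeR adjusted p = 0.000281), and the membrane-bound NAC005 did the same (1.92, SE 0.37, edgeR adjusted p = 0.0125 and 3.28, SE 0.26, edgeR adjusted p = 5.65e-05), both under the 5-count filter. NAC102a, a factor of low-oxygen responses, differed by 2.25, SE 0.36, edgeR adjusted p = 0.0147 at 12 h, and the stress metabolism regulator NAC032a by 1.89, SE 0.46, edgeR adjusted p = 0.0227. NAC081 passed at 12 h (1.08, SE 0.27, edgeR adjusted p = 0.0249) but not at 18 h (0.63, SE 0.25, edgeR adjusted p = 0.0846), and BHLH129 passed at 18 h (1.62, SE 0.13, edgeR adjusted p = 9.54e-05) with -0.13 at 12 h. ERF2 did not pass at either time (2.55, SE 0.77, edgeR adjusted p = 0.0721; 2.65, SE 0.97, edgeR adjusted p = 0.0647), with large spread between libraries, and neither did its more abundant contig, the one on the study's graph (1.30, SE 0.46, edgeR adjusted p = 0.156; 0.17, SE 0.67, edgeR adjusted p = 0.855). The 12 h calls of NAC081 and NAC032a end without any of the 5 control libraries, and that of NAC102a without control library 2 or 5 (edgeR adjusted p up to 0.0734). BHLH38 and NAC005, below 5 CPM, were not refitted without each library. BHLH129 went from 1.59 CPM at 6 h to 16.6 CPM at 12 h in control seed, so imbibition time and MyA are not separated for it at 18 h. For BHLH129 the contig was taken by the ID printed on the study's graph.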

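ABI3 and ABI5, transcription factors through which abscisic acid keeps embryos dormant, were both lower in control seed at 12 h than at 6 h. ABI5 fell (log2 fold change -2.07, SE 0.16, edgeR adjusted p = 7.71e-07), and ABI3 was lower by less than 2-fold (-0.83, SE 0.23, edgeR adjusted p = 0.0064). ABI5 stood at 7.24 ± 0.741 CPM at 6 h and 1.59 ± 0.215 CPM at 12 h. In MyA seed at 12 h the levels did not differ from the control (-0.45, SE 0.20, edgeR adjusted p = 0.32 and 0.07, SE 0.23, edgeR adjusted p = 0.929). Scaling by the RT-qPCR reference contigs moves the median of all contigs in this interval to -0.47, against 0.08 under TMM. For ABI5 and ABI3 the contig was taken by the ID printed on the study's graph.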

Among the NAC and ERF TFs, which were up-regulated by MyA in *L. sativum* germinating seeds, NAC102 was the one also up-regulated by most of the chemical compounds investigated in *A. thaliana* seedlings (Table 4). In addition, most of the allelochemicals also up-regulated NAC081 and ERF20 in seedlings (Table 4). These TFs, therefore, may play more general roles in inducing the detoxification programme in response to phytochemicals. WRKY23 is a component of the transcriptional network which controls auxin distribution patterns [64,65] together with auxin signalling TFs (Table 3). Their regulation by MyA is discussed later in the context of auxin signalling and transport as a potential target of MyA action.

### 2.5. Phased Induction of the Seed’s Detoxification Programme by the Phytotoxin MyA

The transcriptome analysis of *L. sativum* seed germination revealed that the natural phytotoxin MyA triggered the phased induction of a typical detoxification programme (Figure 4). 

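More detoxification contigs passed the thresholds at 12 h and 18 h than at 6 h. At 6 h PER13, a class III peroxidase, and UGT73B5a, a stress-induced glucosyltransferase, had passed the thresholds. At 12 h glutathione transferases, further glucosyltransferases, OPR1/2 and the FAD/NAD(P) oxidoreductase AT5G22140 had joined, with the transporters ABCG37 and ABCG40, and at 18 h, set against control 12 h, the MATE transporter DTX9a and the transporter ABCG34 were also higher. A later call is not a later start: the change in effect between 6 h and 12 h did not pass for ABCG37a, ABCG37b or OPR1/2a (edgeR adjusted p = 0.201, 0.197 and 0.201), and limma's fry test puts the glutathione transferase and oxidoreductase lists higher at 6 h already. AT5G22140 differed from control by log2 fold change 4.76, SE 0.41, edgeR adjusted p = 0.00123 at 12 h, after 1.11, SE 0.23, edgeR adjusted p = 0.717 at 6 h, and that increase in effect passed its own test (3.69, SE 0.47, edgeR adjusted p = 0.00203). By edgeR's interaction test 12 contigs had a more positive MyA fold change at 12 h than at 6 h, with none more negative (DESeq2 called 105 and 3). The 10 with names are 3 glucosyltransferases (UGT73B5b, UGT73B5c, UGT74E1), 2 glutathione transferases (GSTU8, GSTU25b), OPR1/2b, AT5G22140, the deglycase-like DJ1A, the tolB-related TOLBa and the factor ERF020. A larger effect need not be a rise under MyA. Mean CPM with MyA rose from 6 h to 12 h for GSTU8 (3.29 to 11.1) and GSTU25b (3.49 to 27.2). It fell for UGT73B5c (13.9 to 7.83), UGT74E1 (36.1 to 16.1), OPR1/2b (42 to 19.5) and ERF020 (21.2 to 15.4). For UGT73B5b, TOLBa and AT5G22140 it stayed near its 6 h level. In control seed all of these except GSTU25b fell, OPR1/2b from 34.3 to 2.41 CPM. Of the 9 followed through fits that leave 1 library out, 3 keep the interaction call in all. The 6 h and 12 h values rest on MyA and control seed of the same age. The 18 h values do not, because no control was sampled at 18 h. Equal age is not equal stage at 12 h, when by the paper control seed, but not MyA seed, begins endosperm rupture. A response to MyA and a slower course of germination are therefore not separated at 12 h. The following shares leave out the set of contigs enriched in M18-5. Of the contigs called higher at 18 h, 59.5% also passed as higher from 6 h to 12 h in control seed. Of all tested contigs 14.1% did. The interaction count itself varies from 4 to 1176 as single libraries are left out, the highest without control 6 h library 5 and the lowest without control 12 h library 1.

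**Figure D2:**
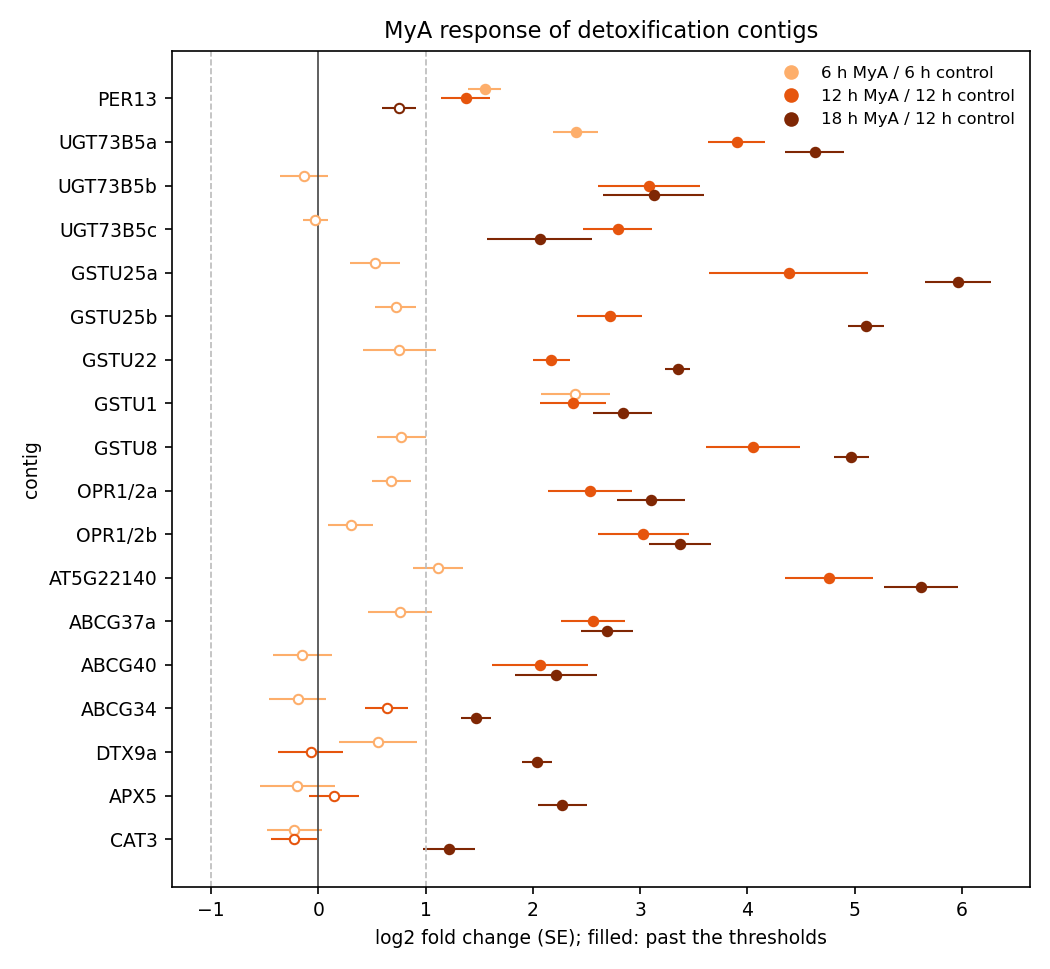
Log2 fold changes with SE of 18 detoxification contigs at 6 h, 12 h and 18 h of MyA. Filled points pass the thresholds. At 6 h PER13 (1.55) and UGT73B5a (2.40) are filled, and at 12 h the largest value is that of AT5G22140 (4.76).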

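At 6 h the peroxidase PER13 is the member of this early group that passed, while GSH1 and the tested Tau-class glutathione transferase contigs did not: GSTU25a, GSTU25b, GSTU22, GSTU1, GSTU8, GSTU19 and GSTU15 had log2 fold changes of 0.53, 0.72, 0.76, 2.40, 0.77, 0.99 and 0.35. All 7 lean upward, and GSTU1 comes closest to passing (edgeR adjusted p = 0.0604). At 12 h 6 of these 7 contigs passed as higher; GSTU15 did not (1.02, SE 0.31, edgeR adjusted p = 0.0781).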

MyA induced the early up-regulation of glutathione-producing glutamate-cysteine ligase (*GSH1*), glutathione-*S*-transferases of the “Tau” class (GSTU), and peroxidases gene expression at the 6 h and 12 h time points (Figure 5A, Figures S7 and S9). GSH is required for the glutathione cycle (Figure S9) and for GST-catalysed glutathionylation reactions leading to *S*-conjugates with pesticides, allelochemicals or endogenously produced metabolites. These conjugates are usually further metabolised or transported into vacuoles for detoxification and storage [2,9,46]. This includes possible OPDA glutathionylation by MyA-induced *LesaGSTU19* in germinating cress seeds (Figure 2B). *LesaGSTU25*, *LesaGSTU22*, *LesaGSTU1*, and *LesaGSTU8* are examples of genes that were up-regulated by MyA treatment already at the 6 h time point (Figure 5A and Figure S7B). 

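At 6 h GSTU1, a Tau-class glutathione transferase, stood at 0.369 ± 0.146 CPM in control and 1.95 ± 0.475 CPM in MyA seed (log2 fold change 2.40, SE 0.32, edgeR adjusted p = 0.0604), with 5 of 5 MyA libraries above every control; DESeq2 calls it at this time. GSTU25b (0.72, SE 0.19, edgeR adjusted p = 0.717), GSTU22 (0.76, SE 0.34, edgeR adjusted p = 0.717) and GSTU8 (0.77, SE 0.23, edgeR adjusted p = 0.717) were higher by less than 2-fold and did not pass. At 12 h all of them had passed: GSTU8, whose enzyme like the others couples glutathione to electrophiles, by 4.05, SE 0.43, edgeR adjusted p = 0.00545, GSTU22 by 2.17, SE 0.17, edgeR adjusted p = 0.000732 and GSTU1 by 2.38, SE 0.31, edgeR adjusted p = 0.013. At 18 h GSTU8 reached 4.97, SE 0.17, edgeR adjusted p = 3.47e-07, GSTU22 3.35, SE 0.12, edgeR adjusted p = 3.47e-07 and GSTU1 2.84, SE 0.27, edgeR adjusted p = 0.000257. The effect on GSTU8 grew between 6 h and 12 h (3.32, SE 0.48, edgeR adjusted p = 0.011, interaction), and so did that on GSTU25b (2.04, SE 0.35, edgeR adjusted p = 0.0342), though the latter ends in 12 of 20 fits that leave 1 library out.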

GSTU25 is known to be involved in the detoxification of the explosive TNT by catalysing the formation of glutathione-TNT conjugates [66]. Expression of class III peroxidases *LesaPER13* (Figure 5A) and *LesaPER45* (Figure S7C) was also up-regulated by MyA in the early (6 h) and late (18 h) phase of germination, respectively. 

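PER13, a class III peroxidase, was higher with MyA at 6 h, at 1.8 ± 0.204 CPM in control and 5.22 ± 0.479 CPM with MyA (log2 fold change 1.55, SE 0.15, edgeR adjusted p = 0.00512), with 5 of 5 MyA libraries above every control. It stayed higher at 12 h (1.37, SE 0.23, edgeR adjusted p = 0.0147) and at 18 h lay inside the 2-fold threshold (0.75, SE 0.16, edgeR adjusted p = 0.00786). PER45b, a second class III peroxidase, was higher at 18 h (2.75, SE 0.37, edgeR adjusted p = 0.00107) and its companion PER45a missed (1.48, SE 0.52, edgeR adjusted p = 0.079, 5-count filter). In control seed PER45b went from 0.147 CPM at 6 h to 0.922 CPM at 12 h, so imbibition time and MyA are not separated for it at 18 h. At 6 h PER45b had 14 counts over the 5 MyA and 22 over the 5 control libraries and PER45a 7 and 5, so no fold is given. The 6 h call of PER13 holds without each library but not against a 1.5-fold change (glmTreat), and its 12 h call is lost without control library 2 or 5 (edgeR adjusted p = 0.051 without library 5). For PER45a the contig was taken by the ID printed on the study's graph.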

Class III peroxidases are known to serve specific roles in development and stress responses, including reproduction (PER13), TNT stress (PER45), and testa and endosperm rupture during *A. thaliana* and *L. sativum* seed germination [67,68]. 

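A glutaredoxin contig, coding for a small protein that reduces disulfides with glutathione, was higher with MyA at 12 h (log2 fold change 1.41, SE 0.33, edgeR adjusted p = 0.0193) and was no longer past the threshold at 18 h (0.63, SE 0.28, edgeR adjusted p = 0.112). The superoxide dismutase FSD1a and the catalase CAT3 had the opposite timing, with log2 fold changes of 0.83 and -0.23 at 12 h and calls at 18 h. The dehydroascorbate reductase DHAR2 of the ascorbate pathway passed at 12 h together with the glutaredoxin. The glutaredoxin call ends without control library 1, 2 or 5 or MyA library 3 or 4 (edgeR adjusted p up to 0.0619), and the difference between the 12 h and 18 h effects was not tested against controls of each age. For CAT3 the contig was taken by the ID printed on the study's graph.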

Up-regulation of redoxins, including glutaredoxin, by MyA treatment, preceded the up-regulation of SOD, CAT, and the ascorbate pathway enzymes (Figure 4 and Figure S9). The enhancing effect of MyA on the up-regulation of *LesaPER13*, *LesaGSTU25* and *LesaGSTU19* was unique for MyA and not observed in cress seeds treated with MyB, MyD, angelicin, while *LesaPER45* was also induced by angelicin (Figure 5 and Figure S7, Table 2). 

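The plantacyanin PCY, a small blue copper protein of the cell wall, was not called at any time. Its contig lies far below 5 CPM: the log2 fold changes under the 5-count filter were 1.52, SE 0.51, edgeR adjusted p = 0.0885 at 12 h and 1.36, SE 0.53, edgeR adjusted p = 0.106 at 18 h, with 5 of 5 and 4 of 4 MyA libraries above every control. At 6 h it had 15 counts over the 5 MyA libraries and 8 over the 5 controls, too few for a fold. Whole-seed libraries cannot place the transcript in a compartment.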

The transcript abundance of the plantacyanin *LesaPCY* were CAP-specific up-regulated by MyA during all phases of germination (Figure S7C). Plantacyanins are blue copper proteins and PCY has recently been demonstrated to be a key regulator of *A. thaliana* seed germination linking environmental factors and hormones [69].

UDP-glycosyltransferases (UGTs) catalyse the transfer of UDP-activated sugars to acceptor molecules, the aglycones include xenobiotics, secondary metabolites and plant hormones [8,9,70]. *LesaUGT73B5* and *LesaUGT75D1* were specifically expressed in the CAP and early up-regulated by MyA in germinating *L. sativum* seeds (Figure 5A and Figure S11). 

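UGT73B5a, a glucosyltransferase of stress and xenobiotic responses, passed at 6 h, 12 h and 18 h. The control and MyA levels were 6.49 ± 2.26 and 33.8 ± 4.6 CPM at 6 h (log2 fold change 2.40, SE 0.21, edgeR adjusted p = 0.00393), 1.97 ± 0.685 and 28.8 ± 6.64 CPM at 12 h (3.90, SE 0.27, edgeR adjusted p = 0.000328) and, with MyA, 49.1 ± 10.8 CPM at 18 h (4.63, SE 0.27, edgeR adjusted p = 2.17e-05). All 5 MyA libraries lay above every control at 6 h and 12 h. The contigs UGT73B5b and UGT73B5c did not differ at 6 h, with -0.14 and -0.03 at 6 h and 3.08, SE 0.47, edgeR adjusted p = 0.0147 and 2.79, SE 0.32, edgeR adjusted p = 0.00691 at 12 h; both increases passed edgeR's interaction test (3.25, SE 0.54, edgeR adjusted p = 0.0342 and 2.85, SE 0.33, edgeR adjusted p = 0.000959). UGT75D1, which glucosylates flavonoids and auxin precursors, passed at 18 h (1.47, SE 0.12, edgeR adjusted p = 0.000131), while at 6 h (0.35, SE 0.13, edgeR adjusted p = 0.717) and 12 h (0.73, SE 0.14, edgeR adjusted p = 0.0147) it stayed inside 2-fold. Without control library 2 or 5 the 12 h call of UGT73B5b is lost, and its interaction call is lost in 10 of 20 fits that leave 1 library out (edgeR adjusted p up to 0.109); the calls of UGT73B5a hold without each library at all times.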

*LesaUGT73B5* and *LesaUGT75D1* were not up-regulated by MyB, MyD, and angelicin (Figure 5B). UGT73B5 is known to be up-regulated by ROS and SA, and is part of the detoxification mechanism of TNT and other compounds [8,71]. Overexpression of UGT75D1 has been shown to increase abiotic stress tolerance of seed germination [70]. These authors proposed that UGT75D1 has the auxin indole-3-butyric acid (IBA) as a preferred substrate and that it is involved in auxin-ABA crosstalk in seeds. *LesaUGT74E2* and *LesaUGT75B1* are mainly expressed in the CAP and, together with other UGTs, were up-regulated by MyA during the late phase of germination (Figure S11). 

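UGT74E2, which glucosylates the auxin indole-3-butyric acid, did not pass: its best covered contig had log2 fold change 2.22, SE 0.64, edgeR adjusted p = 0.0558 at 12 h and 1.63, SE 0.56, edgeR adjusted p = 0.0529 at 18 h. UGT75B1, which acts on indole-3-acetic acid and phenolics, had 1.35, SE 0.41, edgeR adjusted p = 0.0781 at 12 h and 1.13, SE 0.47, edgeR adjusted p = 0.0916 at 18 h, with 2 of 4 MyA 18 h libraries above every control. UGT74E1, a close relative of UGT74E2, passed at both times (1.13, SE 0.24, edgeR adjusted p = 0.0149 and 1.43, SE 0.24, edgeR adjusted p = 0.00309), and its effect grew from 6 h to 12 h (1.72, SE 0.30, edgeR adjusted p = 0.0342), though that call is lost in 11 of 20 fits that leave 1 library out (edgeR adjusted p up to 0.11). UGT73B2 was higher at 18 h by less than 2-fold (0.81, SE 0.07, edgeR adjusted p = 0.000152). UGT74E1 loses its 12 h call without control library 2 or 5 or MyA library 5 (edgeR adjusted p up to 0.0512).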

UGT74E2 and UGT75B1 are known to be involved in the control of auxin homeostasis, auxin signalling and transport in the root, and also have been proposed to have IBA as their preferred substrate [72]. UGT74E2 was not up-regulated by MyB, MyD and angelicin at 12 h or 18 h (Table 2) and was down-regulated by MyB and MyD at 6 h (Figure S11B).

Cytochrome P450 monooxygenases (CYP450) typically conduct hydroxylation and oxygenation reactions in secondary metabolism or detoxification pathways [9]. 

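CYP81D4, a cytochrome P450 of indole and stress metabolism, was higher with MyA at 12 h (log2 fold change 1.23, SE 0.18, edgeR adjusted p = 0.0147) after a smaller difference at 6 h (0.72, SE 0.11, edgeR adjusted p = 0.159), and at 18 h it equalled the control (-0.09). At 18 h CYP71B26 (1.66, SE 0.23, edgeR adjusted p = 0.00114), CYP75A32 (2.45, SE 0.37, edgeR adjusted p = 0.00207, 5-count filter), CYP76C2, which hydroxylates monoterpenols (1.90, SE 0.38, edgeR adjusted p = 0.00642), and CYP81D8 (2.45, SE 0.82, edgeR adjusted p = 0.048) were higher. At 12 h CYP81D8 missed (2.35, SE 0.67, edgeR adjusted p = 0.0545). Between 6 h and 12 h in control seed mean levels rose for CYP71B26 (0.994 to 14 CPM) and CYP75A32 (0.0401 to 0.324). They fell for CYP76C2 (14.5 to 3.34) and CYP81D8 (65.9 to 5.15). Imbibition time and MyA are not separated at 18 h. The 18 h call of CYP81D8 ends without any control library or MyA 18 h library 3 or 4 (edgeR adjusted p up to 0.125), and the 12 h call of CYP81D4 without control library 2 or 5. The paper's RT-qPCR of MyA 18 h seed put CYP81D8 below control 12 h. For CYP71B26 the contig was taken by the ID printed on the study's graph.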

*LesaCYP81D4* was early up-regulated by MyA (Figure 5A), while *LesaCYP81D8*, *LesaCYP71B26*, *LesaCYP75A32* and *LesaCYP76C2* were late up-regulated by MyA in germinating cress seeds (Figure S12A). In contrast to MyA, *LesaCYP81D4* and *LesaCYP81D8* were not up-regulated in seeds by MyB, MyD, and angelicin (Figure 5B, Table 2). CYP81D and CYP71B are among the five identified contigs in blackgrass proposed to be involved in non-target-site herbicide resistance [73]. CYP76C2 is known to be implicated in the metabolism of monoterpenes and phenylurea herbicides [74] and is in *A. thaliana* seedlings up-regulated by treatment with citral [18]. 

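CYP78A7, a cytochrome P450 that promotes organ growth, was lower with MyA, from 36.2 ± 8.38 CPM in control 12 h to 18.7 ± 5.67 in MyA 12 h and 9.06 ± 1.87 in MyA 18 h seed. The 18 h difference passed (log2 fold change -2.02, SE 0.21, edgeR adjusted p = 0.000315) and the 12 h difference lay just inside 2-fold (-0.93, SE 0.24, edgeR adjusted p = 0.0285). TT7 (CYP75B1), the flavonoid 3'-hydroxylase, was lower by less than 2-fold at 18 h (-0.79, SE 0.15, edgeR adjusted p = 0.00566) and did not pass at 12 h (-0.52, SE 0.16, edgeR adjusted p = 0.0815).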

Several CYP450s, including *LesaCYP78A7* and *LesaCYP75B1/TT7* were down-regulated by MyA in germinating cress seeds (Figure S12A). NADPH:cytochrome P450 reductases, encoded by the genes *ATR1* and *ATR2* in *A. thaliana*, enable electron transfer from NADPH to cytochrome P450 [75]. 

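ATR1, the reductase that supplies cytochrome P450 enzymes with electrons, fell from dry seed to 6 h in control seed (log2 fold change -3.32, SE 0.39, edgeR adjusted p = 1.04e-05). At 18 h MyA seed had more ATR1 than control seed at 12 h (1.35, SE 0.39, edgeR adjusted p = 0.0397), and at 12 h the difference was 1.17, SE 0.41, edgeR adjusted p = 0.103. The contig lies below 5 CPM, and these values come from the 5-count filter.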

The transcript levels of *LesaATR1* declined in germinating cress seeds, but in the late phase, remained at a higher level upon MyA treatment (Figure S12B). Several other GSTs, UGTs, peroxidases, and CYP450s contributed to the general up-regulation pattern by MyA (Figure 4 and Figures S9–S12, Data S2). In addition, other enzymes such α/β-hydrolases are known to be part of the plant’s detoxification programme [9] and were up-regulated by MyA (Figure 4).

### 2.6. MyA Interferes with Transporter Gene Expression in Germinating Cress Seeds

Multidrug and toxic compound extrusion (MATE) transporters in plants, also known as DETOXIFICATION (DTX) proteins, are integral membrane proteins involved in an array of functions, including secondary metabolite transport and xenobiotic detoxification [76]. 

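At 18 h MATE transporters, which export organic molecules in exchange for protons, went both ways against control 12 h. DTX9a changed most among those higher (log2 fold change 2.04, SE 0.14, edgeR adjusted p = 5.04e-05) and DTX45 among those lower (-1.44, SE 0.23, edgeR adjusted p = 0.00249). DTX14 is an exception in time, since it was higher at 12 h and not at 18 h. The controls are 12 h seed, so both directions include 6 h of further imbibition, during which control seed was not sampled. For DTX45 the contig was taken by the ID printed on the study's graph.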

Two MyA-induced expression patterns, either late up-regulated or late down-regulated, were identified for MATE transporters in germinating *L. sativum* seeds (Figure 4). *LesaDTX14* was early up-regulated mainly in the CAP of germinating seeds and higher expressed upon MyA-treatment (Figure 5C and Figure S13A). 

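DTX14, a MATE exporter of the tonoplast or plasma membrane, stood at 0.209 ± 0.0834 CPM in control and 0.656 ± 0.225 CPM in MyA seed at 12 h (log2 fold change 1.65, SE 0.36, edgeR adjusted p = 0.0146), with 5 of 5 MyA libraries above every control. At 6 h it was at 0.55 and at 18 h at 0.54 (edgeR adjusted p = 0.361), neither past the thresholds. The values come from the 5-count filter, since the contig lies below 5 CPM.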

DTX14 is known as a xenobiotic extrusion transporter [77]. 

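DTX35, the flower flavonoid transporter, was higher in MyA seed at 18 h than in control seed at 12 h (log2 fold change 1.12, SE 0.11, edgeR adjusted p = 0.000298), with 4 of 4 MyA libraries above every control. At 12 h it did not pass (0.40, SE 0.14, edgeR adjusted p = 0.168). The 18 h change lies close to 2-fold and ends when the RT-qPCR reference contigs set the scale. For DTX35 the contig was taken by the ID printed on the study's graph.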

The CAP-specific expressed *LesaDTX35/FFT* was up-regulated by MyA in germinating cress seeds (Figure 5C and Figure S13A). DTX35 is known to function as a tonoplast chloride/anion channel [78]. It has been proposed to be a flavonoid transporter involved in seed development and germination [79]. Other MATE transporters affected by MyA in germinating cress seeds include the late up-regulated *LesaDTX9*, *LesaDTX16*, and *LesaDTX2*, and the late down-regulated *LesaDTX4*, *LesaDTX51*, and *LesaDTX45* (Figure S13A). 

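Of the other MATE transporters, DTX16 (log2 fold change 1.58, SE 0.21, edgeR adjusted p = 0.00109), DTX9b (1.34, SE 0.26, edgeR adjusted p = 0.00538) and DTX2 (1.52, SE 0.22, edgeR adjusted p = 0.00165, 5-count filter) were higher at 18 h, and DTX4 (-1.09, SE 0.16, edgeR adjusted p = 0.00168) and DTX51 (-1.03, SE 0.13, edgeR adjusted p = 0.000695) were lower. These proteins export metabolites and toxins from the cytosol. At 12 h DTX16, DTX9b, DTX2, DTX4 and DTX51 had log2 fold changes of 0.22, 0.15, 0.81, -0.19 and -0.18, none past the thresholds. DTX51 lies close to 2-fold and loses its call without control library 1, 2 or 5 or MyA 18 h library 1 or 3, and DTX4 without control library 2. For DTX16, DTX9b, DTX2, DTX4 and DTX51 the contig was taken by the ID printed on the study's graph.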

DTX45 is known to antagonise local ABA signalling and distribution in *A. thaliana* seedlings [80].

ATP-binding cassette (ABC) transporters use the energy from ATP hydrolysis to drive the transport of diverse substrates [81]. The transcript abundances of all differentially expressed ABC transporters in germinating *L. sativum* seeds were up-regulated by MyA (Figure 4). This includes several auxin-transporting ABC transporters, which are discussed in the next section. 

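The ABC transporters called with MyA were all higher, at 12 h and at 18 h, among those the study names. At 12 h they are ABCG40, ABCG37a, ABCG37b, ABCB4, ABCB11 and ABCA7, and none was called lower at either time. On the study's 12 h list of ABC and MATE transporters, 6 of 6 tested contigs were higher at 12 h and 5 of 6 were higher at 18 h; the study chose the list on these libraries. The carriers are named for cargoes that range from hormones to waxes. Named ABC contigs without a call include ABCG25, an exporter of abscisic acid, and ABCB19, an auxin exporter (-0.40, SE 0.10, edgeR adjusted p = 0.0175 for its first contig at 18 h). The list passes limma's fry test at 12 h (FDR = 0.000473). For ABCB19 the contig was taken by the ID printed on the study's graph.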

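ABCG34, a plasma membrane exporter of defence compounds, stood at 32.5 ± 4.23 CPM in control and 49.9 ± 16.6 in MyA seed at 12 h, and 91.4 ± 15.9 in MyA seed at 18 h. The 18 h difference from control 12 h passed (log2 fold change 1.47, SE 0.14, edgeR adjusted p = 0.000224), with 4 of 4 MyA libraries above every control, and the 12 h difference did not (0.64, SE 0.20, edgeR adjusted p = 0.0958). In control seed the level did not change from 6 h to 12 h (0.31, SE 0.27, edgeR adjusted p = 0.344).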

The up-regulation of *LesaABCG34* expression in the CAP during cress germination was further enhanced by MyA (Figure 5A and Figure S13B). ABCG34 is known as a transporter of monolignols and secretion of defence compounds by roots [50,81]. *LesaABCG34* up-regulation in MyA-treated cress seeds was unique for MyA and not observed for MyB, MyD and angelicin (Figure 5B). In *A. thaliana* seedlings, *AtABCG34* was also up-regulated in shoots upon *trans*-chalcone treatment [19], but not by any of the other compounds investigated (Table 4). 

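ABCG14a, whose protein loads cytokinin into the xylem, was higher in MyA seed at 18 h than in control seed at 12 h (log2 fold change 1.92, SE 0.30, edgeR adjusted p = 0.00224), as was the better covered ABCG14b contig (1.86, SE 0.31, edgeR adjusted p = 0.00272). At 12 h ABCG14a was at -0.23 and ABCG14b at -0.06, without a call. ABCG40, the importer of abscisic acid, passed at both times, so within this pair ABCG40 had the earlier call. Under MyA from 12 h to 18 h ABCG14a went from 3.56 ± 1.61 to 16.4 ± 7.42 CPM and ABCG40 from 4.39 ± 3.18 to 4.96 ± 3.22. Both effects are set against the same control 12 h libraries, so these changes also hold 6 h of imbibition.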

Transcripts of *LesaABCG40* (ABA influx carrier, Figure S6), and *LesaABCG14* (Figure S13B) were up-regulated in germinating cress seeds by MyA. ABCG14 is known to control the root-to-shoot translocation of cytokinins [50,82,83]. In *A. thaliana* seedlings, *AtABCG14* was not up-regulated by any of the compounds investigated (Table 4). 

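ABCB14, a malate importer of guard cells, was higher at 18 h (log2 fold change 2.85, SE 0.39, edgeR adjusted p = 0.00114, 5-count filter), as were ABCA7, a lipid transporter of unknown cargo (1.61, SE 0.29, edgeR adjusted p = 0.00404), and ABCG12, which exports cuticular wax (1.48, SE 0.45, edgeR adjusted p = 0.0493, 5-count filter). ABCA7 had already passed at 12 h (1.10, SE 0.28, edgeR adjusted p = 0.0302), while ABCB14 (0.74) and ABCG12 (0.68) had not. ABCA7 loses its 12 h call without control library 1, 2, 3 or 5 or MyA library 1, 4 or 5 (edgeR adjusted p up to 0.0838). For ABCG12 the contig was taken by the ID printed on the study's graph.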

*LesaABCG14/MDR12*, *LesaABCG7*, and *LesaABCG12* were higher expressed upon MyA treatment during the late phase of germination (Figure S13B). ABCG12 is known as a transporter of cutin and cuticular wax monomers and ABCB14/MDR12 as a malate transporter [81]. ABCB14/MDR12 was also suggested to function as a facultative auxin transporter but lacks the required conserved D/E-P motif [84].

Amino acid transporters are the main mediators of nitrogen distribution into developing seeds and between tissues during germination [85,86,87]. In agreement with the importance of amino acid transport in germinating *L. sativum* seeds, transcripts of several UMAMIT-type amino acid transporter genes were regulated by MyA (Figure S14A). While transcript levels of *LesaUMAMIT30* and several other *LesaUMAMIT* genes, *LesaGDU7*, and the γ-aminobutyric acid (GABA) transporter *LesaGAT1* were elevated upon MyA treatment during late seed germination, those of *LesaUMAMIT25* and *LesaUMAMIT12* were reduced (Figure 5A and Figure S14A). 

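Amino acid transporters changed in both directions. UMAMIT30a, an amino acid exporter, was higher than control at 12 h (log2 fold change 1.30, SE 0.25, edgeR adjusted p = 0.0125) and 18 h (2.42, SE 0.24, edgeR adjusted p = 0.000194), and at 18 h UMAMIT10 (2.37, SE 0.22, edgeR adjusted p = 0.000158), UMAMIT34 (3.16, SE 0.54, edgeR adjusted p = 0.00389), UMAMIT33 (1.76, SE 0.49, edgeR adjusted p = 0.0347) and GDU7, a regulator of glutamine export (2.77, SE 0.39, edgeR adjusted p = 0.00146), were higher, all under the 5-count filter. GAT1, the carrier of gamma-aminobutyric acid, missed (1.03, SE 0.33, edgeR adjusted p = 0.0574). UMAMIT25 was lower than control at 12 h (-1.05, SE 0.16, edgeR adjusted p = 0.0147) and was not called at 18 h (-0.43), and UMAMIT12 lay just inside 2-fold at 12 h (-0.99, SE 0.28, edgeR adjusted p = 0.0414, 5-count filter). The call of UMAMIT25 ends without control library 2 or 5 or MyA library 1 or 2 (edgeR adjusted p up to 0.051). For UMAMIT33 and GAT1 the contig was taken by the ID printed on the study's graph.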

Similar to MyA, *LesaUMAMIT25* was also down-regulated by MyB, MyD and angelicin (Figure 5B). Among the ion transporters up-regulated by MyA in germinating *L. sativum* seeds were the mainly CAP-expressed oligopeptide transporter *LesaOPT3* (Figure 5B and Figure S14B), several heavy metal-associated isoprenylated plant proteins including *LesaHIPP6*, and phosphate transporters including *LesaPHT1;4* (Figure S14B). 

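OPT3, which loads iron and copper into the phloem, was higher at 12 h, at 1.71 ± 0.799 CPM in control and 4.93 ± 2 CPM with MyA (log2 fold change 1.54, SE 0.37, edgeR adjusted p = 0.0207) and was higher again at 18 h, at 23.8 times the control 12 h mean (4.54, SE 0.33, edgeR adjusted p = 6.18e-05). The phosphate importer PHT1;4 was higher at 18 h (1.98, SE 0.34, edgeR adjusted p = 0.0034). HIPP6, a metal-binding protein, did not pass at 18 h (1.15, SE 0.55, edgeR adjusted p = 0.126) or at 12 h (0.80). OPT3 loses its 12 h call without control library 2, 3, 4 or 5 or MyA library 1 (edgeR adjusted p up to 0.0596), and its 18 h call holds without each library. For HIPP6 the contig was taken by the ID printed on the study's graph.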

OPT3 is known as an important component of the seedling iron-signalling network, and plays a critical role in seed iron transport, homeostasis and nutrition [88]. HIPPs are involved in heavy metal homeostasis, detoxification mechanisms and stress responses [88]. In contrast to these up-regulated cation transporters, the expression of many other cation transporters was down-regulated by MyA during the late phase of cress seed germination (Figure 4). Among them were the cation/proton exchanger *LesaCAX6* (Figure 5C), the RAD-expressed vacuolar iron transporter *LesaVIT*, and the CAP-expressed potassium uptake permease *LesaKUP9* (Figure S14B), and several others (Data S2). Several of these cation transporters are known to be involved in ROS signalling and abiotic stress responses, as well as ion, osmotic and root auxin homeostasis [78,88,89].

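CAX6, a vacuolar exchanger of cations for protons, was lower in MyA seed at 18 h than in control seed at 12 h (log2 fold change -1.32, SE 0.26, edgeR adjusted p = 0.00589), as were VIT, which stores iron in the vacuole (-1.08, SE 0.23, edgeR adjusted p = 0.0107, 5-count filter), both contigs of the potassium carrier KUP9 (-1.53, SE 0.23, edgeR adjusted p = 0.00161 and -1.23, SE 0.26, edgeR adjusted p = 0.00763) and the sodium and potassium exchanger NHX2 (-1.57, SE 0.27, edgeR adjusted p = 0.00293). At 12 h none passed, with -0.54 for CAX6, -0.56 for VIT, -0.03 and -0.19 for KUP9 and -0.11 for NHX2. In control seed CAX6 did not change from 6 h to 12 h (-0.11, SE 0.26, edgeR adjusted p = 0.744). Over that interval mean control levels went from 13.8 to 2.59 CPM for NHX2 and from 2.29 to 2 CPM for VIT. For the KUP9 contigs they went from 4.63 to 2.66 and from 9.8 to 6.77 CPM. No control covers the 6 h that follow, so imbibition time and MyA are not separated at 18 h. For CAX6, VIT, KUP9 and NHX2 the contig was taken by the ID printed on the study's graph.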

Transcripts of aquaporins, tonoplast intrinsic proteins (TIP) and plasma membrane intrinsic proteins (PIP) were up-regulated (*LesaTIP1;2*, *LesaPIP2;8*, *LesaPIP2;6*, *LesaPIP2;2*, *LesaPIP1;3*) or down-regulated (*LesaTIP3;1*) in germinating cress seeds (Figure 5C and Figure S14C). 

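Aquaporins changed with imbibition in control seed. From 6 h to 12 h the plasma membrane water channels PIP2;8 (log2 fold change 4.12, SE 0.33, edgeR adjusted p = 9.94e-07), PIP1;3 (3.19, SE 0.16, edgeR adjusted p = 6.56e-08) and PIP2;6 (1.79, SE 0.44, edgeR adjusted p = 0.00407, 5-count filter) rose. PIP2;2 (-0.56, SE 0.35, edgeR adjusted p = 0.218), measured under the 5-count filter, did not pass. TIP3;1, the seed form of the storage vacuoles, fell from dry seed to 6 h (-2.60, SE 0.39, edgeR adjusted p = 7.95e-05) and from 6 h to 12 h (-2.49, SE 0.41, edgeR adjusted p = 0.000203). The median of all contigs shifts with the scaling in these intervals: in the second it is 0.08 under TMM and -0.47 when the RT-qPCR reference contigs set the scale. For PIP2;8, PIP1;3 and PIP2;2 the contig was taken by the ID printed on the study's graph.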

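In MyA seed at 18 h the plasma membrane aquaporins PIP2;8 (log2 fold change 1.73, SE 0.25, edgeR adjusted p = 0.00143), PIP2;6 (2.13, SE 0.35, edgeR adjusted p = 0.00304, 5-count filter) and PIP1;3 (1.12, SE 0.14, edgeR adjusted p = 0.000918) were higher than in control seed at 12 h. PIP2;2 missed (1.14, SE 0.39, edgeR adjusted p = 0.0723, 5-count filter). TIP3;1, the aquaporin of storage vacuoles, stood at 1.5 ± 0.684 CPM in control and 4.03 ± 2.36 CPM in MyA seed at 12 h and did not pass (1.45, SE 0.45, edgeR adjusted p = 0.0834). The call of PIP1;3 ends when the RT-qPCR reference contigs set the scale. PIP2;8, PIP2;6 and PIP1;3 also rise with imbibition alone, so age and MyA are not separated at 18 h. For PIP2;8, PIP1;3 and PIP2;2 the contig was taken by the ID printed on the study's graph.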

MyA-treatment enhanced the up-regulation for all these PIPs during the late phase of germination (Figure 4) and for the very abundant *LesaTIP1;2* (Figure 5C), while it retarded the down-regulation of *LesaTIP3;1* (Figure 5C). Aquaporins assist with water relations which are especially important during seed germination and in responses to abiotic stresses [90,91]. TIPs and PIPs transport water across membranes and may also transport other substances. An example for this is AtTIP1;2 which also transports H_2_O_2_ and is therefore involved in ROS homeostasis. The MyA-enhanced up-regulation of *LesaTIP1;2* in RAD and CAP (Figure 5C and Figure S14C) supports the conclusion that redox and ROS signalling are important for the MyA response. The down-regulation of *LesaTIP1;3* (Figure 5C) in the non-dormant *L. sativum* seeds is in agreement with the finding that ABA contents (Figure 2A) and *LesaABI3* expression (Figure S10F) declined during seed germination. In *A. thaliana* seeds, ABA signalling is known to activate *AtTIP1;3* expression via ABI3 TF activity and this contributes to seed dormancy [92]. The accumulation of aquaporins in their function as water channels supports our earlier finding that MyA enhances water uptake into cress seeds [38]. In this publication, we proposed that MyA is a soil seed bank-destroying allelochemical that secures the persistence of M. gale in its flood-prone environment. The transcriptome results are in support of this hypothesis and that MyA targets several aspects of seed germination and subsequent seedling growth. The genes which were regulated by MyA during the late germination phase are important for early seedling growth.

### 2.7. MyA Interferes with the Expression of Auxin Transport and Signalling in Germinating Seeds

Auxin biosynthesis, signalling and transport are tightly regulated to control plant development and environmental responses. This is also the case for the control of seed germination during which indole-3-acetic acid (IAA) biosynthesis is up-regulated in the embryo’s radicle, as has been shown for *L. sativum* [40,93] and *A. thaliana* [94,95]. Precise auxin distribution patterns and polar transport are achieved by members of different auxin transporter families, including for auxin transport between cells, PIN efflux carriers, AUX1/LAX influx carriers, different classes of ABC transporters, and intracellular auxin transport, PILS auxin carrier and the WAT1/UMAMIT5 protein [81,83,96,97,98]. 

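PIN7, an auxin exporter of the plasma membrane, stood at 2.25 ± 0.32 CPM in control seed at 12 h, 1.17 ± 0.433 in MyA seed at 12 h and 1.41 ± 0.358 in MyA seed at 18 h. The 12 h difference passed the significance threshold and lay just inside 2-fold (log2 fold change -0.96, SE 0.25, edgeR adjusted p = 0.0288), with 4 of 5 MyA libraries below every control. At 18 h the difference was -0.67, SE 0.22, edgeR adjusted p = 0.0671, and at 6 h -0.15 (edgeR adjusted p = 0.958). The contig lies below 5 CPM, so the values come from the 5-count filter. The paper's RT-qPCR put PIN7 below control 12 h in MyA seed at 12 h and at 18 h.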

Figure 6A shows that MyA treatment of germinating *L. sativum* seeds reduced the accumulation of *LesaPIN7* transcripts. In contrast to this, the expression of *LesaAUX1*, *LesaPIN1a*, *LesaPIN1b* and *LesaPIN2*, were only weakly reduced by MyA, and other *PIN* genes were not affected (Figure 6A and Figure S15A). 

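The auxin importer AUX1 and the exporters PIN1a, PIN1b and PIN2 did not pass at 12 h (log2 fold change -0.32, SE 0.15, edgeR adjusted p = 0.377 for AUX1; -0.17, -0.24 and, for the contigs of PIN2, -0.21 and -0.17). At 18 h PIN1a (-0.48, SE 0.10, edgeR adjusted p = 0.00859) and PIN1b (-0.36, SE 0.11, edgeR adjusted p = 0.0332) were lower by less than 2-fold, and AUX1 (-0.35, SE 0.13, edgeR adjusted p = 0.0704) and the PIN2 contigs (-0.40 and -0.39) were not past either threshold. Of the other exporters PIN3a was higher at 18 h by less than 2-fold (0.61, SE 0.12, edgeR adjusted p = 0.0067), and PIN3b (0.03), PIN4 (0.32) and PIN6 (-0.26) were not called. All of these proteins carry auxin across the plasma membrane, PIN6 also at the endoplasmic reticulum. For AUX1, PIN1a, PIN1b, PIN2, PIN3a, PIN3b, PIN4 and PIN6 the contig was taken by the ID printed on the study's graph.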

PINs function as IAA efflux carriers with a coordinated cell-specific asymmetric (polar) subcellular localisation [96].

To test if MyA affects PIN-mediated IAA transport, we treated germinating cress seeds with the IAA transport inhibitor 2,3,5-triiodobenzoic acid (TIBA) [99]. TIBA inhibited endosperm rupture (ER) in a dose-dependent manner without appreciably affecting testa rupture (TR), similarly as was observed for MyA (Figure 7A,I). This delay in ER timing caused by TIBA was not restored by the exogenous application of GA (Figure 7H). Treatment of germinating seeds with IAA showed a dose-dependent response: Low IAA concentrations (1–100 nM) slightly promoted ER (Figure 7C) while high IAA concentrations (1–100 µM) delayed ER (Figure 7F). The delay in ER by a high (100 µM) IAA concentration was partly rescued by simultaneous GA treatment (Figure 7D). When TIBA was combined with an inhibitory high (10 µM) IAA concentration, their combined inhibitory effect was additive, and ER was more severely delayed than that with either TIBA or IAA alone (Figure 7E). Interestingly, when TIBA was combined with a low (10 nM) IAA concentration, the kinetics of ER was the same as the control (Figure 7B). Application of a low IAA concentration therefore fully reverted the inhibitory effect of TIBA on cress seed germination. Application of IAA in a low concentration did however not revert the inhibitory effect of MyA on cress seed germination, but a slight promotion was observed (Figure 7A). Taken together, this suggested that the delay in ER by MyA was in part caused by local IAA deficiency and perturbed IAA distribution in the RAD and/or CAP tissues of germinating seeds.

Further to this, treatment of germinating *L. sativum* seeds with the TIR1 IAA-receptor antagonist auxinole [100] also caused a delay in ER without appreciably affecting TR (Figure 7G). In contrast to this, treatment with inhibitors of auxin biosynthesis had no effect (Figure 7G). Different combinations of TIR1 and AUX/IAA proteins are known to form co-receptor complexes with a wide range of auxin-binding activities. AUX/IAA repressor accumulation is known to down-regulate *ABI3* transcription and this auxin-ABA signalling promotes seed germination [95,101,102]. Transcript levels of *LesaABI3* and *LesaABI5* declined during the late phase of cress seed germination and this decline is further enhanced by MyA (Figure S10F). 

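Set against control seed at 12 h, MyA seed at 18 h had less ABI5 (log2 fold change -1.94, SE 0.24, edgeR adjusted p = 0.000778; 0.42 ± 0.0578 CPM) and less ABI3 (-1.13, SE 0.28, edgeR adjusted p = 0.0156), with 4 of 4 and 4 of 4 MyA libraries below every control. The MyA seeds were imbibed 6 h longer. Any further decline of both abscisic acid signalling factors with age and a MyA effect therefore fall together in this comparison. Under MyA alone, from 12 h to 18 h, ABI5 moved by -1.98, SE 0.29, edgeR adjusted p = 0.00409 and ABI3 by -0.65, SE 0.23, edgeR adjusted p = 0.1. The 18 h call of ABI3 ends without control library 2 (log2 change inside 2-fold) or MyA 18 h library 1. For ABI5 and ABI3 the contig was taken by the ID printed on the study's graph.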

In agreement with this and the role of auxin signalling via AUX/IAA proteins in the MyA-mediated inhibition of cress ER, transcript accumulation of *LesaAXR3/IAA17* and *LesaSHY2/IAA3* was enhanced by MyA treatment (Figure 6B). 

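The Aux/IAA repressors IAA17 (AXR3) and IAA3 (SHY2), which block auxin response factors until auxin triggers their breakdown, were higher in MyA seed at 18 h than in control seed at 12 h: IAA17 at 30.4 ± 9.04 against 8.67 ± 1.57 CPM (log2 fold change 1.79, SE 0.20, edgeR adjusted p = 0.000427) and IAA3 at 6.67 ± 2.11 against 1.54 ± 0.568 CPM (2.08, SE 0.29, edgeR adjusted p = 0.00132). At 12 h neither differed from the control of the same age (-0.01 and -0.18). In control seed both rose from 6 h to 12 h (IAA17 by 3.47, SE 0.26, edgeR adjusted p = 5.3e-07 and IAA3 by 2.28, SE 0.38, edgeR adjusted p = 0.000206); no control was sampled at 18 h, so imbibition time and MyA are not separated there. For IAA17 the contig was taken by the ID printed on the study's graph.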

The TF WRKY23 is part of a complex of auxin signalling AUX/IAA repressor proteins and ARF TFs, which is known to control PIN polarity and auxin distribution patterns [64,65,95,96]. It is known that AXR3/IAA17 is a component of this WRKY23-mediated auxin feedback on PIN polarity [64], and that the control root meristem growth via a regulatory circuit converges at SHY2/IAA3 to regulate PIN7 expression [103]. In agreement with a role of this regulatory complex in reducing *LesaPIN7* expression, MyA-treatment of germinating cress seeds enhanced the up-regulation of *LesaWRKY23*, *LesaAXR3/IAA17* and *LesaSHY2/IAA3* (Figure 6B), and inhibited the expression of *LesaARF11* (Figure 6B), *LesaARF1* and *LesaARF18* (Figure S16). 

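WRKY23, a transcription factor upstream of PIN expression, stood at 0.938 ± 0.256 CPM in control 12 h, 2.83 ± 2.08 in MyA 12 h and 2.77 ± 1.53 in MyA 18 h seed, with 4 of 5 MyA 12 h libraries above every control. The auxin response factor ARF11 was lower with MyA but did not pass at 12 h (log2 fold change -1.71, SE 0.54, edgeR adjusted p = 0.0719) or 18 h (-1.35, SE 0.58, edgeR adjusted p = 0.131); WRKY23 and ARF11 were tested under the 5-count filter. ARF1 (-1.01, SE 0.18, edgeR adjusted p = 0.00386) and ARF18 (-1.03, SE 0.12, edgeR adjusted p = 5e-04), which also bind auxin response elements, were lower at 18 h than in control 12 h, at close to 2-fold. ARF1 loses its call without control library 2 or 5 or MyA 18 h library 1 or 2, and ARF18 without control library 5 or MyA 18 h library 1 or 3, since the change then falls inside 2-fold. For ARF1 and ARF18 the contig was taken by the ID printed on the study's graph.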

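The small auxin-up RNAs SAUR27 (log2 fold change 1.15, SE 0.22, edgeR adjusted p = 0.00524) and SAUR52 (1.75, SE 0.28, edgeR adjusted p = 0.00226), which promote cell expansion, and the kinase NDPK2, a partner of phytochrome and auxin signalling (1.32, SE 0.23, edgeR adjusted p = 0.00429, 5-count filter), were higher in MyA seed at 18 h than in control seed at 12 h. At 12 h the log2 fold changes were 0.05, 0.05 and 0.81, without a call. In control seed SAUR27 (3.43, SE 0.28, edgeR adjusted p = 1.18e-06) and SAUR52 (1.19, SE 0.34, edgeR adjusted p = 0.00868) rose from 6 h to 12 h as well. For SAUR27, SAUR52 and NDPK2 the contig was taken by the ID printed on the study's graph.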

The expression of auxin-responsive SAUR genes and the nucleoside diphosphate kinase NDPK2, known for its involvement in auxin-mediated responses, were enhanced by MyA (Figure S16). The reduction in *LesaARF11* expression by MyA in germinating cress seeds was not observed with MyB, MyD or angelicin (Figure 6B). In contrast to this, the reduction in *LesaPIN7* expression by MyA was also observed for MyB, MyD and angelicin (Figure 6A). We propose that MyA-altered auxin signalling via TIR1-AUX/IAA and WRKY23 interaction are involved in the localised perturbation of the IAA distribution in *L. sativum* seeds and that this has the expression and/or polarity of auxin transporters as a target. A major target of MyA is the IAA transporter LesaPIN7, but MyA also affects the expression of other auxin transporters.

In addition to the PIN efflux carriers, IAA transport and tissue-specific distribution are mediated by facultative IAA importers/exporters for which the transport directionality depends on the IAA concentration, examples of this are ABC transporter of the ABCB class [81,83,84]. 

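ABCB4, an auxin carrier of the root, was higher with MyA at 12 h, at 6.68 ± 0.487 CPM in control and 24.8 ± 16.5 CPM with MyA (log2 fold change 1.91, SE 0.36, edgeR adjusted p = 0.0147) and stood at 32.7 ± 13 CPM at 18 h (2.28, SE 0.24, edgeR adjusted p = 0.000361). ABCB11, a related carrier, passed narrowly at 12 h (1.07, SE 0.30, edgeR adjusted p = 0.0466) and lay inside 2-fold at 18 h (0.92, SE 0.19, edgeR adjusted p = 0.00746). PIN7, the exporter, was lower at 12 h and not called. Other ABCB contigs with auxin as cargo were not called at 12 h, with -0.36 for ABCB1, -0.32 for ABCB19 and 0.14 for ABCB21. ABCB11 loses its call without any control library or MyA library 1 or 5 (edgeR adjusted p up to 0.127), and ABCB4 at 12 h without control library 2 or 5 (0.051 without library 5). For ABCB1, ABCB19 and ABCB21 the contig was taken by the ID printed on the study's graph.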

While MyA inhibited *LesaPIN7* transcript accumulation in germinating cress seeds, it enhanced the up-regulation of mainly CAP-expressed *LesaABCB4* (Figure 6A and Figure S15D) and *LesaABCB11* transcripts (Figure S15C). ABCB4 is an IAA efflux transporter in *A. thaliana* seedling roots with reported IAA uptake activity at low IAA concentrations [104,105,106]. ABCB4 is known to stably associate with the plasma membrane and exhibits intracellular trafficking distinct from that of PIN proteins. The low (nanomolar) IAA concentrations required to induce efflux activity of ABCB4 suggest that the protein functions primarily as an efflux transporter in the root apex. 

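WAT1 (UMAMIT5), which exports auxin from the vacuole, was unchanged at 12 h (log2 fold change -0.22, SE 0.42, edgeR adjusted p = 0.867) and higher in MyA seed at 18 h (2.17, SE 0.29, edgeR adjusted p = 0.00099), at 8.32 ± 1.31 against 1.81 ± 0.715 CPM in control 12 h, with 4 of 4 MyA libraries above every control. From 12 h to 18 h under MyA it moved by 2.43, SE 0.38, edgeR adjusted p = 0.00513, and from 6 h to 12 h in control seed by 2.05, SE 0.38, edgeR adjusted p = 0.00046. Whole-seed libraries give no value for the radicle.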

MyA treatment also enhanced the expression of *LesaWAT1/UMAMIT5* in the RAD late during seed germination (Figure 6A and Figure S15D). WAT1 is a tonoplast-localised protein that functions as a vacuolar IAA transport facilitator required for auxin homeostasis [98]. PIN, ABCB4 and WAT1 are IAA-specific and do not transport IBA, but in contrast to these, ABCG37 is an IBA-specific transporter and does not transport IAA [83,107,108]. ABCG37 acts as a plasma membrane located IBA exporter and this IBA transport is not blocked by TIBA. *LesaABCG37a* and *LesaABCG37b* transcripts accumulated upon MyA treatment during the early and late phase of cress seed germination (Figure 6A and Figure S15C). In contrast to MyA which enhanced *LesaABCG37* expression in germinating cress seeds, it was not induced by MyB, MyD or angelicin (Figure 6A). 

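Both contigs of ABCG37, which exports the auxin precursor indole-3-butyric acid and coumarins, were higher with MyA at 12 h: ABCG37a stood at 0.702 ± 0.103 CPM in control and 4.1 ± 1.63 CPM with MyA (log2 fold change 2.56, SE 0.29, edgeR adjusted p = 0.00691) and ABCG37b at 5.45 ± 0.544 and 17.5 ± 5.46 CPM (1.71, SE 0.18, edgeR adjusted p = 0.00545). They stayed higher at 18 h (2.69, SE 0.24, edgeR adjusted p = 0.000176 and 1.89, SE 0.16, edgeR adjusted p = 0.000128). At 6 h neither passed (0.76, SE 0.29, edgeR adjusted p = 0.717 and 0.32, SE 0.24, edgeR adjusted p = 0.785). All 5 MyA 12 h libraries lay above every control for both contigs, and both calls at 12 h and 18 h hold without each library in turn.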

Taken together, it seems likely from the transcriptome responses that interference with auxin signalling and transport are major targets of MyA for inhibiting ER during seed germination.

### 2.8. Conserved and Chemical-Specific Detoxification Response and Interference with Auxin Transport

We conclude from the transcriptome analysis that a typical detoxification programme [2,9,10] was triggered by MyA in germinating *L. sativum* seeds. This type of response requires compound sensing and signalling, which is typically followed by the phased induction of detoxification enzymes and transporters (Figure 4 and Figure 5), and in the case of MyA, also by interference with auxin transport and signalling (Figure 6 and Figure 7). On the one hand, MyA induced similar groups of detoxification genes when compared with other phytotoxic compounds, including various allelochemicals and xenobiotics (Table 2, Table 3 and Table 4). On the other hand, there are striking differences within each group in which specific genes were induced by the different compounds (Figure 1, Figures S1 and S2). The comparative transcriptome analysis conducted here (Table 2, Table 3 and Table 4) includes imbibed seeds treated with the germination-inhibiting phytotoxins MyA, angelicin [this work], MTX and DNP [31], *A. thaliana* seedlings or seedling roots treated with the allelochemicals *trans*-chalcone [19], NCS [20], citral [18], and BOA [4], as well as with PPA_1_ [48] or (root cultures) the herbicide safeners fenclorim and CMPP [13]. Among the detoxification genes up-regulated by MyA, the enzymes GSTU25, GSTU22, GSTU1, CYP81D8, UGT75B1, UGT73B2 and UGT73B5 constitute a more general response as they were up-regulated by most of the allelochemicals and xenobiotics (Table 4). None of these genes were, however, up-regulated by all compounds; GSTU25 was, for example, not up-regulated by citral (Table 4) and angelicin (Figure 5A), and GSTU22 and GSTU1 were down-regulated in citral-treated roots (Table 4). GSTU19, CYP710A1 and UGT74E2 are examples of detoxification enzymes up-regulated by some of the compounds only (Table 2 and Table 4). CYP81D4 and PER13 are examples of MyA-specific up-regulation as they were not affected by any of the other compounds (Figure 5, Table 4). PER45 expression was up-regulated in seeds by MyA and angelicin (Figure S7, Table 2), but down-regulated in seedlings and seeds by almost all other compounds (Table 4).

Further examples demonstrating diversity in responses include transporters and redox homeostasis: With the exception of DHAR2, which was up-regulated by most compounds, the antioxidant system components were up-regulated by MyA but not regulated or even down-regulated by other phytotoxins (Table 4). This pattern also became evident for many UMAMIT and aquaporin transporter genes which were up-regulated by MyA, but down-regulated or not regulated by most of the other phytotoxins (Table 4). The MATE transporter DTX14 was up-regulated by several of the compounds, while other MATE transporters revealed mixed response patterns (Table 4). In contrast to the other phytotoxins, the response of roots to citral treatment was down-regulation for most of the selected enzyme and transporter groups [109]. Citral, therefore, acts by inhibiting gene transcription and has multi-molecular target sites. Altering the water status appears to be a common target of MyA [38] and citral [109], but the interference seems to be achieved differently. MyA enhanced the up-regulation of aquaporins in cress seeds while citral down-regulated aquaporin expression (Table 4). The general conclusion from these examples is that there is a mixture of more general and more specific response patterns for the different phytotoxins.

When the entire list of 959 MyA up-regulated transcript contigs in germinating cress seeds (Data S2) was compared with the lists of genes up-regulated in seedlings by the four allelochemicals *trans*-chalcone [19], NCS [20], citral [18], and BOA [4], a core set of 12 common allelochemical responsive genes were identified. These were *GSTU25*, *GSTU1*, *CYP81D8*, *UGT75B1*, *UGT73B2*, *UGT73B5*, *OPR1/2*, α/β-hydrolase (AT4G24160), *PMAT1*, *SAT1*, *tolB* and *NAC102* (Table 4, Figure S17). Of these, PMAT1 is a malonyltransferase important in phenolic-xenobiotic metabolism [110], SAT1 is a component of OPDA-related redox homeostasis and oxylipin signalling [111], the α/β-hydrolase (AT4G24160) plays a role in maintaining lipid homeostasis [112], and tolB is also up-regulated in TNT-treated seedlings [8]. In contrast to α/β-hydrolase (AT4G24160), which was up-regulated by all phytotoxins, up-regulation of the α/β-hydrolase BDG1 was MyA-specific (Figure S17B, Table 4). 

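Of the 12 core genes, those measured here as MyA-responsive at 12 h are GSTU25, GSTU1, UGT73B5, OPR1/2, SAT1, TOLB, NAC102 and the hydrolase AT4G24160. SAT1, a serine acetyltransferase of cysteine synthesis, was higher than control in both contigs (log2 fold change 2.25, SE 0.31, edgeR adjusted p = 0.0147 and 2.20, SE 0.35, edgeR adjusted p = 0.0147), as were the tolB-related contigs TOLBa (3.87, SE 0.63, edgeR adjusted p = 0.0147) and TOLBb (2.23, SE 0.54, edgeR adjusted p = 0.0226) and the low-oxygen factor NAC102b (1.50, SE 0.27, edgeR adjusted p = 0.0147). PMAT1, a malonyltransferase of phenolic glucosides tested under the 5-count filter, did not pass at 12 h (1.00, SE 0.35, edgeR adjusted p = 0.112) or 18 h (1.39, SE 0.46, edgeR adjusted p = 0.0669), nor did the glucosyltransferase UGT75B1; UGT73B2 had 0.31, SE 0.09, edgeR adjusted p = 0.0613 at 12 h. CYP81D8 passed at 18 h alone. Of these, GSTU1, GSTU25b, UGT73B5a and UGT73B5c keep their 12 h call without each library. OPR1/2a, OPR1/2b, GSTU25a, UGT73B5b, SAT1b, TOLBa, NAC102a and NAC102b lose it without control library 2 or 5, and SAT1a without library 5 (edgeR adjusted p = 0.051). TOLBb loses it in 6 of 10 fits, those without each control library and without MyA library 3 (edgeR adjusted p up to 0.0695). The other compounds were not measured in these libraries. For PMAT1 the contig was taken by the ID printed on the study's graph.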

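The alpha/beta-hydrolase AT4G24160, a lysophosphatidic acid acyltransferase and lipase, was higher with MyA at 12 h (log2 fold change 1.05, SE 0.30, edgeR adjusted p = 0.0438, 5-count filter) and at 18 h had 0.65, SE 0.32, edgeR adjusted p = 0.174. Its 12 h call lies close to both thresholds and was not refitted without each library. BDG1, an alpha/beta-hydrolase that builds the cuticle, was higher at 18 h in both contigs (1.72, SE 0.26, edgeR adjusted p = 0.00174 for BDG1a; 1.52, SE 0.23, edgeR adjusted p = 0.00229 for BDG1b, 5-count filter). At 12 h BDG1a was at 0.07 (edgeR adjusted p = 0.954). In control seed mean levels went from 0.168 CPM at 6 h to 2.81 CPM at 12 h for BDG1a. Those of BDG1b went from 0.0718 to 0.944 CPM. Imbibition time and MyA are therefore not separated for BDG1 at 18 h. Only MyA was applied to the sequenced seeds. For BDG1a and BDG1b the contig was taken by the ID printed on the study's graph.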

BDG1 is involved in cutin production required for the endosperm-associated cuticle in seeds [113]. OPR1/2 (Figure 2) and several other oxidoreductases were also up-regulated by MyA and most of the allelochemicals, while the SDR2 and SDR5 oxidoreductases were MyA-specific (Figure S17A, Table 4). 

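The largest response of any named contig is that of the FAD/NAD(P) oxidoreductase AT3G44190, related to mitochondrial apoptosis-inducing factors. It had 11 counts in all over the 5 control 12 h libraries, 1001 over the 5 MyA 12 h and 3074 over the 4 MyA 18 h libraries (log2 fold change 6.36, SE 0.77, edgeR adjusted p = 0.00826; 8.41, SE 0.41, edgeR adjusted p = 7.58e-06). The paper's RT-qPCR ratios for AT3G44190 are much smaller than these folds at both times. The reductase-like AT4G13180 was also higher at 18 h (5.42, SE 0.31, edgeR adjusted p = 7.35e-06, 5-count filter). The short-chain dehydrogenases SDR2 and SDR5, which oxidise or reduce alcohols and ketones, were higher at 18 h (1.69, SE 0.13, edgeR adjusted p = 8.42e-05 for SDR2; 3.89, SE 0.26, edgeR adjusted p = 1.76e-05 for SDR5, 5-count filter). SDR2 was higher than control already at 12 h (1.04, SE 0.15, edgeR adjusted p = 0.0147), and the monooxygenase-like AT5G64250 with it (2.08, SE 0.24, edgeR adjusted p = 0.00691). SDR2 loses its 12 h call without control library 2 or 5 or MyA library 1 or 5 (edgeR adjusted p up to 0.051), while AT3G44190 and AT5G64250 keep theirs without each library. SDR5 had 16 and 21 counts at 12 h, too few for a fold.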

NAC102 was the only TF on the core list of 12 genes and is known to be a pivotal upstream component of other TFs in stress responses, including the detoxification programme and seed germination responses to flooding [56,62,63].

The ABA import carrier ABCG40 and the ACC transporter LHT1 were among those hormone transporters consistently up-regulated and down-regulated, respectively, by MyA and many of the other compounds (Table 2 and Table 4). The picture was far more diverse for the various auxin transporters for which both the expression patterns and polar localisation control tissue-specific auxin homeostasis and distribution [21,83,95,96,99]. The allelochemical NCS inhibits seed germination and seedling growth, and interference with seedling root auxin transport has been demonstrated to be one of its major mechanisms [6,20,29,30]. NCS modulated polar auxin transport in roots by interfering with subcellular trafficking and localisation of the AUX1, PIN2, PIN3, PIN4, and PIN7 proteins. While the expression of PIN1, PIN3 and PIN7 was down-regulated in seedling roots by NCS, and the expression of AUX1, PIN2 and PILS3 was up-regulated (Table 3). NCS also down-regulated the expression of the IAA transporters WAT1 and ABCB19, and up-regulated the expression of the IAA transporters ABCB4, ABCB11and ABCB21, and the IBA transporter ABCG36 which is closely related to ABCG37 (Table 3). Cao et al. [20] concluded that perturbation of auxin homeostasis by NCS was further affected by up-regulation of the IBA-conjugating UGT74E2, which was also observed upon MyA treatment (Table 2 and Table 4). The inhibition of root growth by NCS could however not be reverted by simultaneous IAA treatment [29], also not by a low IAA concentration which showed a partial reversion in the case of MyA (Figure 7A). Hu et al. [29] concluded that NCS acts on the auxin signalling pathway upstream of TIR1 via the degradation of AUX/IAA repressor proteins. Signalling via the TIR1-AUX/IAA pathway also seems to play an important role in auxin homeostasis and transport for MyA and other phytotoxins, but different AUX/IAA were regulated (down in most cases), and in several cases, in addition, ARF and WRKY genes were regulated (Table 3). Therefore, while the involvement of auxin signalling in the responses to different compounds appears to be a common theme, a diversity of TFs and auxin signalling factors seem to contribute to the regulation of auxin homeostasis and transport.

For the auxin transporters, MyA shares with NCS the down-regulation of PIN7 and up-regulation of ABCB4, ABCB11 (IAA transporter) and the IBA transporter ABCG37 (Figure 6C, Table 3). MyA differs in that AUX1 and PIN2 were slightly down-regulated (Figure 6A and Figure S15A) and not up-regulated as for NCS, and that WAT1 was up-regulated by MyA and down-regulated by NCS (Table 3). Among the PIN efflux carriers affected by phytotoxins down-regulation of PIN7 expression seems to be a primary target observed for MyA, NCS, citral, PAA_1_, FEN, and CMPP (Table 3), as well as for farnesene [7], rootin [114], weisiensin B [26], norhamane [28] and angelicin (Table 2). While *PIN7* was down-regulated in all these cases, for *PIN2* either up-regulation (NCS, naringenin, scutellarin, scutellarein, benzoic acid) or down-regulation (citral, farnesene, weisiensin B, norhamane) were reported [7,9,26,28,30,114,115]. For citral down-regulation of 6 *PIN* and 8 other auxin transporter genes was observed, while for trans-chalcone and BOA none of the *PIN* transporter genes were regulated, but *PILS* genes were up-regulated (Table 3). MyA treatment of cress germinating seeds did not affect *PILS* gene expression, but shared with trans-chalcone and BOA the up-regulation of the IBA transporter ABCG37 (Table 3). 

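PILS5, an auxin carrier of the endoplasmic reticulum, did not pass at 12 h (0.24 for its best covered contig) and was higher at 18 h by less than 2-fold (log2 fold change 0.80, SE 0.16, edgeR adjusted p = 0.00555), while PILS3 was not called (0.43 at 12 h and 0.47, SE 0.29, edgeR adjusted p = 0.219 at 18 h). The ABCG37 contigs, which export indole-3-butyric acid, differ from these in size: their means in MyA 12 h seed were 5.83 and 3.21 times the control. With 4 or 5 libraries a group, a PILS change under 2-fold could pass unseen. At 12 h edgeR gave an adjusted p below 0.05 to 77.8% of simulated 2-fold changes, with the 2-fold threshold not applied. For PILS5 and PILS3 the contig was taken by the ID printed on the study's graph.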

We conclude from these comparisons that all investigated compounds may interfere with auxin signalling and transporter gene expression potentially leading to altered localised auxin homeostasis and distribution. Which of the multi-molecular targets among the large and diverse group of auxin transporters differs is used to achieve this differs among the various compounds. The natural phytotoxin MyA achieves this by combining down-regulation of the *PIN7* gene, a widespread target, with up-regulation of *WAT1*, *ABCG37* and several *ABCB* genes, which are less widespread targets. 

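Among auxin transport genes, those past the thresholds with MyA are all higher: ABCG37a, ABCG37b, ABCB4 and ABCB11 at 12 h, and WAT1 with the first 3 at 18 h. PIN7 was lower at 12 h (-0.96, SE 0.25) by just less than the 2-fold threshold and at 18 h by -0.67 (SE 0.22), without a call. These carriers move auxin or its precursor across the plasma membrane, and WAT1 moves it out of the vacuole. ABCB15, another member of the family, had 0.12, SE 0.09, edgeR adjusted p = 0.627 at 12 h and -0.26, SE 0.08, edgeR adjusted p = 0.0437 at 18 h. The change in MyA effect between 6 h and 12 h passed edgeR's interaction test for none of them (edgeR adjusted p = 0.201 for ABCG37a, 0.197 for ABCG37b, 0.197 for ABCB4 and 0.456 for PIN7). For ABCB15 the contig was taken by the ID printed on the study's graph.

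**Figure D3:**
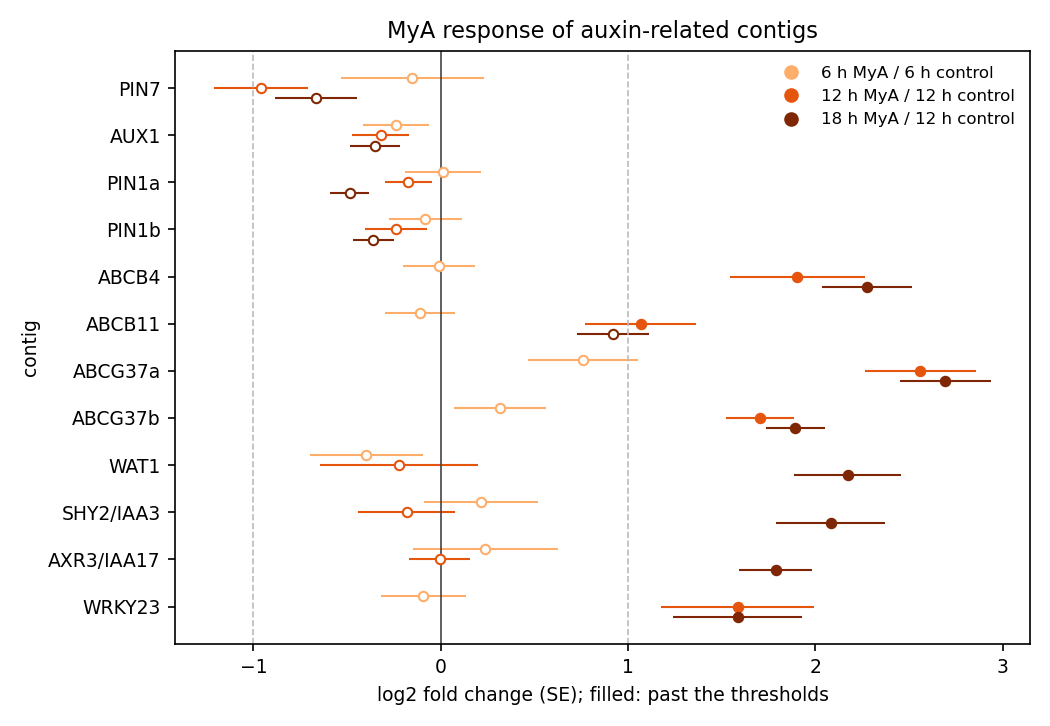
Log2 fold changes with SE of auxin transport and signalling contigs at 6 h, 12 h and 18 h of MyA. PIN7 lies at -0.96 at 12 h, ABCG37a at 2.56, and WAT1 moves from -0.22 at 12 h to 2.17 at 18 h. Filled points pass the thresholds.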

Published [17,37,38] and new [this work] physiological, biochemical and transcriptome results, including the MyA-triggered detoxification response programme, support the conclusion that MyA exerts its phytotoxic activity on germinating seeds and growing seedlings by multiple molecular mechanisms.

## 3. Materials and Methods

### 3.1. Plant Material and Germination Assays

*Lepidium sativum* L. FR14 seeds (“Keimsprossen”, Juliwa) [38] were propagated, and harvested seeds were dried under 15% relative humidity before being stored at −20 °C until used in the experiment. About 30 to 50 seeds were plated in a petri dish (6 cm diameter) onto a filter paper (MN713, Macherey-Nagel, Düren, Germany) moistened with 1 mL of autoclaved deionised water or an aqueous solution of compounds at the indicated concentration, incubated in a growth chamber (MLR-352, Panasonic, Bracknell, UK) set at 20 °C with continuous light (approximately 100 µmol s^−1^ m^−2^). Testa and endosperm rupture was scored over time using a binocular microscope.

### 3.2. Chemicals

Myrigalone A, myrigalone B and myrigalone D, and 2′,4′-dihydroxy-6′-methoxy-3′5′-dimethylchalcone (DMC) were extracted from *Myrica gale* fruits and plants as described [36] by Syngenta’s Jealott’s Hill International Research Centre (Bracknell, UK). Gibberellin A_4+7_ and paclobutrazol were purchased from Duchefa Biochemie (Haarlem, The Netherlands). Phloretin, dihydrochalcone, naringenin, neohesperidin dihydrochalcone, daphnetin, psoralen, angelicin, ferulic acid, acacetin, carbonyl cyanide m-chlorophenyl hydrazone (CCCP), 2,3,5-triiodobenzoic acid (TIBA), indole-3-acetic acid (IAA), aminoethoxyvinylglycine (AVG), L-kynurenine, and hydrogen peroxide solution (30% (*w*/*w*)) were purchased from Sigma-Aldrich (St Louis, MO, USA). 5-(4-Chlorophenyl)-4*H*-1,2,4-triazole-3-thiol (yucasin) was purchased from Carbosynth Ltd. (Compton, Berkshire, UK). 4-(2,4-dimethylphenyl)-2-(1*H*-indol-3-yl)-4-oxobutanoic acid (auxinole) was purchased from Cambridge Bioscience (Cambridge, UK). All the compounds were dissolved in DMSO except for phloretin, dihydrochalcone, naringenin and neohesperidin dihydrochalcone which were dissolved in methanol. Controls were performed with basal solvent (0.1% (*v*/*v*) DMSO or methanol) as appropriate.

### 3.3. Plant Hormone Extraction and Quantification

For endogenous hormone and the related metabolite quantification, 5 replicates of approximately 30 seeds were incubated either with 0.1% (*v*/*v*) DMSO (control) or 0.5 mM MyA for the indicated period at 20 °C in continuous light and sampled. Sampled seeds were ground into fine powder in liquid nitrogen and lyophilised. Extraction and quantification were performed using 10 mg freeze-dried powder as described previously [93,116,117].

### 3.4. Extraction of RNA and RT-qPCR Analysis

Total RNA was extracted from the dry or imbibed seeds (approx. 20 mg dry weight) at the indicated time points using RNAqueous^TM^ columns and RNA isolation aid (Invitrogen, Waltham, MA, USA) as described previously [118] with DNase-I treatment (Qiagen, Manchester, UK) before the LiCl precipitation. The quality of extracted RNA was checked spectrophotometrically and by Bioanalyser analysis using the RNA 6000 nano assay (Agilent, Santa Clara, CA, USA). RNA samples with 260/280 ratios greater than 1.8, 260/230 ratios greater than 2.7, and RIN values greater than 8.0 were used for further analyses. For the RT-qPCR, cDNA was synthesised using Superscript Reverse transcriptase III (Invitrogen, Waltham, MA, USA) from 1 µg of total RNA in a volume of 20 µL according to the manufacturer’s instruction with a mixture of random pentadecamer primers, and qPCR was performed using ABsolute qPCR SYBR Green Mix (Thermo Scientific, Waltham, MA, USA) and a BioRad CFX96 thermal cycler (BioRad, Hercules, CA, USA) as described [119]. Candidate reference genes were tested and selected using geNorm software as described [120]. Primers for each gene were designed using Geneious software (ver. 8.1.9, Geneious, Auckland, New Zealand). Primer sequences for the target and reference genes are listed in Supplemental Table S1. Expression values were calculated using the 2^−ΔCt^ method [119] against the three best reference genes, *PP2A* (similar to At3g25800), *CAC AP2M* (similar to At5g46630) and *Hobbit* (similar to At2g20000).

### 3.5. RNAseq Analysis

Messenger RNA was enriched by polyA isolation using an NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs (NEB), Ipswich, MA, USA). Libraries were prepared using NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit (NEB) and a total of 30 libraries (5 replicates per samples) were sequenced using an Illumina HiSeq X platform (Illumina Inc., San Diego, CA, USA) generating ~26 million 150 bp paired-end reads per sample. Unitigs were assembled in ABySS [121] and collapsed into a single sequence set using CD-HIT-EST at 98% identity. Collapsed unitigs were assembled using MIRA [122], and the assembled contigs and unassembled unitigs were combined for scaffolding in ABySS. Only those transcripts with a minimum length of 200 bp were retained. Reads were mapped to the final assembly using BWA [123], and read counts were analysed using HTseq [124]. The similarity of all the samples was analysed by PCA. Differential expression analysis was performed using edgeR [42] or DESeq2 [43] based on the criteria of a log2 fold change greater than 1 (false discovery rate <0.05) using all the transcripts which had minimally 5 counts per million transcripts for 4 replications. Selected contig sequences were checked and verified using the *Lepidium sativum* genome data v1.1 produced by “Brassicales Map Alignment Project, DOE-JGI, http://bmap.jgi.doe.gov/” (accessed on 1 December 2021).

## Figures and Tables

**Figure 1:**
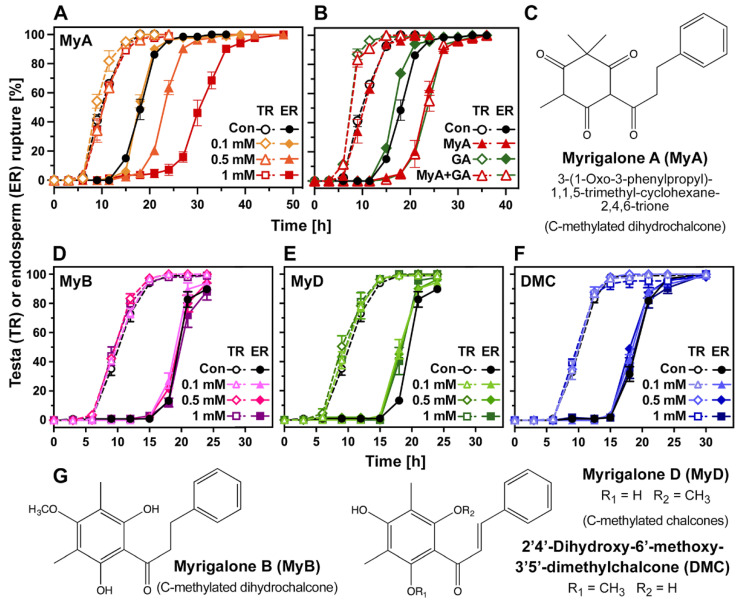
The effects of myrigalone A (MyA) and other dihydrochalcones and chalcones on *Lepidium sativum* seed germination. (**A**) The kinetics of testa rupture (TR) and subsequent endosperm rupture (ER) without (Con, control) or with MyA added at the concentrations indicated. Note that MyA inhibits ER but does not affect the timing of TR. (**B**) The effect of gibberellin (100 µM GA_4+7_) on the inhibitory action of 0.5 mM MyA. (**C**) Chemical structure of the dihydrochalcone MyA. (**D**–**F**) Germination kinetics of cress seeds in the presence of three other myrigalone analoga. (**G**) Chemical structure of the MyB, MyD and DMC. Seeds were incubated at 20 °C in continuous white light. Mean ± SEM values for three replicates, each with ca. 30 seeds, are shown.

**Figure 2:**
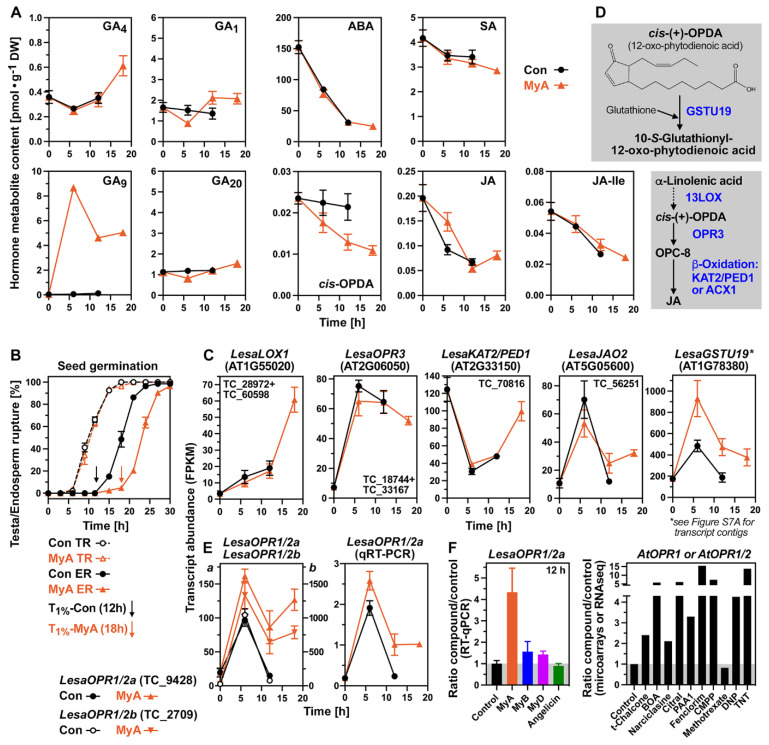
Hormone metabolites and associated gene expression in response to myrigalone A (MyA) treatment during *Lepidium sativum* seed germination. (**A**) Temporal patterns of endogenous hormone metabolites in whole seeds during germination at 20 °C without (Con) or with 0.5 mM MyA added. Bioactive gibberellins (GA_4_ and GA_1_) and their direct precursors (GA_9_ and GA_20_, respectively) are presented (see Figure S4 for other GA metabolites). Other hormones presented are *cis-S*(+)-abscisic acid (ABA), salicylic acid (SA), *cis*-(+)-12-oxophytodienoic acid (OPDA), jasmonic acid (JA) and it’s isoleucine conjugate (JA-Ile). Mean ± SEM values of five biological replicates. (**B**) MyA treatment does not affect the kinetics of testa rupture (TR) but delays the onset of endosperm rupture (ER) of the seed populations, as indicated by the arrows indicating the time when 1% ER was observed (T_1%_). (**C**) Expression patterns of *L. sativum* (*Lesa*) genes involved in OPDA and JA metabolism as affected by the MyA treatment of germinating seeds. The names of *L. sativum* (*Lesa*) genes and the corresponding *A. thaliana* orthologs (AGI in brackets) are provided; see abbreviations for full names of genes. (**D**) Simplified scheme of jasmonate biosynthesis and OPDA conjugation to glutathione by GSTU19. (**E**) *LesaOPR1/2a* and *LesaOPR1/2b* transcript expression patterns. (**F**) Effects of treatments with various compounds on *OPR1/2* transcript expression; see main text for details. Transcript abundances for *L. sativum* are presented as mean ± SEM values based on 4–5 (FPKM) and 3 (qRT-PCR) biological replicates; relevant transcript contigs (TC-IDs) are included for each graph.

**Figure 3:**
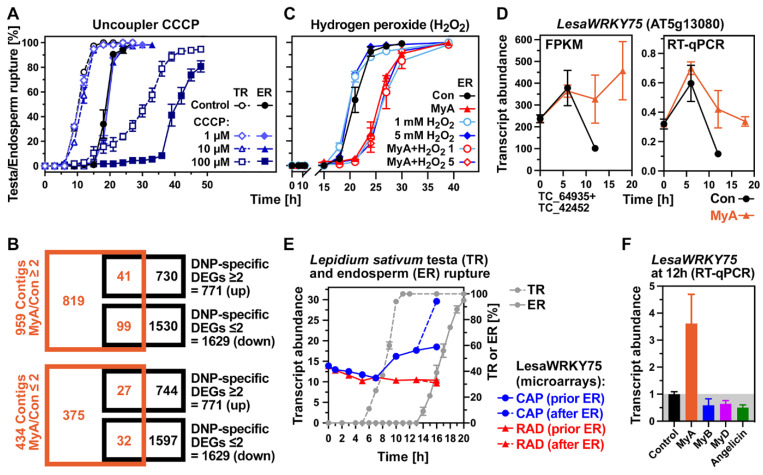
The effects of uncoupler and hydrogen peroxide (H_2_O_2_) on *Lepidium sativum* (cress) seed germination and of MyA-induced WRKY75-mediated oxidative signalling. (**A**) Kinetics of testa rupture (TR) and endosperm rupture (ER) during cress seed germination without (Control) and with the uncoupler CCPP added in the concentrations indicated. (**B**) Comparison of numbers of differentially expressed *L. sativum* transcript contigs in MyA-treated seeds with differentially expressed *A. thaliana* genes in uncoupler (DNP)-treated seeds. (**C**) Kinetics of ER during cress seed germination as affected by MyA (0.5 mM) and H_2_O_2_ added in the concentrations indicated. (**D**) Expression patterns of *WRKY75* transcripts upon treatment of cress seeds with MyA. (**E**) Spatiotemporal expression pattern of *WRKY75* during cress seed germination. (**F**) Relative *WRKY75* transcript abundance comparisons of cress seeds treated with MyA or other compounds. Transcript abundance mean ± SEM values of 4–5 (FPKM) and 3 (qRT-PCR) biological replicates are presented.

**Figure 4:**
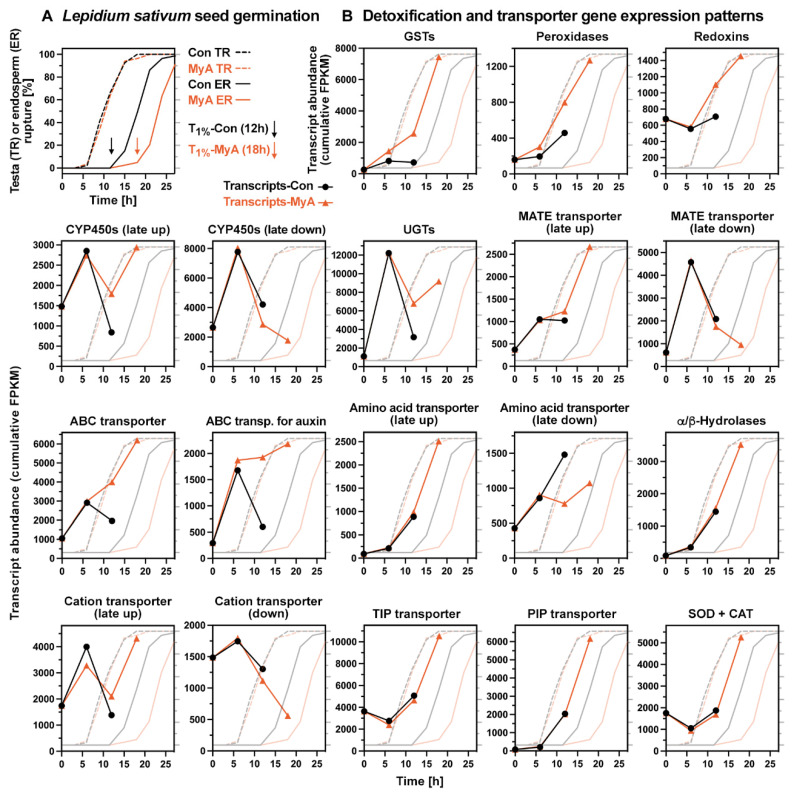
Phased induction of the seed’s detoxification programme by the phytotoxin MyA. (**A**) The kinetics of *Lepidium sativum* testa rupture (TR) and subsequent endosperm rupture (ER) without (Con) or with 0.5 mM MyA added. (**B**) Cumulative transcript expression patterns of detoxification and transporter gene groups regulated by MyA during *L. sativum* seed germination. Note that the cumulative FPKM values of differentially expressed transcript contigs (Data S2) are presented. For examples of MyA effects on specific genes (see Figure 2, Figure 3, Figure 4, Figure 5 and Figure 6 and Figures S6–S17).

**Figure 5:**
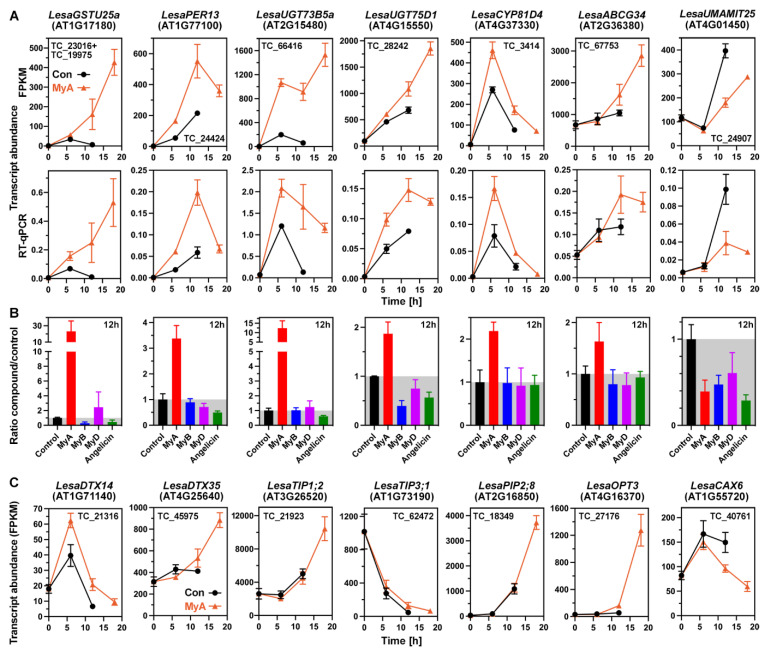
The effect of myrigalone A (MyA) and other compounds on the expression patterns of detoxification and transporter genes during *Lepidium sativum* (cress) seed germination. (**A**) Expression patterns of detoxification genes as affected by the MyA treatment of germinating seeds. (**B**) Relative transcript abundance ratios (compound/control) at 12 h during cress seed germination obtained by RT-qPCR analysis. (**C**) Expression patterns of transporter genes as affected by the MyA treatment of germinating seeds. The names of *L. sativum* (*Lesa*) genes are associated with the corresponding *A. thaliana* orthologs (AGI in brackets); see abbreviations for full names of genes. Transcript abundances are presented as mean ± SEM values (relevant transcript contigs (TC-IDs) included in each graph) based on 4–5 (FPKM) and 3 (qRT-PCR) biological replicates.

**Figure 6:**
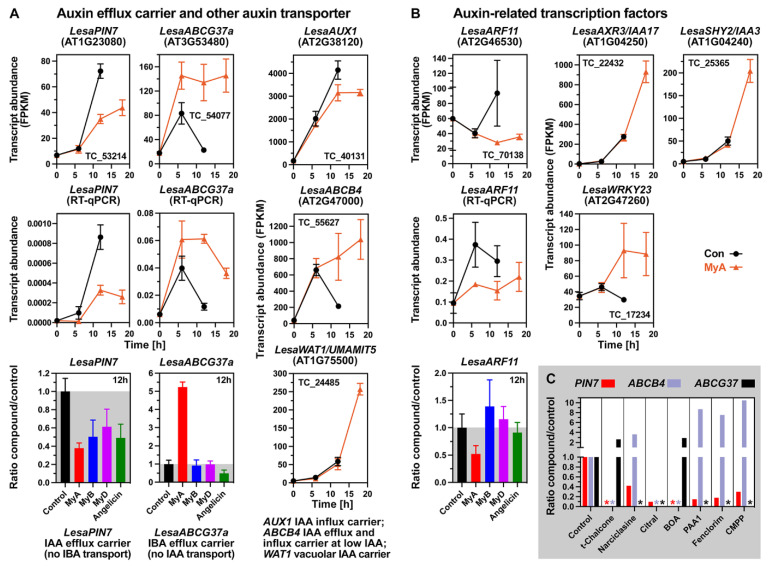
The effect of myrigalone A (MyA) and other compounds on the expression patterns of auxin-related transporter and signalling genes during *Lepidium sativum* (cress) seed germination. (**A**) Expression patterns of auxin transporter genes as affected by treatment of germinating cress seeds with MyA or other compounds. The specificity of the auxin transporters for either indole-3-acetic acid (IAA) or indole-3-butyric acid (IBA) is indicated. (**B**) Expression patterns of auxin signalling genes and the TF WRKY23. The names of *L. sativum* (*Lesa*) genes are associated with the corresponding *A. thaliana* orthologs (AGI in brackets); see abbreviations for full names of genes. Transcript abundances for *L. sativum* are presented as mean ± SEM values based on 4–5 (FPKM) and 3 (qRT-PCR) biological replicates; relevant transcript contigs (TC-IDs) are included for each graph. (**C**) Relative expression of *PIN7*, *ABCB4* and *ABCG37* upon treatment of *A. thaliana* seedlings with various compounds.

**Figure 7:**
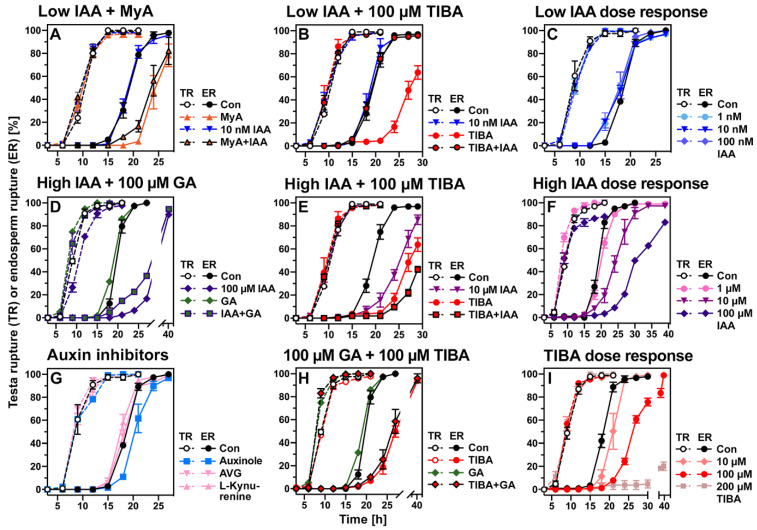
The effects of indole-3-actic acid (IAA), the auxin transport inhibitor TIBA, and other auxin-related inhibitors on *Lepidium sativum* seed germination and its inhibition by myrigalone A (MyA). (**A**) The effect of adding a low IAA concentration on the kinetics of testa rupture (TR) and subsequent endosperm rupture (ER) without (Con, control) or with 0.5 mM MyA added. Note that combined treatment with a low IAA concentration partly reverts the MyA-mediated delay of ER. (**B**) The effect of adding a low IAA concentration on the kinetics of TR and ER without (Con) or with 100 µM TIBA (2,3,5-triiodobenzoic acid) added. Note that combined treatment with a low IAA concentration fully reverts the TIBA-mediated delay of ER. (**C**) IAA dose-response of cress seed germination for the low concentration range. (**D**) The effects of IAA and gibberellin (100 µM GA_4+7_) on germination. (**E**) The effect of adding a high IAA concentration on the kinetics of TR and ER without (Con) or with 100 µM TIBA added. Note that combined treatment with a high IAA and TIBA resulted in additive ER inhibition. (**F**) IAA dose-response of cress seed germination for the high concentration range. (**G**) The effect of the TIR1 auxin receptor antagonist auxinole (100 µM) and of the auxin biosynthesis inhibitors (100 µM) aminoethoxy-vinylglycine (AVG) and L-kynurenine on cress seed germination. (**H**) The effects of TIBA and gibberellin (100 µM GA_4+7_) on germination. (**I**) TIBA dose-response of cress seed germination. Note that TIBA inhibits ER in a dose-dependent manner without affecting TR. Seeds were incubated at 20 °C in continuous white light, TR and ER scored over time, mean values ± SEM for 3 replicates each with ca. 30 seeds are shown.

**Table 1:** The number of differentially expressed transcript contigs from the pairwise comparison in the *Lepidium sativum* seed transcriptome datasets (see Data S1 and S2 for specific contig details).

Comparison	Up-Regulated Contigs in MyA Treatment	Down-Regulated Contigs in MyA Treatment
6 h MyA/6 h control	11 ^a^ (12) ^b^	3 (4)
12 h MyA/12 h control	180 (4723)	24 (27)
18 h MyA/12 h control	889 (1341)	419 (491)

^a^ Number of transcript contigs that showed BLAST matches against *Arabidopsis thaliana* or *Brassica* spp. databases. ^b^ Overall number of detected contigs are shown in parenthesis; these may also include potential contamination from other species as they did not provide BLAST matches to either *A. thaliana* or *Brassica* spp.

**Table 2:** Comparison of compound treatment on the expression of selected genes in germinating *Lepidium sativum* (*Lesa*) seeds. Normalised RT-qPCR ratios (compound/control at the times indicated) for myrigalone A (MyA), MyB, MyD and angelicin treatments. Mean ± SEM from RNA extracted from three biological replicate plates.

Gene Name	Control 12 h/Con 12 h	MyA ^b^ 12 h/Con 12 h	MyA ^b^ 18 h/Con 12 h	MyB ^b^ 12 h/Con 12 h	MyD ^b^ 12 h/Con 12 h	Angelicin ^c^ 12 h/Con 12 h	Angelicin ^c^ 18 h/Con 12 h
LesaGSTU25	1.0 ± 0.1	23.1 ± 12.7	49.0 ± 15.4	0.3 ± 0.2	2.5 ± 2.1	0.5 ± 0.3	0.2 ± 0.1
LesaNAC102	1.0 ± 0.1	14.6 ± 4.9	4.1 ± 0.7	0.3 ± 0.1	0.5 ± 0.3	0.4 ± 0.1	0.5 ± 0.1
LesaUGT73B5	1.0 ± 0.2	12.4 ± 3.9	8.7 ± 0.8	1.0 ± 0.2	1.2 ± 0.4	0.6 ± 0.1	0.6 ± 0.1
LesaERF2	1.0 ± 0.2	6.6 ± 2.8	0.5 ± 0.1	0.3 ± 0.2	2.0 ± 0.9	0.3 ± 0.2	0.2 ± 0.1
LesaABCG37	1.0 ± 0.2	5.2 ± 0.3	3.1 ± 0.3	0.9 ± 0.3	1.0 ± 0.2	0.5 ± 0.2	1.2 ± 0.4
LesaOXI1	1.0 ± 0.4	4.8 ± 2.3	0.8 ± 0.1	0.7 ± 0.5	0.8 ± 0.2	0.3 ± 0.1	0.3 ± 0.1
LesaCYP81D8	1.0 ± 0.3	4.4 ± 2.2	0.2 ± 0.1	0.2 ± 0.1	0.6 ± 0.3	0.4 ± 0.1	0.1 ± 0.0
LesaOPR1/2	1.0 ± 0.1	4.3 ± 1.1	4.4 ± 0.1	1.6 ± 0.5	1.4 ± 0.2	0.9 ± 0.1	1.0 ± 0.1
LesaWRKY75	1.0 ± 0.1	3.6 ± 1.1	2.9 ± 0.3	0.6 ± 0.2	0.6 ± 0.1	0.5 ± 0.1	0.8 ± 0.2
LesaPER13	1.0 ± 0.2	3.4 ± 0.5	1.1 ± 0.2	0.9 ± 0.1	0.7 ± 0.1	0.5 ± 0.1	0.6 ± 0.2
LesaWRKY23	1.0 ± 0.1	2.9 ± 1.5	0.9 ± 0.1	1.0 ± 0.5	1.7 ± 0.9	0.6 ± 0.0	0.6 ± 0.1
LesaNAC005	1.0 ± 0.5	2.8 ± 1.5	6.5 ± 1.8	1.8 ± 0.6	1.7 ± 0.3	1.0 ± 0.3	3.6 ± 0.7
LesaUGT74E2	1.0 ± 0.3	2.7 ± 0.7	0.7 ± 0.1	0.4 ± 0.3	0.4 ± 0.1	0.4 ± 0.1	0.1 ± 0.0
LesaABCB4	1.0 ± 0.2	2.3 ± 1.2	1.5 ± 0.2	0.8 ± 0.1	1.2 ± 0.2	0.8 ± 0.2	1.2 ± 0.3
LesaAOX1A	1.0 ± 0.1	2.2 ± 1.3	0.5 ± 0.1	0.2 ± 0.0	0.6 ± 0.4	0.3 ± 0.1	0.3 ± 0.2
LesaCYP81D4	1.0 ± 0.3	2.2 ± 0.2	0.4 ± 0.1	1.0 ± 0.4	0.9 ± 0.4	0.9 ± 0.2	0.2 ± 0.1
LesaUGT75B1	1.0 ± 0.3	2.1 ± 1	0.5 ± 0.1	1.5 ± 1.0	0.9 ± 0.2	0.4 ± 0.0	0.4 ± 0.2
LesaUGT75D1	1.0 ± 0.0	1.9 ± 0.2	1.6 ± 0.1	0.4 ± 0.1	0.7 ± 0.2	0.6 ± 0.1	1.1 ± 0.5
Monooxygenase (AT5G64250) ^a^	1.0 ± 0.1	1.7 ± 0.2	0.9 ± 0.1	0.8 ± 0.1	1.0 ± 0.2	0.9 ± 0.1	0.4 ± 0.1
LesaABCG34	1.0 ± 0.2	1.6 ± 0.4	1.5 ± 0.2	0.8 ± 0.3	0.8 ± 0.2	0.9 ± 0.1	1.5 ± 0.8
LesaGSTU19	1.0 ± 0.1	1.5 ± 0.1	0.6 ± 0.1	0.9 ± 0.3	0.9 ± 0.3	0.8 ± 0.1	0.3 ± 0.1
Oxidoreductase (AT3G44190) ^a^	1.0 ± 0.1	1.5 ± 0.2	4.3 ± 0.7	1.1 ± 0.0	1.3 ± 0.2	1.1 ± 0.2	0.7 ± 0.1
LesaFSD1	1.0 ± 0.0	1.5 ± 0.1	5.5 ± 1.6	0.6 ± 0.1	0.7 ± 0.3	0.5 ± 0.1	4.1 ± 1.0
LesaPER70	1.0 ± 0.4	0.6 ± 0.2	0.4 ± 0.1	1.1 ± 0.2	0.6 ± 0.2	0.3 ± 0.1	0.7 ± 0.2
LesaTAT2	1.0 ± 0.1	0.6 ± 0.1	0.4 ± 0.0	0.4 ± 0.1	0.9 ± 0.3	0.7 ± 0.1	0.5 ± 0.2
LesaPER45	1.0 ± 0.5	0.6 ± 0.3	1.6 ± 0.6	0.3 ± 0.2	0.9 ± 0.3	0.3 ± 0.1	3.2 ± 1.0
LesaARF11	1.0 ± 0.3	0.5 ± 0.2	0.7 ± 0.2	1.4 ± 0.5	1.2 ± 0.2	0.9 ± 0.2	1.1 ± 0.4
LesaCYP78A7	1.0 ± 0.1	0.4 ± 0.1	0.2 ± 0.0	0.8 ± 0.1	0.7 ± 0.1	0.9 ± 0.2	0.3 ± 0.1
LesaUMAMIT25	1.0 ± 0.2	0.4 ± 0.1	0.3 ± 0.0	0.5 ± 0.1	0.6 ± 0.2	0.3 ± 0.1	0.4 ± 0.2
LesaPIN7	1.0 ± 0.1	0.4 ± 0.1	0.3 ± 0.1	0.5 ± 0.2	0.6 ± 0.2	0.5 ± 0.1	0.7 ± 0.3
LesaLHT1	1.0 ± 0.2	0.3 ± 0.1	0.3 ± 0.0	0.5 ± 0.0	0.6 ± 0.2	0.3 ± 0.1	1.1 ± 0.2
LesaSKS15	1.0 ± 0.0	0.3 ± 0.2	2.2 ± 0.7	0.6 ± 0.1	0.9 ± 0.3	0.6 ± 0.2	3.5 ± 0.4

^a^ putative *Lesa* orthologs of the AGIs: monooxygenase (AT5G64250), oxidoreductase (AT3G44190); ^b^ 0.5 mM; ^c^ 0.1 mM.

**Table 3:** Comparison of compound treatment on the expression of auxin signalling and hormone transporter genes. Results from myrigalone A (MyA) treated germinating *Lepidium sativum* seeds were compared to seeds, seedlings or root cultures of *Arabidopsis thaliana* treated with the allelochemicals *trans*-chalcone (*t*CHC), narciclasine (NCS), citral, benzoxazolin-2(*3H*)-one (BOA), or with the oxylipin A_1_-phytoprostane (PPA_1_), the herbicide safeners fenclorim (FEN) or CMMP, or with methotrexate (MTX) or 2,4-dinitrophenol (DNP). Transcript abundance ratios compound/control ≥2 or ≤0.5 were considered as UP or DOWN (DN), respectively, or otherwise labelled as not at least 2-fold regulated (“-”). See Figures S1 and S2 for chemical structure. Published transcriptomes: *t*CHC [19], citral [18], BOA [4], PPA1 [48], FEN and CMMP [13], MTX and DNP [31], and NCS root transcriptome [20] and NCS (marked with “*”) root RT-qPCR [30]. For these transcriptomes, published lists of at least 2-fold regulated DEGs were used; for FEN and CMMP, the lists used were at least 2-fold regulated DEGs. “n.a.”, gene not available in sequenced transcript contigs.

		Ratio MyA/Con		Ratio Compound/Control: ≥2 (UP), ≤2 (DN; Down) or Not 2-Fold Regulated (“-”)											
		Myrigalone A		MyA	*t*CHC	*t*CHC	NCS	Citral	Citral	BOA	PAA_1_	FEN	CMPP	MTX	DNP
AGI	Gene Name	12/12 h	18/12 h	Seeds	Roots	Shoots	Roots	Roots	Shoots	Seedlings	Seedlings	Root	Root	Seeds	Seeds
												Cult.	Cult.		
**Selected hormone transporter genes (known hormone specificity)**															
AT1G15520	ABCG40 (ABA)	4.3	4.6	UP	UP	UP	-	UP	UP	UP	UP	-	UP	-	-
AT1G71960	ABCG25 (ABA)	0.9	0.8	-	-	-	-	-	-	-	-	-	-	-	-
AT1G31770	ABCG14 (CK)	0.9	3.6	UP	-	-	-	DN	-	-	-	-	-	-	DN
AT4G39850	ABCD1/CTS (OPDA)	0.9	0.9	-	-	-	-	DN	-	-	-	-	-	-	-
AT3G55090	ABCG16 (JA)	n.a.	n.a.	n.a.	UP	-	-	UP	-	-	UP	-	-	UP	-
AT2G26690	NPF6.2 (GA)	1.0	4.9	UP	-	-	DN	-	DN	-	-	-	-	DN	DN
AT1G12110	NPF6.3 (GA)	1.0	3.2	UP	DN	-	-	DN	-	-	-	-	DN	-	-
AT5G40780	LHT1 (ACC)	0.5	0.8	DN	DN	-	-	DN	-	-	-	-	-	DN	DN
**Auxin transporter: IAA influx (AUX1) and efflux (PIN, PILS) carrier**															
AT2G38120	AUX1	0.8	0.8	-	-	-	UP *	-	-	-	DN	-	DN	-	-
AT1G73590	PIN1	0.8	0.7	-	-	-	DN *	DN	-	-	DN	-	-	-	-
AT5g57090	PIN2	0.8	0.7	-	-	-	UP *	DN	-	-	-	-	-	-	-
AT1G70940	PIN3	0.8	1.3	-	-	-	DN *	-	DN	-	-	DN	-	-	-
AT2G01420	PIN4	0.9	1.2	-	-	-	DN	-	DN	-	-	-	-	-	DN
AT5G16530	PIN5	n.a.	n.a.	n.a.	-	-	-	-	-	-	-	-	-	-	-
AT1G77110	PIN6	0.9	0.8	-	-	-	-	-	DN	-	-	-	-	DN	-
AT1G23080	PIN7	0.5	0.6	DN	-	-	DN	-	DN	-	DN	DN	DN	-	-
AT5G15100	PIN8	n.a.	n.a.	n.a.	-	-	-	-	-	-	-	-	-	-	DN
AT1G20925	PILS1	n.a.	n.a.	n.a.	-	-	-	-	-	-	-	-	-	-	-
AT1G71090	PILS2	0.9	1.1	-	-	-	-	DN	-	-	-	-	-	-	-
AT1G76520	PILS3	1.3	1.3	-	UP	-	UP	-	-	UP	-	UP	UP	-	-
AT1G76530	PILS4	n.a.	n.a.	n.a.	-	UP	-	-	-	-	-	-	-	UP	UP
AT2G17500	PILS5	1.2	1.4	-	UP	UP	-	UP	-	-	-	UP	-	-	-
AT5G01990	PILS6	0.9	0.8	-	-	-	-	DN	-	-	-	-	-	-	-
AT5G65980	PILS7	0.9	1.2	-	-	-	-	-	-	-	-	-	-	-	-
**Auxin transporter: ABC transporter and UMAMIT15 (WAT1) auxin carrier (known auxin specificity)**															
AT1G75500	WAT1 (IAA)	0.9	4.4	UP	-	-	DN	-	-	-	DN	-	DN	-	-
AT2G36910	ABCB1 (IAA)	0.7	0.9	-	-	-	-	-	-	-	-	-	-	-	-
AT2G47000	ABCB4 (IAA)	3.8	4.8	UP	-	-	UP	-	-	-	UP	UP	UP	-	-
AT1G02520	ABCB11	2.1	1.9	UP	-	UP	UP	DN	-	-	-	-	-	-	-
AT1G28010	ABCB14 (cytokinin)	1.7	7.1	UP	-	-	-	-	DN	-	-	-	-	DN	DN
AT3G28345	ABCB15	1.1	0.8	-	-	-	-	DN	-	-	-	-	-	UP	-
AT3G28860	ABCB19 (IAA)	0.8	0.8	-	-	-	DN	-	DN	-	-	-	-	-	-
AT3G62150	ABCB21 (IAA)	1.0	0.9	-	-	-	UP	-	DN	-	-	-	-	-	-
AT3G53480	ABCG37 (IBA)	4.6	5.1	UP	-	UP	-	-	-	UP	-	-	-	-	-
AT1G59870	ABCG36 (IBA)	1.1	0.9	-	-	-	UP	DN	-	-	-	-	-	-	-
AT2G39350	ABCG1	1.2	1.8	-	-	-	UP	-	-	-	-	UP	UP	-	-
**Selected auxin signalling genes**															
AT3G62980	TIR1	0.9	0.8	-	-	-	-	-	DN	-	-	-	-	-	-
AT1G04240	IAA3/SHY2	0.8	4.1	UP	-	-	-	-	DN	-	DN	DN	DN	UP	-
AT1G04250	IAA17/AXR3	1.0	3.4	UP	-	DN	DN	DN	-	-	-	-	-	DN	-
AT2G22670	IAA8	0.9	1.2	-	-	-	DN	-	DN	-	-	-	-	-	-
AT5G57420	IAA33	1.2	0.4	DN	-	-	-	DN	-	-	-	-	-	-	-
AT1G59750	ARF1	0.8	0.5	DN	-	-	-	-	DN	-	-	-	-	-	-
AT2G46530	ARF11	0.3	0.4	DN	-	-	-	-	DN	-	-	-	-	-	-
AT3G61830	ARF18	0.8	0.5	DN	-	-	-	-	-	-	-	-	-	-	-
AT5G13080	WRKY75	4.5	5.7	UP	-	-	-	UP	-	-	UP	UP	UP	DN	UP
AT3G56710	SIB1	0.6	0.4	DN	-	-	-	-	-	UP	-	UP	UP	-	-
AT2G41180	SIB2	0.8	0.4	DN	-	UP	-	-	DN	-	-	-	-	-	-
AT2G47260	WRKY23	3.1	3.0	UP	-	-	-	DN	-	-	-	-	-	-	-
AT1G62300	WRKY6	2.1	2.4	UP	-	-	UP	DN	-	UP	-	UP	UP	-	-

**Table 4:** Comparison of compound treatment on the expression of selected detoxification, transporter and other genes. Results from myrigalone A (MyA) treated germinating Lepidium sativum seeds were compared to seeds, seedlings or roots cultures of *Arabidopsis thaliana* treated with *t*CHC, NCS, citral, BOA, PPA1, FEN, CMMP, MTX, DNP. Transcript abundance ratios compound/control ≥2 or ≤0.5 were considered as UP or DOWN (DN), respectively, or otherwise labelled as not at least 2-fold regulated (“-”). See Table 3 for abbreviations, references, and further details.

		Ratio MyA/Con		Ratio Compound/Control: ≥2 (UP), ≤2 (DN; Down) or Not 2-Fold Regulated (“-”)											
		Myrigalone A		MyA	*t*CHC	*t*CHC	NCS	Citral	Citral	BOA	PAA_1_	FEN	CMPP	MTX	DNP
AGI	Gene Name	12/12 h	18/12 h	Seeds	Roots	Shoots	Roots	Roots	Shoots	Seedlings	Seedlings	Root	Root	Seeds	Seeds
												Cult.	Cult.		
**GST, peroxidase, glutathione and ascorbate system genes (substrate)**															
AT1G17180	GSTU25	7.5	35.3	UP	UP	UP	UP	-	-	UP	UP	UP	-	-	-
AT1G78380	GSTU19 (OPDA)	2.5	2.0	UP	UP	UP	-	-	UP	-	UP	UP	UP	-	UP
AT1G78340	GSTU22	3.6	8.8	UP	UP	UP	UP	DN	-	UP	UP	-	UP	-	-
AT2G29490	GSTU1	5.2	7.1	UP	UP	UP	UP	DN	UP	UP	-	UP	UP	-	UP
AT3G09270	GSTU8	17.2	30.9	UP	-	UP	-	DN	-	UP	-	UP	UP	DN	DN
AT2G31570	GPX2	1.0	2.6	UP	-	-	-	DN	-	-	-	-	-	-	-
AT1G75270	DHAR2	4.9	8.0	UP	UP	UP	-	-	UP	-	UP	UP	UP	-	UP
AT1G07890	APX1	1.0	2.4	UP	-	-	-	DN	-	-	-	-	-	-	DN
AT4G35970	APX5	1.1	4.8	UP	-	-	-	DN	-	-	-	-	-	DN	DN
AT1G77100	PER13	2.6	1.7	UP	-	-	-	-	-	-	-	-	-	-	-
AT4G30170	PER45	0.7	5.0	UP	DN	-	DN	DN	-	DN	-	-	DN	DN	DN
AT4G25100	FSD1	1.0	6.9	UP	-	-	-	DN	DN	-	-	-	-	-	-
AT3G22370	AOX1A	2.3	3.3	UP	-	-	UP	-	-	-	-	UP	UP	UP	UP
**CYP750 and UGT protein genes (substrate)**															
AT4G37330	CYP81D4	2.2	0.9	UP	-	-	-	-	-	-	-	-	-	-	-
AT4G37370	CYP81D8	5.3	5.6	UP	UP	-	UP	UP	UP	UP	-	UP	UP	UP	UP
AT3G26290	CYP71B26	0.9	3.1	UP	-	DN	-	-	-	-	-	-	-	-	-
AT3G20950	CYP75A32	1.2	5.3	UP	-	-	-	DN	-	-	-	-	-	UP	DN
AT2G45570	CYP76C2	2.5	3.7	UP	-	-	-	-	UP	-	-	-	-	DN	DN
AT4G15550	UGT75D1 (IBA)	1.6	2.7	UP	-	UP	-	-	UP	-	UP	UP	-	-	UP
AT1G05680	UGT74E2 (IBA)	2.4	3.1	UP	-	-	UP	UP	UP	UP	-	UP	UP	UP	UP
AT1G05560	UGT75B1 (IBA)	2.6	2.2	UP	-	UP	UP	UP	UP	UP	UP	UP	-	-	UP
AT2G15480	UGT73B5	10.3	13.1	UP	-	UP	UP	UP	UP	UP	-	UP	UP	-	UP
AT4G34138	UGT73B1	1.7	2.3	UP	-	UP	-	-	UP	UP	-	UP	UP	DN	UP
**MATE, ABC, UMAMIT and aquaporin transporter** (* see Table 3 for hormone-specific ABC transporter)															
AT1G71140	DTX14	3.2	1.4	UP	UP	-	UP	UP	-	-	UP	-	UP	-	UP
AT4G25640	DTX35	1.3	2.1	UP	-	UP	-	-	-	-	-	UP	UP	-	-
AT1G66760	DTX9	1.1	2.9	UP	UP	-	-	-	DN	-	-	-	-	-	-
AT1G33100	DTX2	1.8	2.8	UP	-	-	-	DN	-	-	-	-	-	-	-
AT5G52450	DTX16	1.1	3.0	UP	-	-	UP	DN	-	-	-	-	-	-	-
AT2G36380	ABCG34 *	1.5	2.7	UP	-	UP	-	DN	-	-	-	-	-	-	UP
AT4G01450	UMAMIT30	1.4	2.7	UP	-	-	DN	DN	-	-	-	-	-	-	-
AT4G28040	UMAMIT33	1.1	3.3	UP	UP	UP	DN	DN	DN	-	-	-	-	DN	-
AT4G30420	UMAMIT34	2.2	8.8	UP	-	-	-	DN	-	-	-	-	-	-	-
AT3G56620	UMAMIT10	1.6	5.1	UP	-	-	-	DN	-	-	-	-	-	UP	-
AT3G26520	TIP1;2	0.9	2.1	UP	-	-	DN	DN	DN	-	-	-	-	DN	DN
AT1G73190	TIP3;1	2.7	1.4	UP	-	-	-	-	-	-	-	-	-	UP	UP
AT1G01620	PIP1;3	0.9	2.1	UP	-	-	DN	DN	-	-	-	-	-	-	-
AT2G16850	PIP2;8	1.0	3.4	UP	-	-	-	-	DN	-	-	-	-	-	-
AT2G37170	PIP2;2	0.8	2.2	UP	DN	-	DN	DN	-	-	-	-	-	-	-
AT2G39010	PIP2;6	1.7	4.2	UP	-	-	DN	-	DN	-	-	-	-	DN	-
**Transcription factors**															
AT1G02250	NAC005	3.9	9.5	UP	-	-	-	DN	-	-	-	-	-	-	-
AT1G77450	NAC032	3.1	2.8	UP	UP	UP	-	DN	UP	-	-	UP	UP	-	UP
AT5G08790	NAC081/ATAF2	2.1	1.5	UP	UP	-	UP	UP	-	-	-	-	-	-	-
AT5G63790	NAC102	3.8	3.9	UP	UP	UP	UP	-	UP	UP	UP	-	UP	-	UP
AT1G71520	ERF20	12.4	8.3	UP	UP	-	UP	UP	UP	-	-	-	-	-	-
AT1G74930	ERF18/ORA47	7.0	4.0	UP	-	-	DN	-	DN	-	-	-	-	-	-
AT3G23230	ERF98/TDR1	5.1	8.3	UP	-	-	-	-	-	-	-	-	-	-	-
AT5G47220	ERF2	2.9	1.8	UP	-	-	-	-	DN	-	-	-	-	-	UP
**Other genes**															
AT1G76680	OPR1/2	8.0	9.9	UP	UP	-	UP	UP	UP	UP	UP	UP	UP	-	UP
AT5G22140	Oxidoreductase	27.9	49.4	UP	UP	-	UP	UP	UP	-	-	-	-	-	-
AT3G44190	Oxidoreductase	91	349	UP	UP	-	-	-	UP	-	-	UP	-	-	-
AT4G13180	Oxidoreductase	6.4	43.5	UP	UP	UP	-	-	-	UP	UP	UP	UP	DN	UP
AT1G55920	SAT1	4.7	5.6	UP	UP	-	UP	-	UP	UP	UP	UP	UP	-	UP
AT5G39050	PMAT1	2.0	2.6	UP	UP	UP	UP	UP	UP	UP	-	UP	UP	-	UP
AT4G01870	tolB	6.7	5.3	UP	UP	-	UP	UP	UP	UP	UP	UP	UP	-	UP
AT4G24160	α/β-hydrolase	2.0	1.5	UP	UP	-	UP	-	UP	UP	-	UP	UP	-	UP
AT1G64670	BDG1 (α/β-hyd.)	1.0	3.0	-	-	-	-	-	-	-	-	-	-	-	-
AT1G06570	HPPD	1.1	0.9	-	UP	-	-	-	DN	-	-	-	-	-	UP

## Data Availability

The RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [125] (Edgar et al., 2002) and are accessible through GEO Series accession number GSE200989 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200989 (accessed on 24 March 2022)). All other data presented or analysed in this published article are available online through the supplements and figshare https://doi.org/10.17637/rh.19586092 (accessed on 24 March 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23094618/s1.

## Abbreviations

ABI3, ABA insensitive3; ARF, auxin response factor; AUX1/LAX, AUXIN1/LIKE-AUX1 IAA influx carriers; BDG1, bodyguard1; CAX6, cation exchanger6; DEG, differentially regulated gene; FFT, flower flavonoid transporter; FPKM, fragments per kilobase per million; HIPP, heavy metal-associated isoprenylated plant protein; HPPD, p-hydroxyphenylpyruvate dioxygenase; IAA, indole-3-acetic acid; IBA, indole-3-butyric acid; OPT3, oligoPeptide transporter3; PCA, principal component analysis; PCY, plantacyanin; PHT, phosphate transporter; PIN, PIN-formed IAA efflux carrier; PILS, PIN-Likes auxin carrier; PMAT1, phenolic glucoside malonylTransferase1; SAT1, serine acetylTransferase1; SIB, sigma factor binding protein; TIR1, transport inhibitor response1; TF, transcription factor; UMAMIT, usually multiple amino acids move out transporters; WAT1, walls are thin1.

# Supplementary material for: The Phytotoxin Myrigalone A Triggers a Phased Detoxification Programme and Inhibits Lepidium sativum Seed Germination via Multiple Mechanisms including Interference with Auxin Homeostasis
**Source:** Int J Mol Sci. 2022 Apr 21;23(9):4618. doi: 10.3390/ijms23094618
**Supplement:** Supplementary file 1

Supplementary Figures

Figure S1

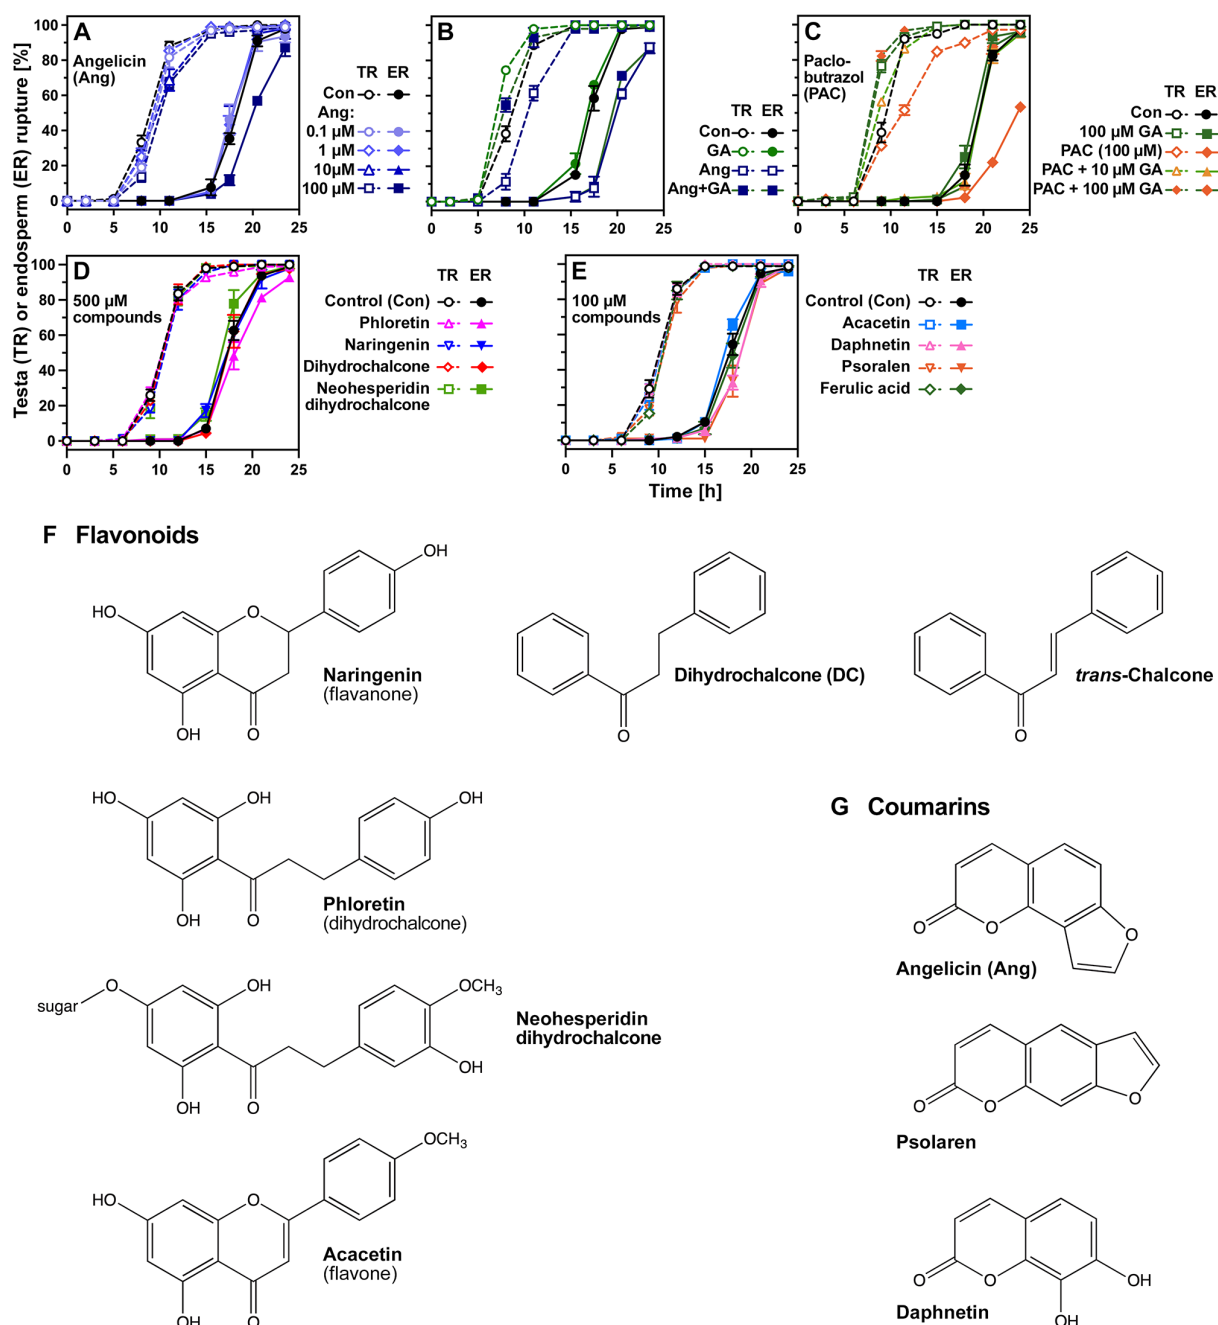

Figure S1. The effects of various compounds on *Lepidium sativum* seed germination. **(A)** The effect of the coumarin angelicin (Ang) on the kinetics of testa rupture (TR) and subsequent endosperm rupture (ER) without (Con, control) or with angelicin added at the concentrations indicated. **(B)** The effects of GA (100 μ M GA₄₊₇) and angelicin (100 μ M). **(C)** The effect of the GA biosynthesis inhibitor paclobutrazol (PAC). **(D)** The effects of naringenin and three dihydrochalcones. **(E)** The effects of acacetin, two coumarins and ferulic acid. **(F)** Chemical structures of the flavonoid compounds investigated. **(D)** Chemical structures of the coumarin compounds investigated. Seeds were incubated at 20 °C in continuous white light, mean values $\pm$ SEM for 3 replicates each with ca. 30 seeds are shown.

Figure S2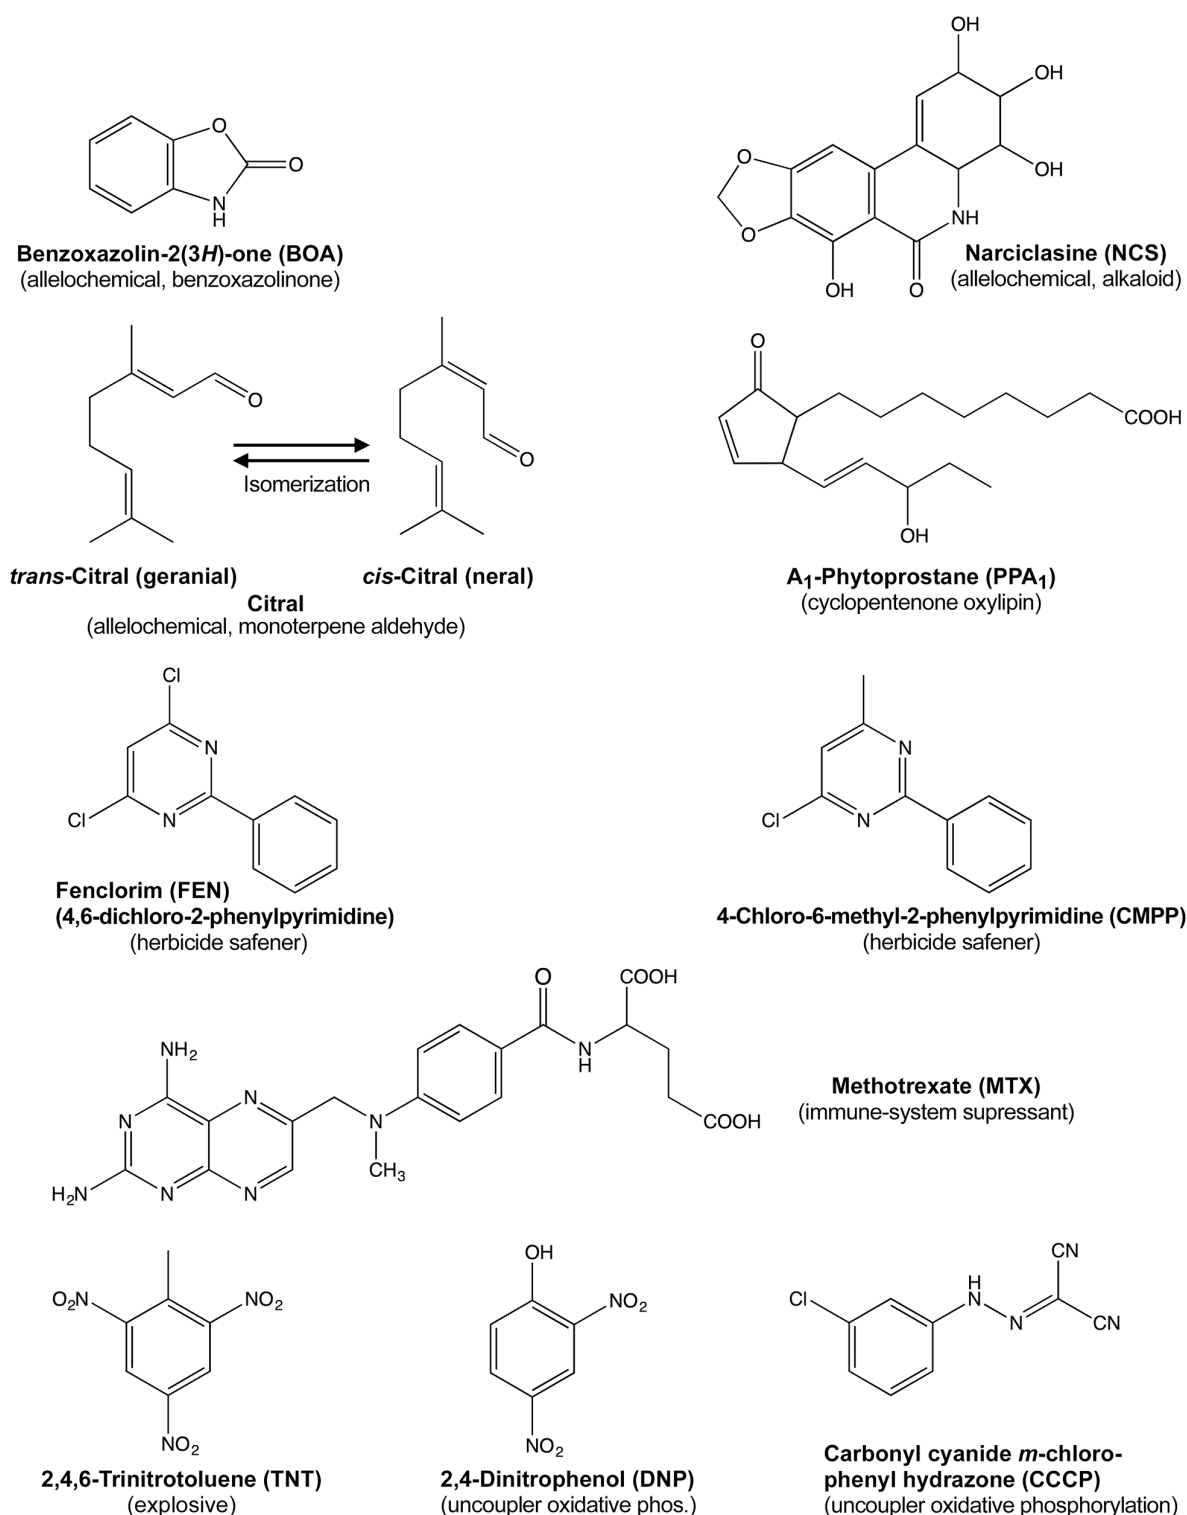

Figure S2. Chemical structures of the compounds used for comparing treatment transcriptome responses with *Arabidopsis thaliana*. Data mining of these transcriptomes [4, 8, 13, 18, 20, 31, 48] of seedlings (BOA, PAA₁, TNT), seedling roots (NCS, citral), seedling shoots (citral), root cultures (FEN, CMPP), or imbibed seeds (MTX, DNP) was used for the comparisons with myrigalone A (MyA) in Tables 3 and 4. This also included seedling root and shoot transcriptomes upon *trans*-chalcone treatment (see Figure S1) [19].

Figure S3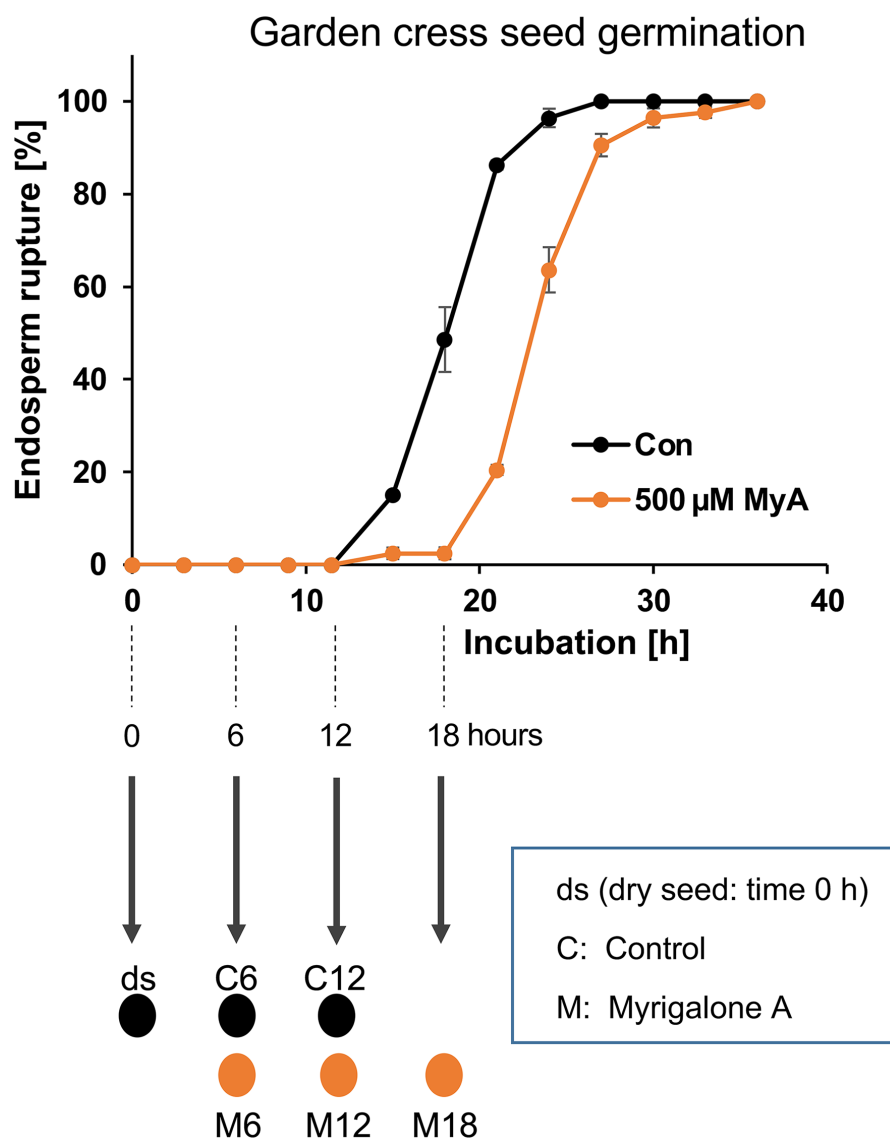

Figure S3. Schematic representation of sampling points for the hormone and RNAseq analyses during *Lepidium sativum* seed germination. Samples were prepared from dry seed (time 0 h) and imbibed seed at 6 h (midpoint until the start of endosperm rupture (ER) in control seed populations), 12 h (start of ER in control seed populations), 18 h (start of ER in MyA-treated seed populations).

Figure S4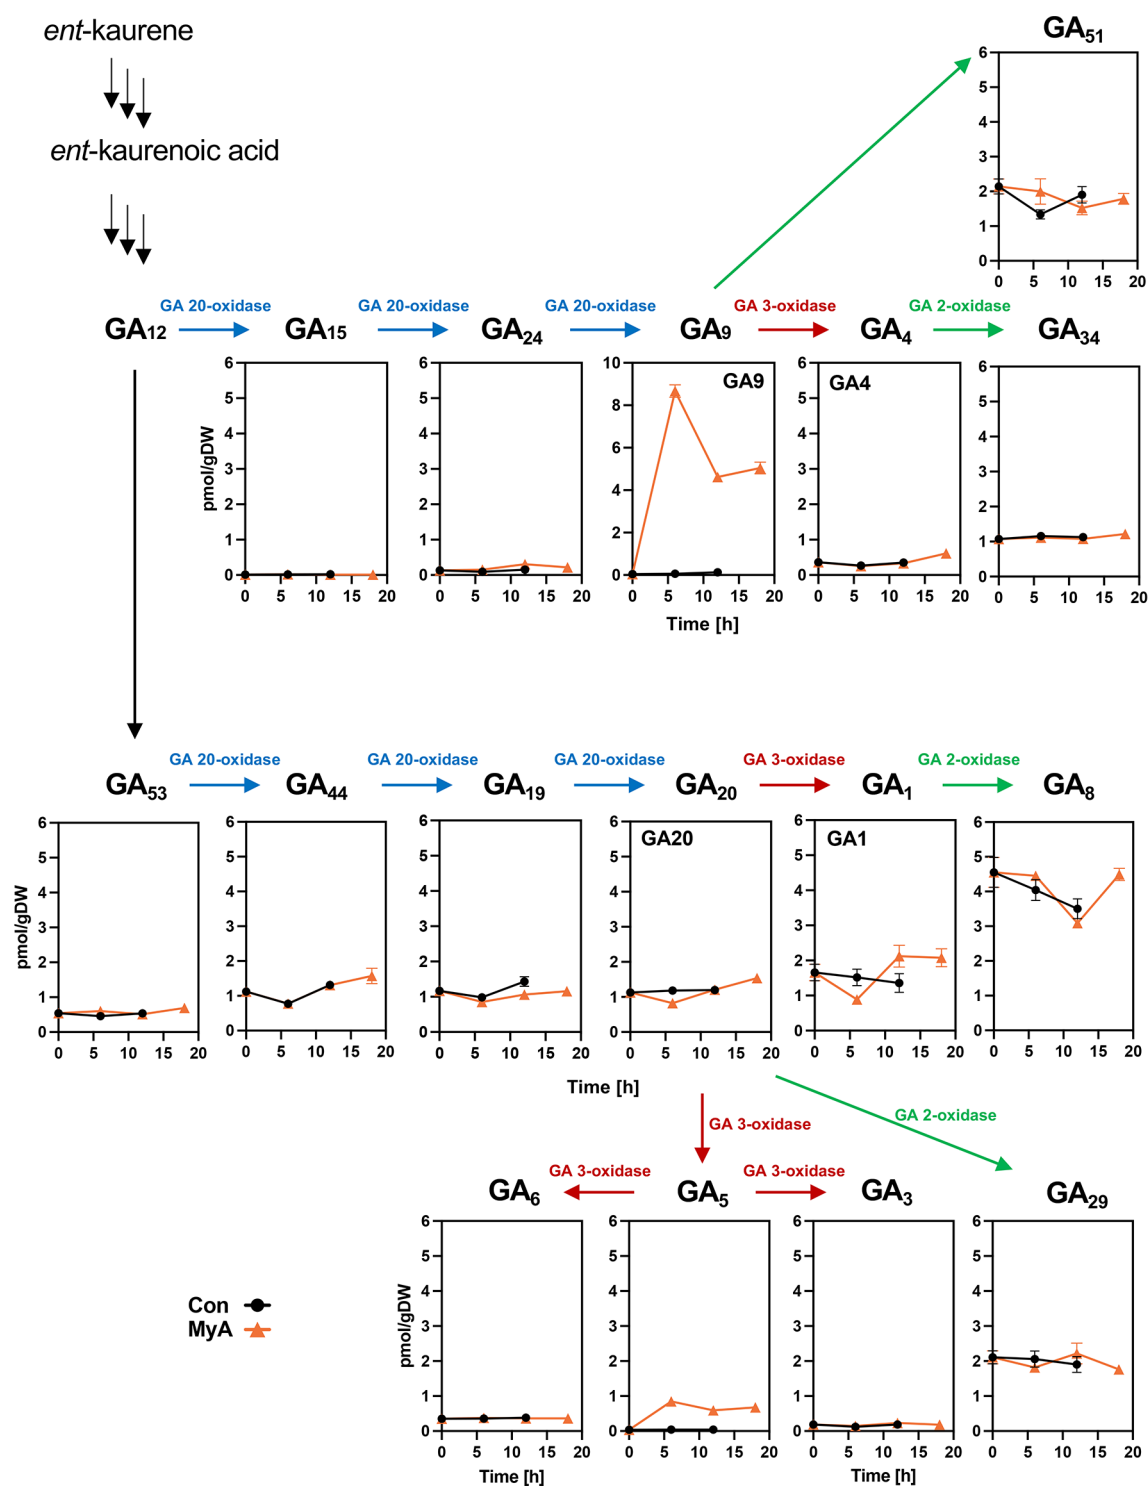

Figure S4. Gibberellin (GA)-related metabolite profiling of *Lepidium sativum* seed germination in response to 0.5 mM MyA. The results are presented in the frame of the GA metabolic pathway (key enzymes indicated) and as temporal patterns of endogenous metabolite contents (pmol/g dry weight) in whole seeds. Seeds were incubated at 20 °C in continuous white light. Mean $\pm$ SEM values of five biological replicates.

Figure S5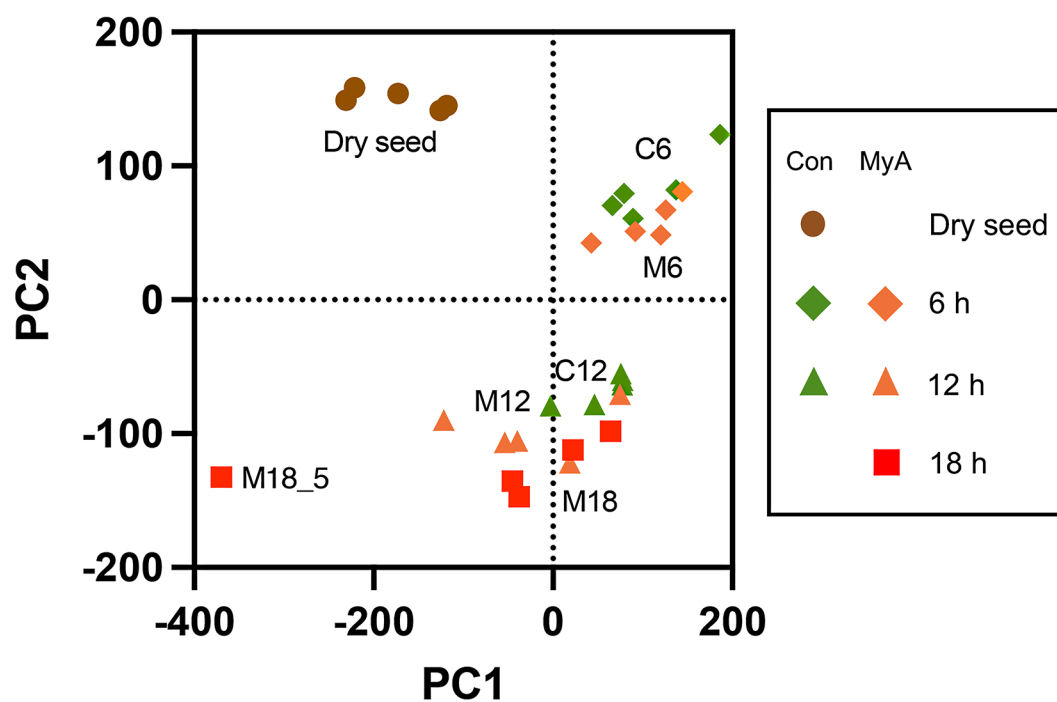

Figure S5. Principal Component Analysis (PCA) of transcriptome similarities of all samples. The PCA analysis revealed that the 5th MyA replicate at 18 h (M18-5) was an outlier, and it was therefore excluded from the further analysis. The other replicates clustered together in that the principal components PC1 and PC2 accounted for 37% and 24 % of the observed variance.

Figure S6

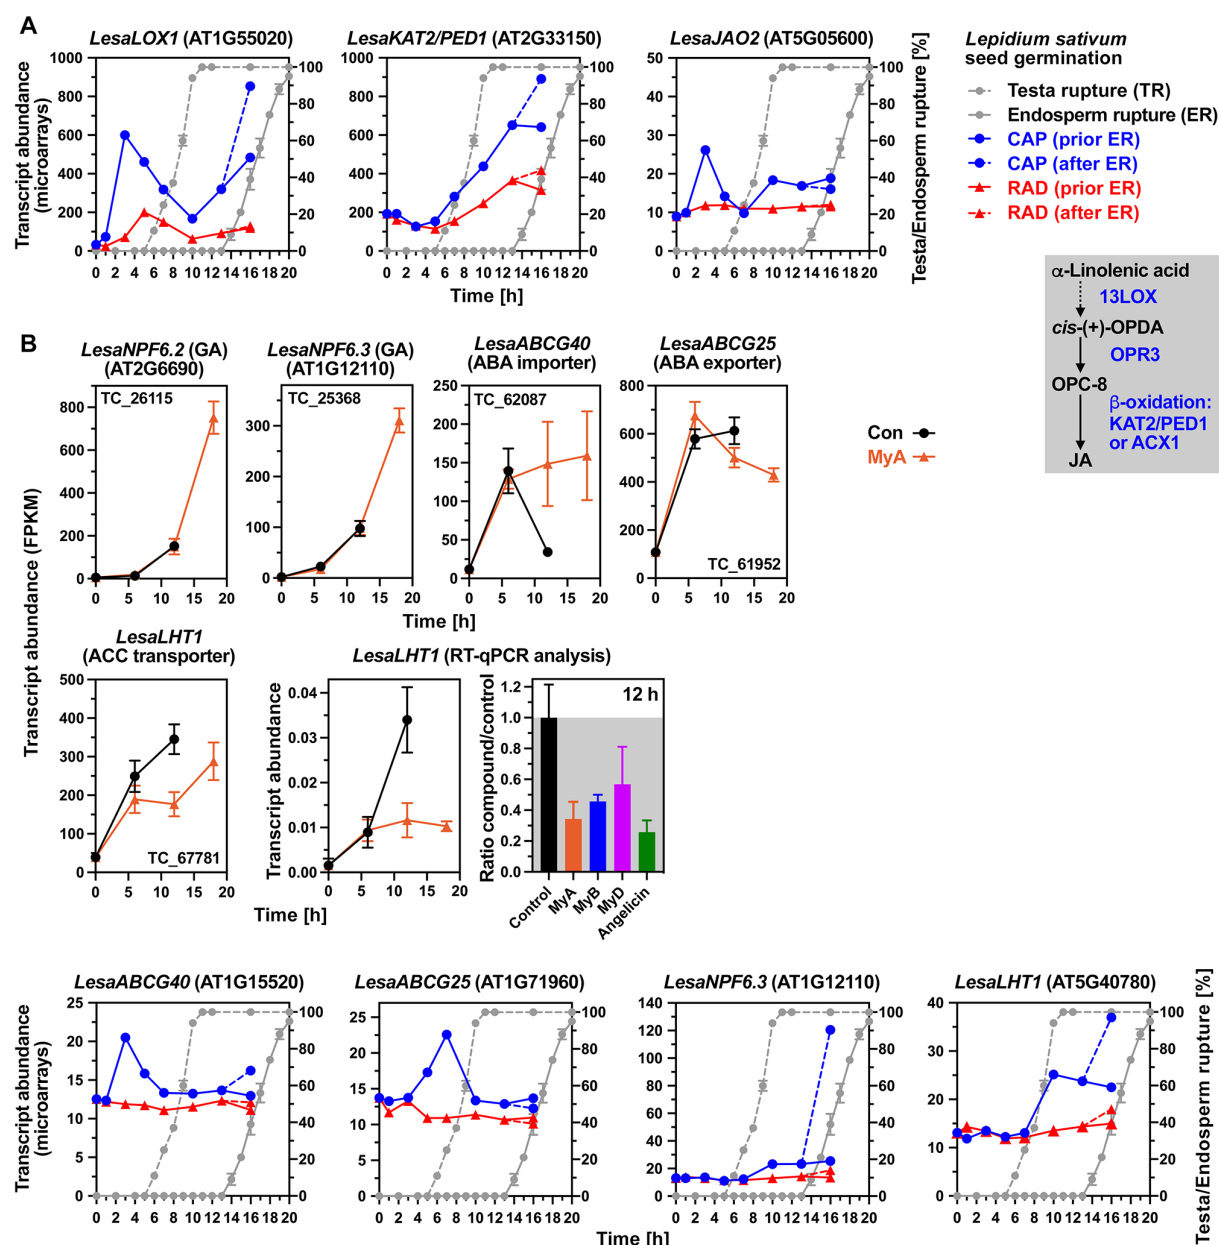

Figure S7

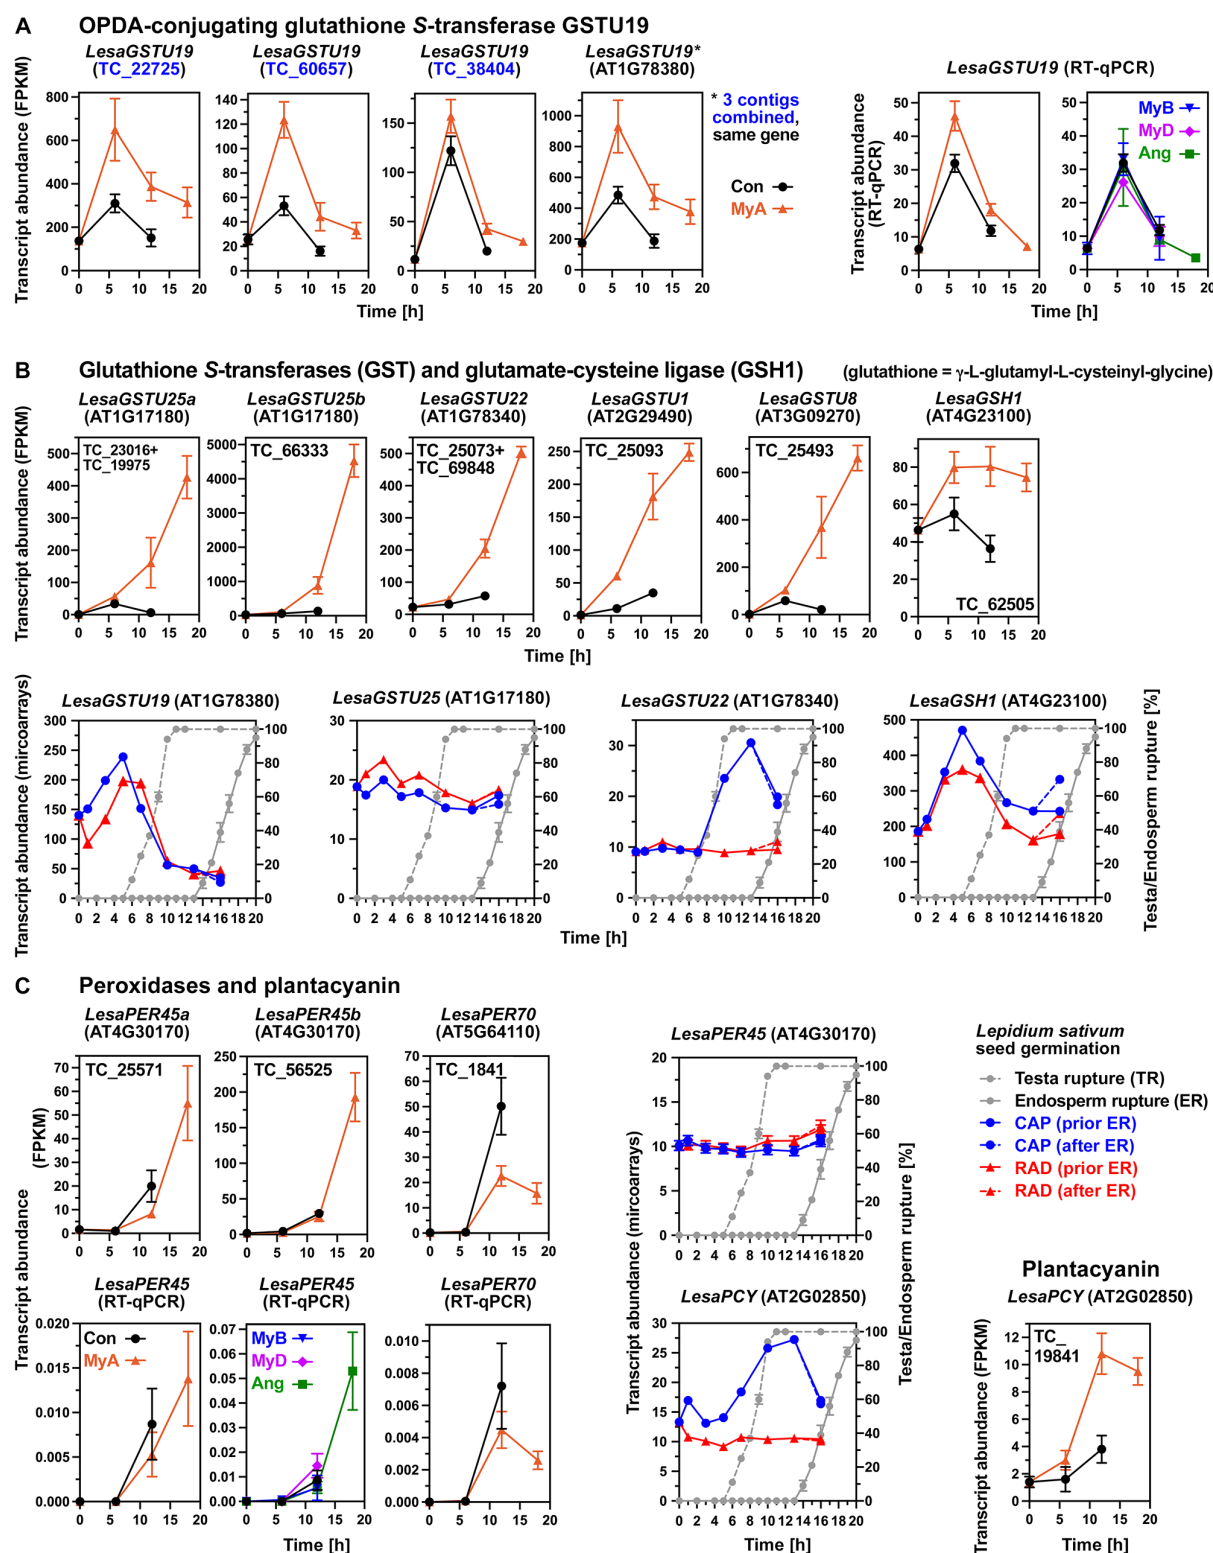

Figure S7. The effect of myrigalone A (0.5 mM MyA) and other compounds on the expression patterns of glutathione S-transferase (GST) and peroxidase genes during *Lepidium sativum* (cress) seed germination. **(A)** Gene expression analyses for the OPDA-conjugating GSTU19 enzyme. Three distinct *LesagSTU19* transcript contigs were obtained in the RNAseq analysis and based on their sequence comparison derived from the same gene. Their FPKM values were therefore combined to provide the combined transcript expression pattern of this *LesagSTU19* gene. RT-qPCR was used to verify the expression pattern and the effects of MyA, MyB, MyD and angelicin (Ang). **(B)** The effect of MyA treatment (0.5 mM) on the transcript abundance patterns of GSTs and GSH1 in germinating

cross seeds. The names of *L. sativum* (*Lesa*) genes and the corresponding *A. thaliana* orthologs (AGI in brackets) are provided; see abbreviations for full names of genes. Mean $\pm$ SEM values (relevant transcript contigs (TC-IDs) included in each graph) are presented of 4-5 (FPKM) and 3 (qRT-PCR) biological replicates. Spatiotemporal expression pattern in the CAP and RAD compartments during cress seed germination derived from microarrays [40]. **(C)** The effect of MyA treatment (0.5 mM) on the transcript abundance patterns of peroxidases and plantacyanin in germinating cress seeds.

Figure S8

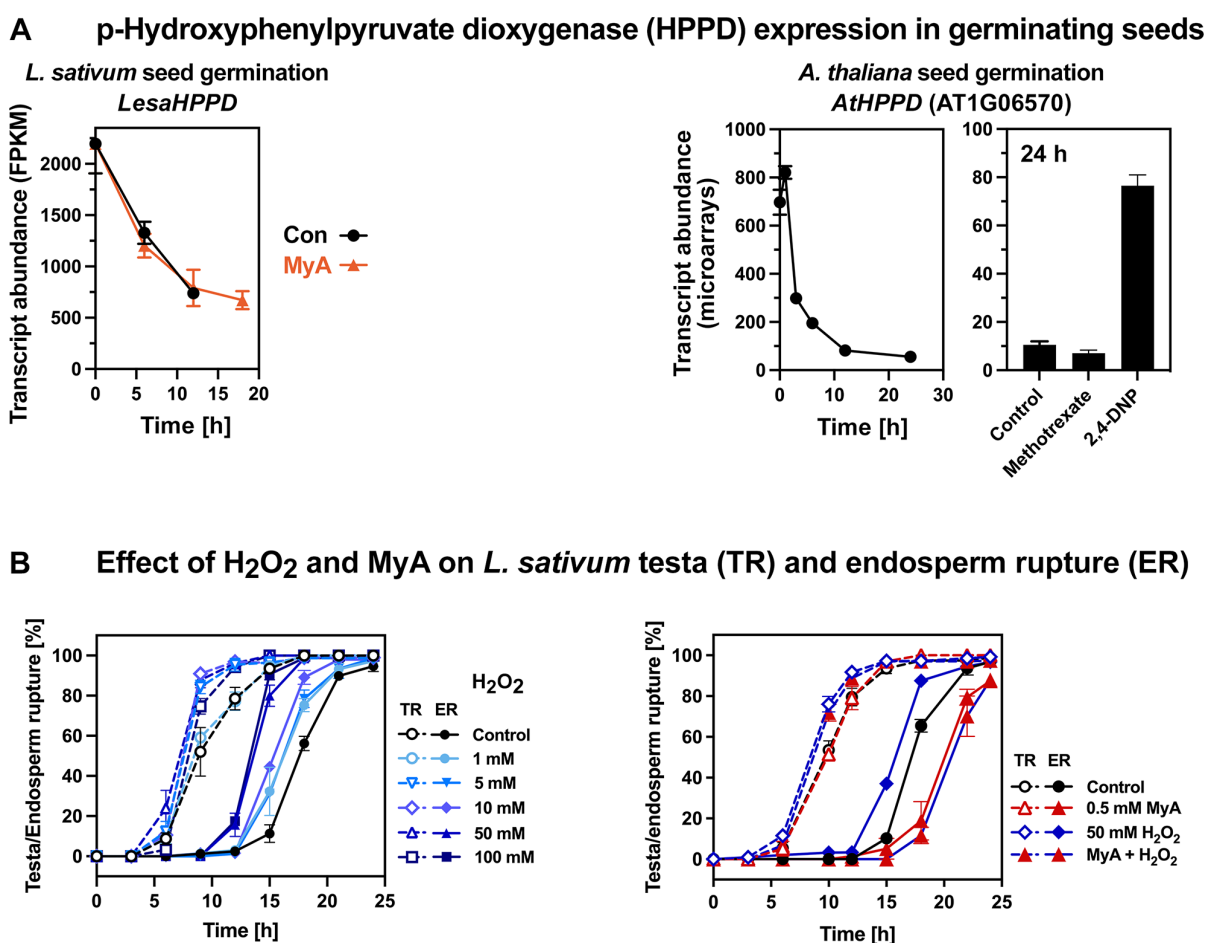

Figure S8. The effect of myrigalone A (0.5 mM MyA) and other compounds on the **(A)** expression of p-hydroxyphenylpyruvate dioxygenase (HPPD) during *Lepidium sativum* (cress) and *Arabidopsis thaliana* seed germination; the results for *A. thaliana* were derived from the work of Bassel et al [31] via the Arabidopsis eFP Browser at bar.utoronto.ca (Winter et al., 2007, PLoS One 2:e718). **(B)** The effects of H₂O₂ and MyA (0.5 mM) on the kinetics of testa rupture (TR) and endosperm rupture (ER) during cress seed germination. Seeds were incubated at 20 °C in continuous white light, TR and ER scored over time, mean values $\pm$ SEM for 3 replicates each with ca. 30 seeds are shown.

Figure S9

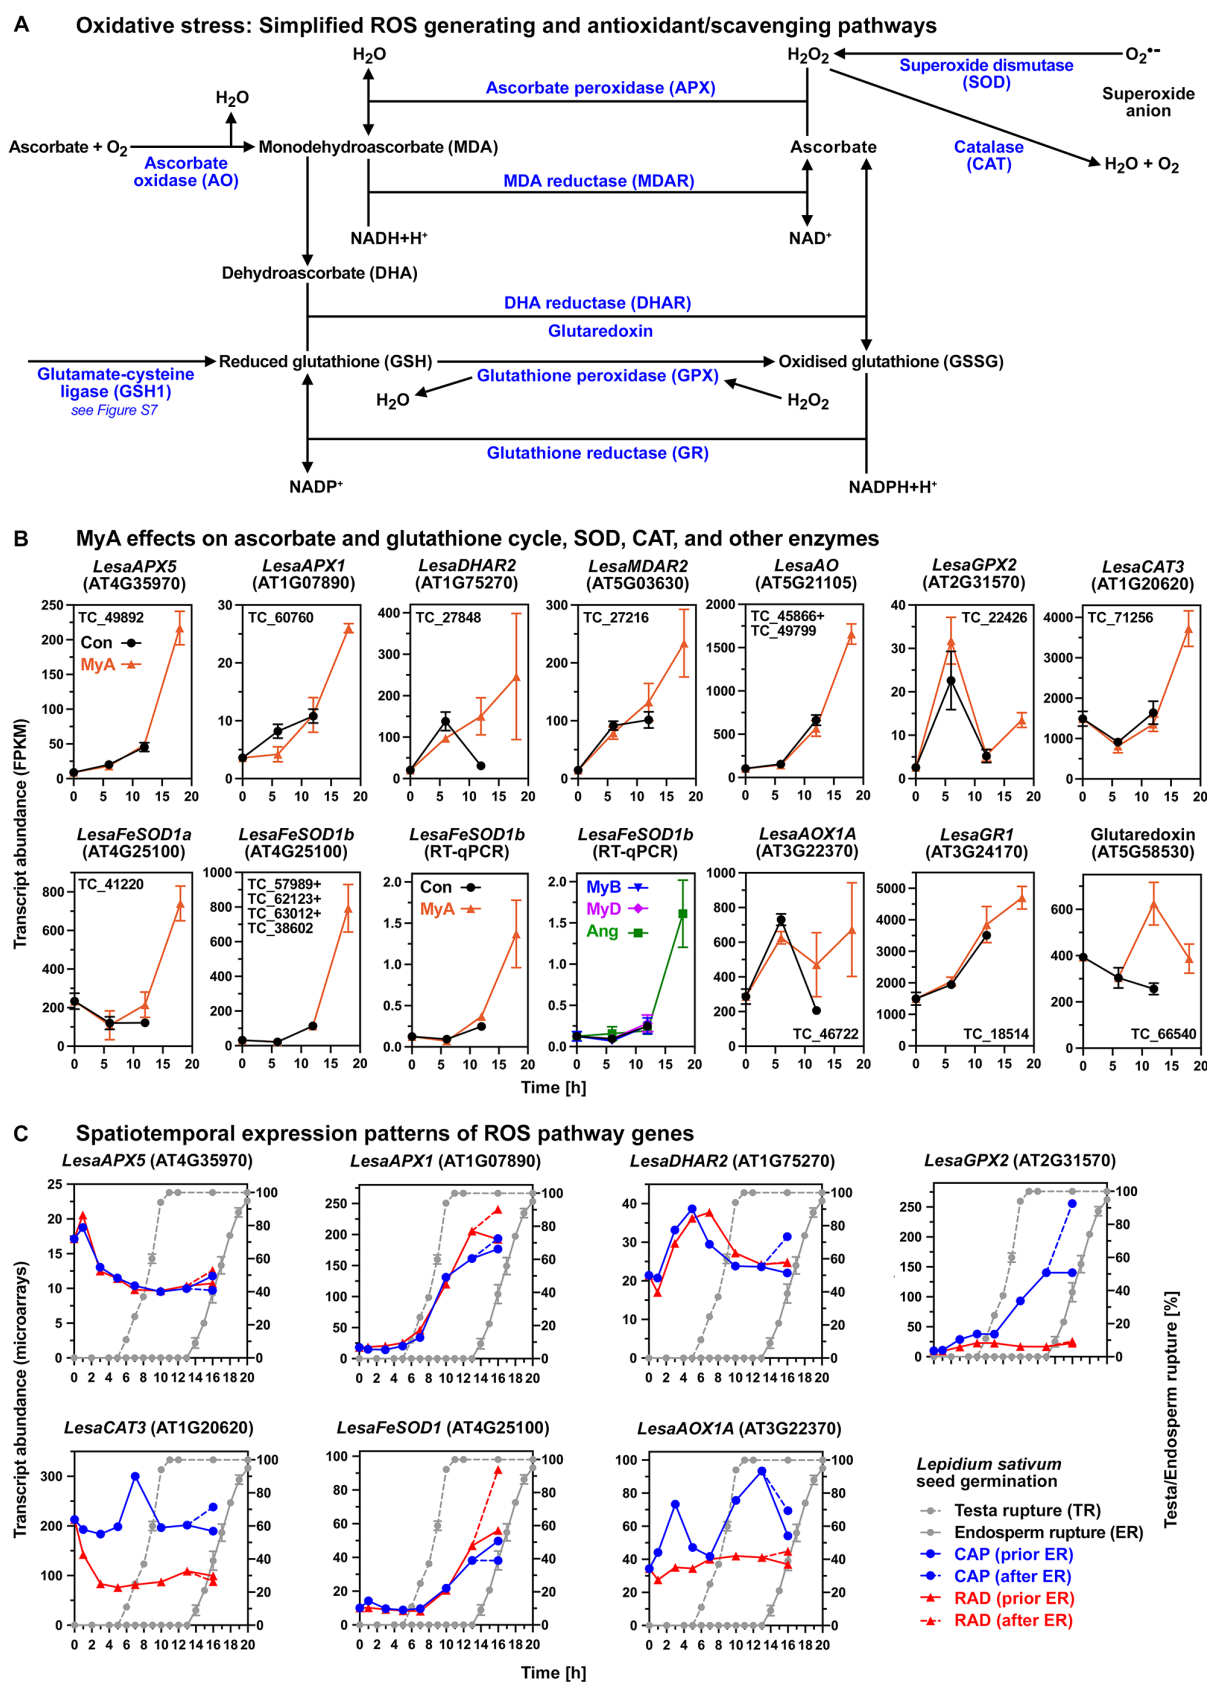

Figure S9. The effect of myriganone A (0.5 mM MyA) and other compounds on the expression patterns of ascorbate and glutathione cycle, and other genes involved in scavenging pathways for reactive oxygen species (ROS) during *Lepidium sativum* (cress) seed germination. **(A)** Simplified

scheme of ascorbate and glutathione scavenging pathways. **(B)** The effect of MyA on the transcript abundance patterns in germinating cress seeds. The names of *L. sativum* (*Lesa*) genes and the corresponding *A. thaliana* orthologs (AGI in brackets) are provided; see abbreviations for full names of genes. Mean $\pm$ SEM values (relevant transcript contigs (TC-IDs) included in each graph) are presented of 4-5 (FPKM) and 3 (qRT-PCR) biological replicates. **(C)** Spatiotemporal expression patterns in the CAP and RAD compartments during cress seed germination derived from microarrays [40].

Figure S10

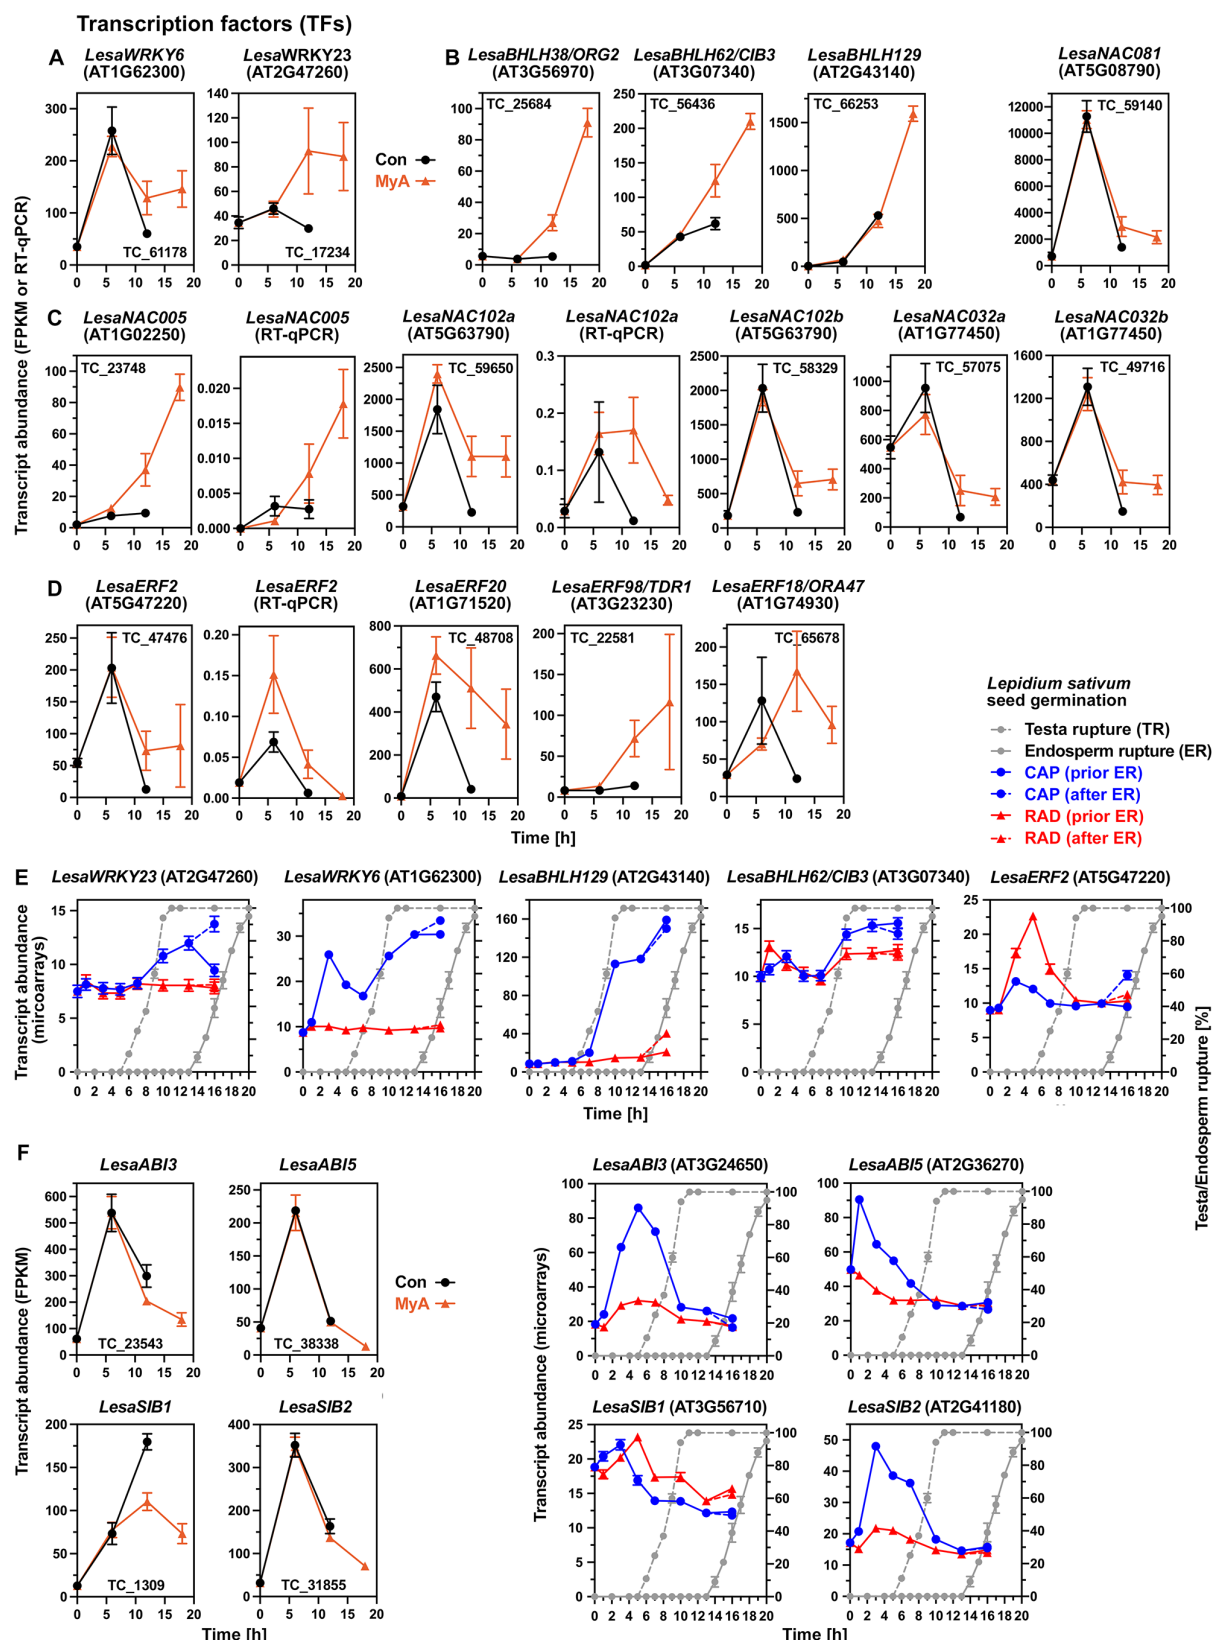

Figure S10. The effect of myriganalone A (0.5 mM MyA) on the expression patterns of transcription factor (TF) genes during *Lepidium sativum* (cress) seed germination. **(A-D)** The effect of MyA on the transcript abundance patterns in germinating cress seeds. **(E)** Spatiotemporal expression patterns in the CAP and RAD compartments during cress seed germination derived from microarrays [40]. **(F)** The effect of MyA and spatiotemporal expression patterns of the ABI3 and ABI5 TFs mediating

ABA-inhibition of seed germination, and of SIGMA FACTOR BINDING PROTEIN1 (SIB1) and SIB2 which physically interact with the WRKY75 TF to inhibit its activity in seed germination [61]. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S11

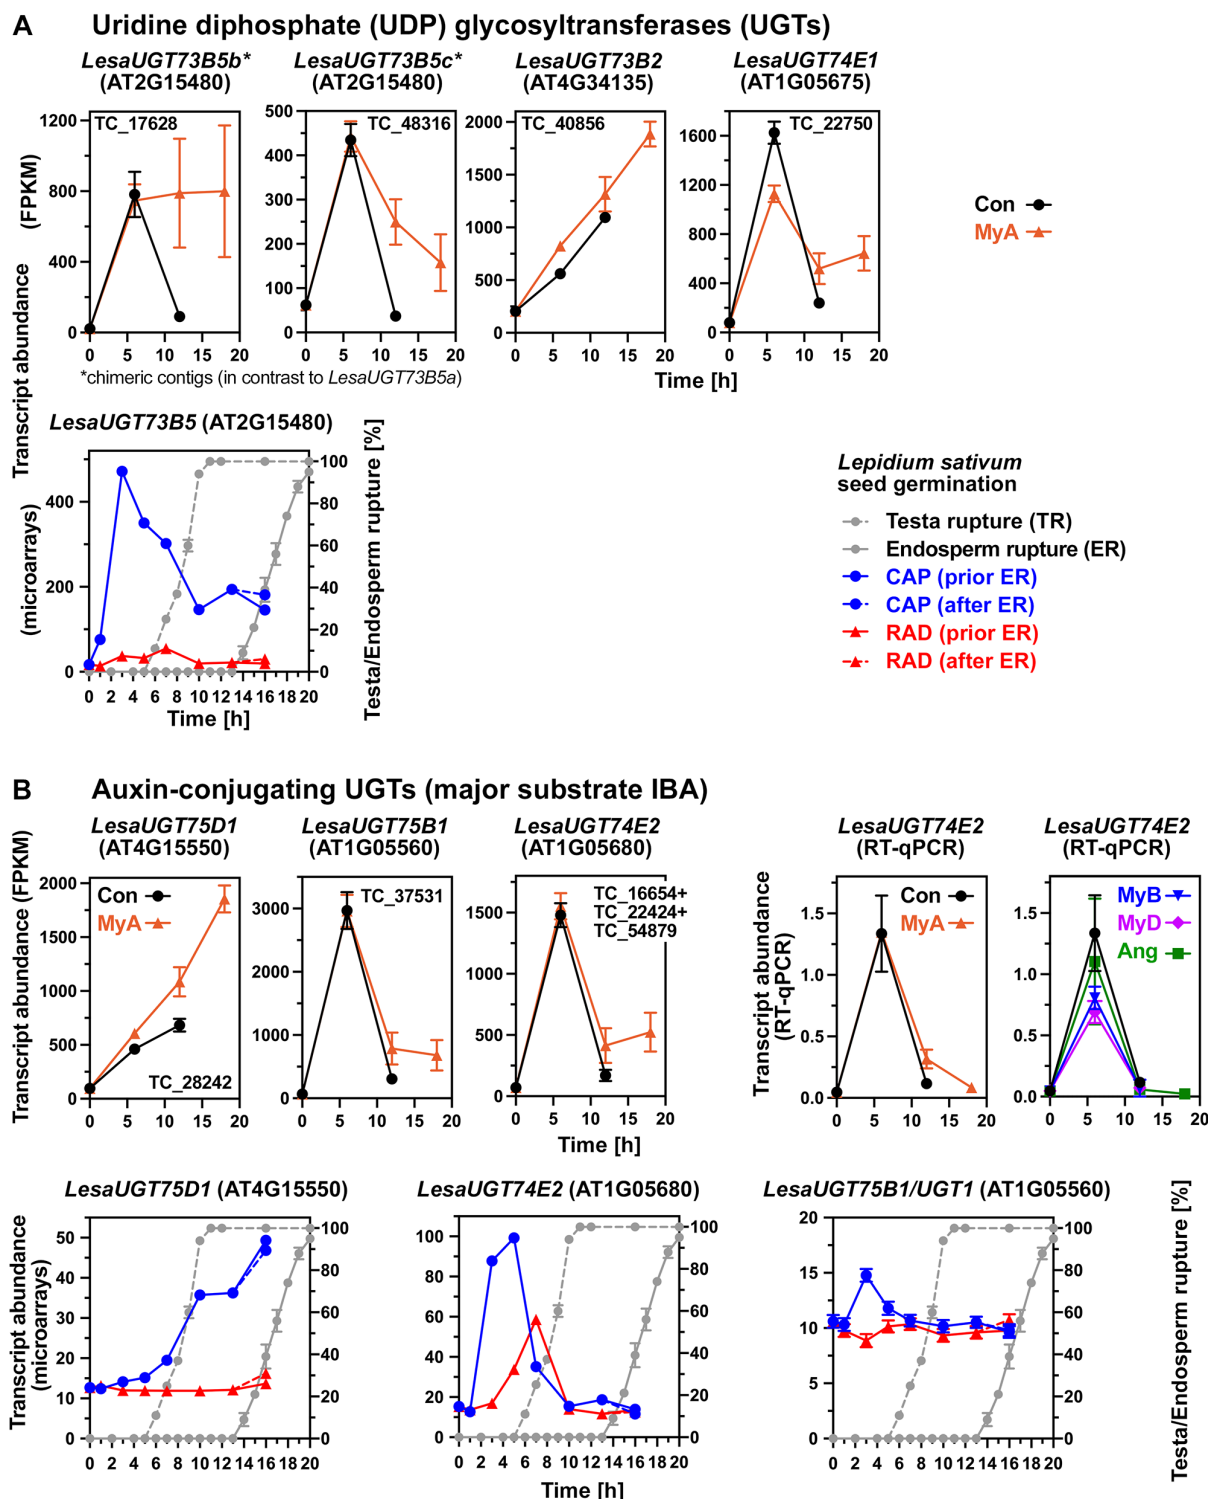

Figure S11. The effect of myriganone A (0.5 mM MyA) on the expression patterns of UDP glycosyltransferase (UGT) genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S12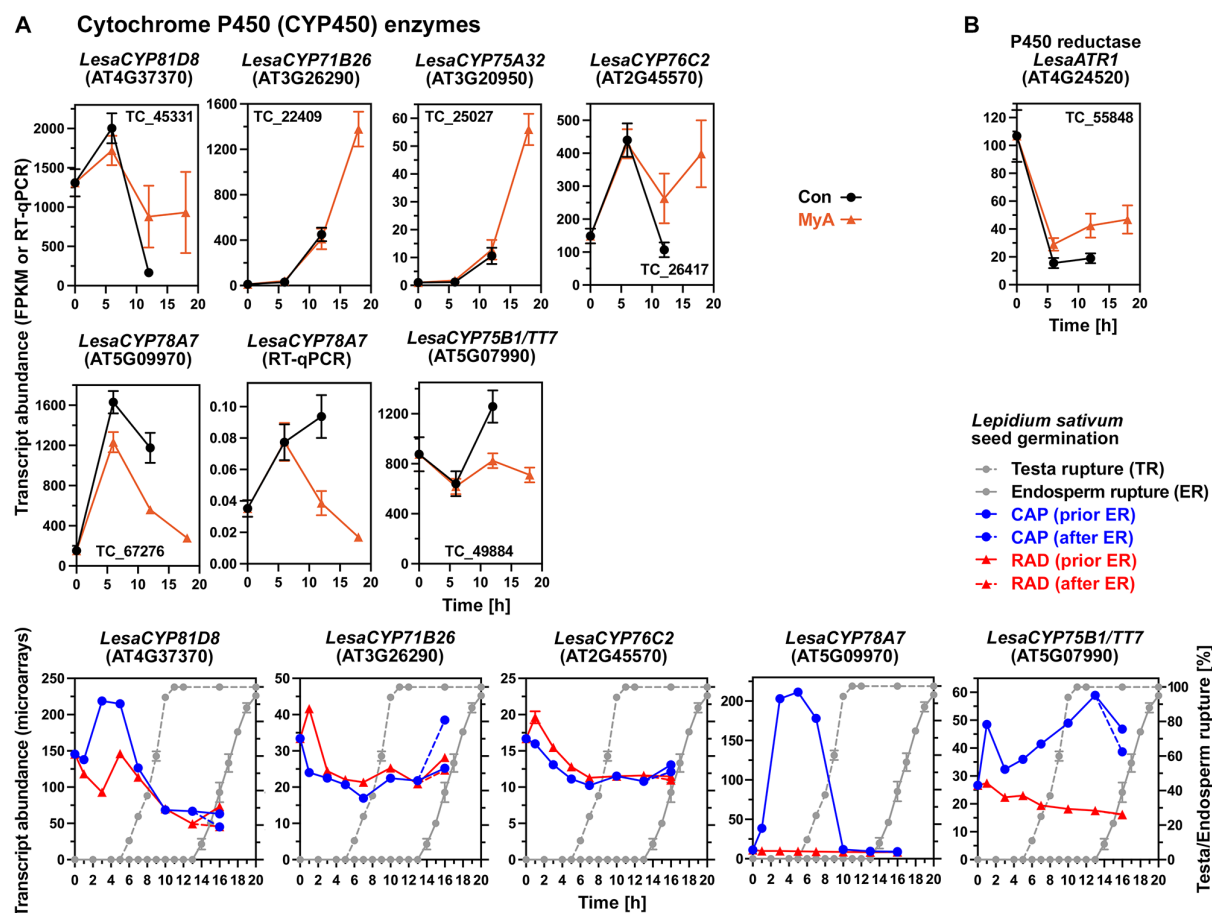

Figure S12. The effect of myriganone A (0.5 mM MyA) on the expression patterns of **(A)** cytochrome P450 (CYP450) and **(B)** P450 reductase genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S13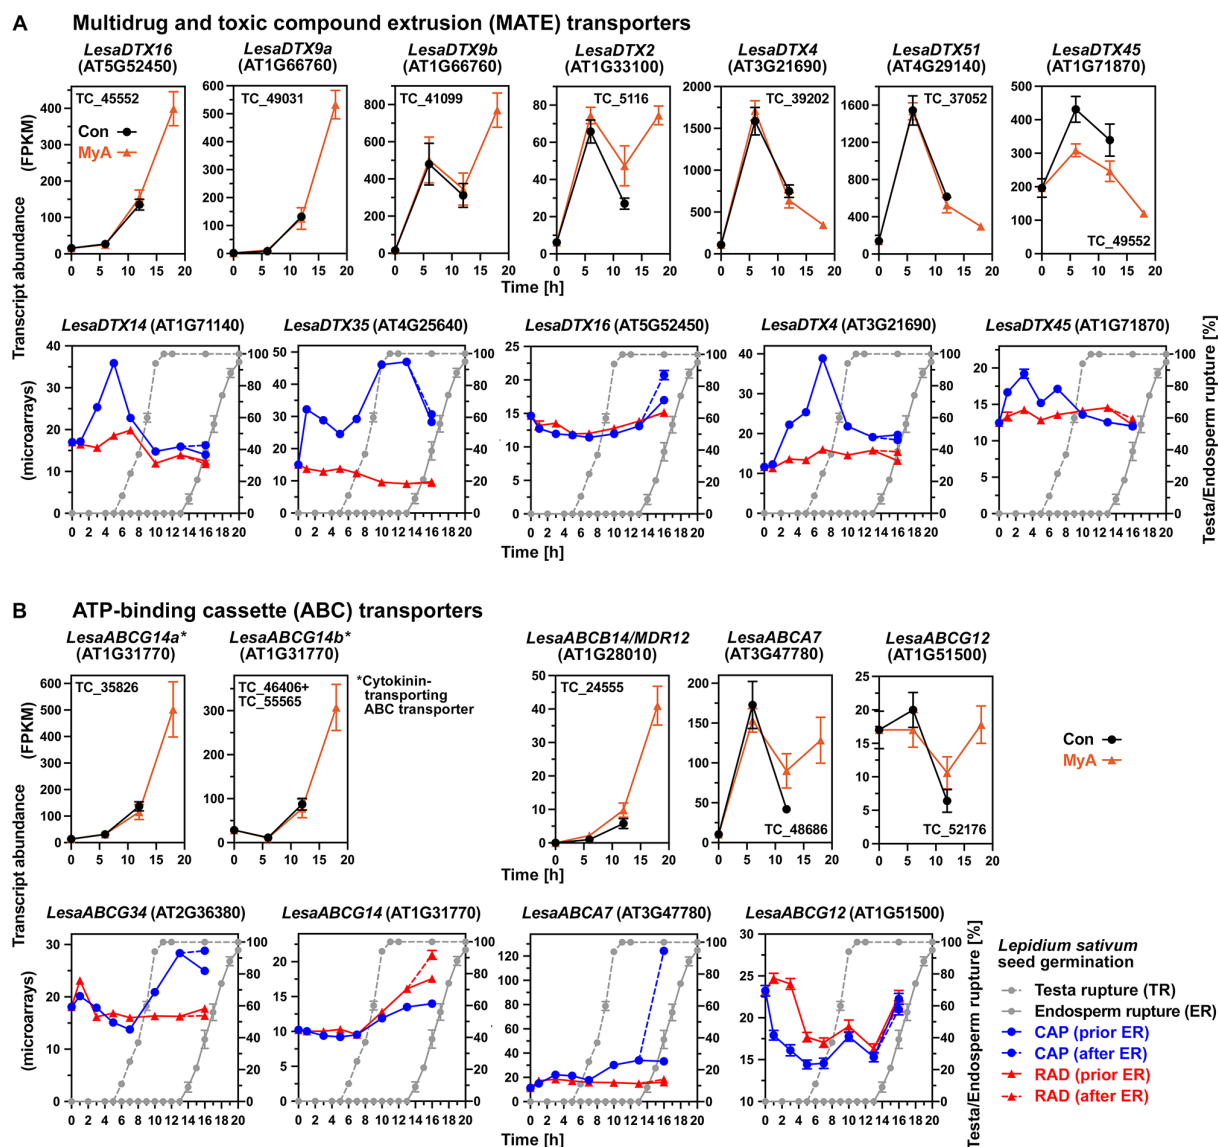

Figure S13. The effect of myriganone A (0.5 mM MyA) on the expression patterns of **(A)** MATE and **(B)** ABC transporter genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S14

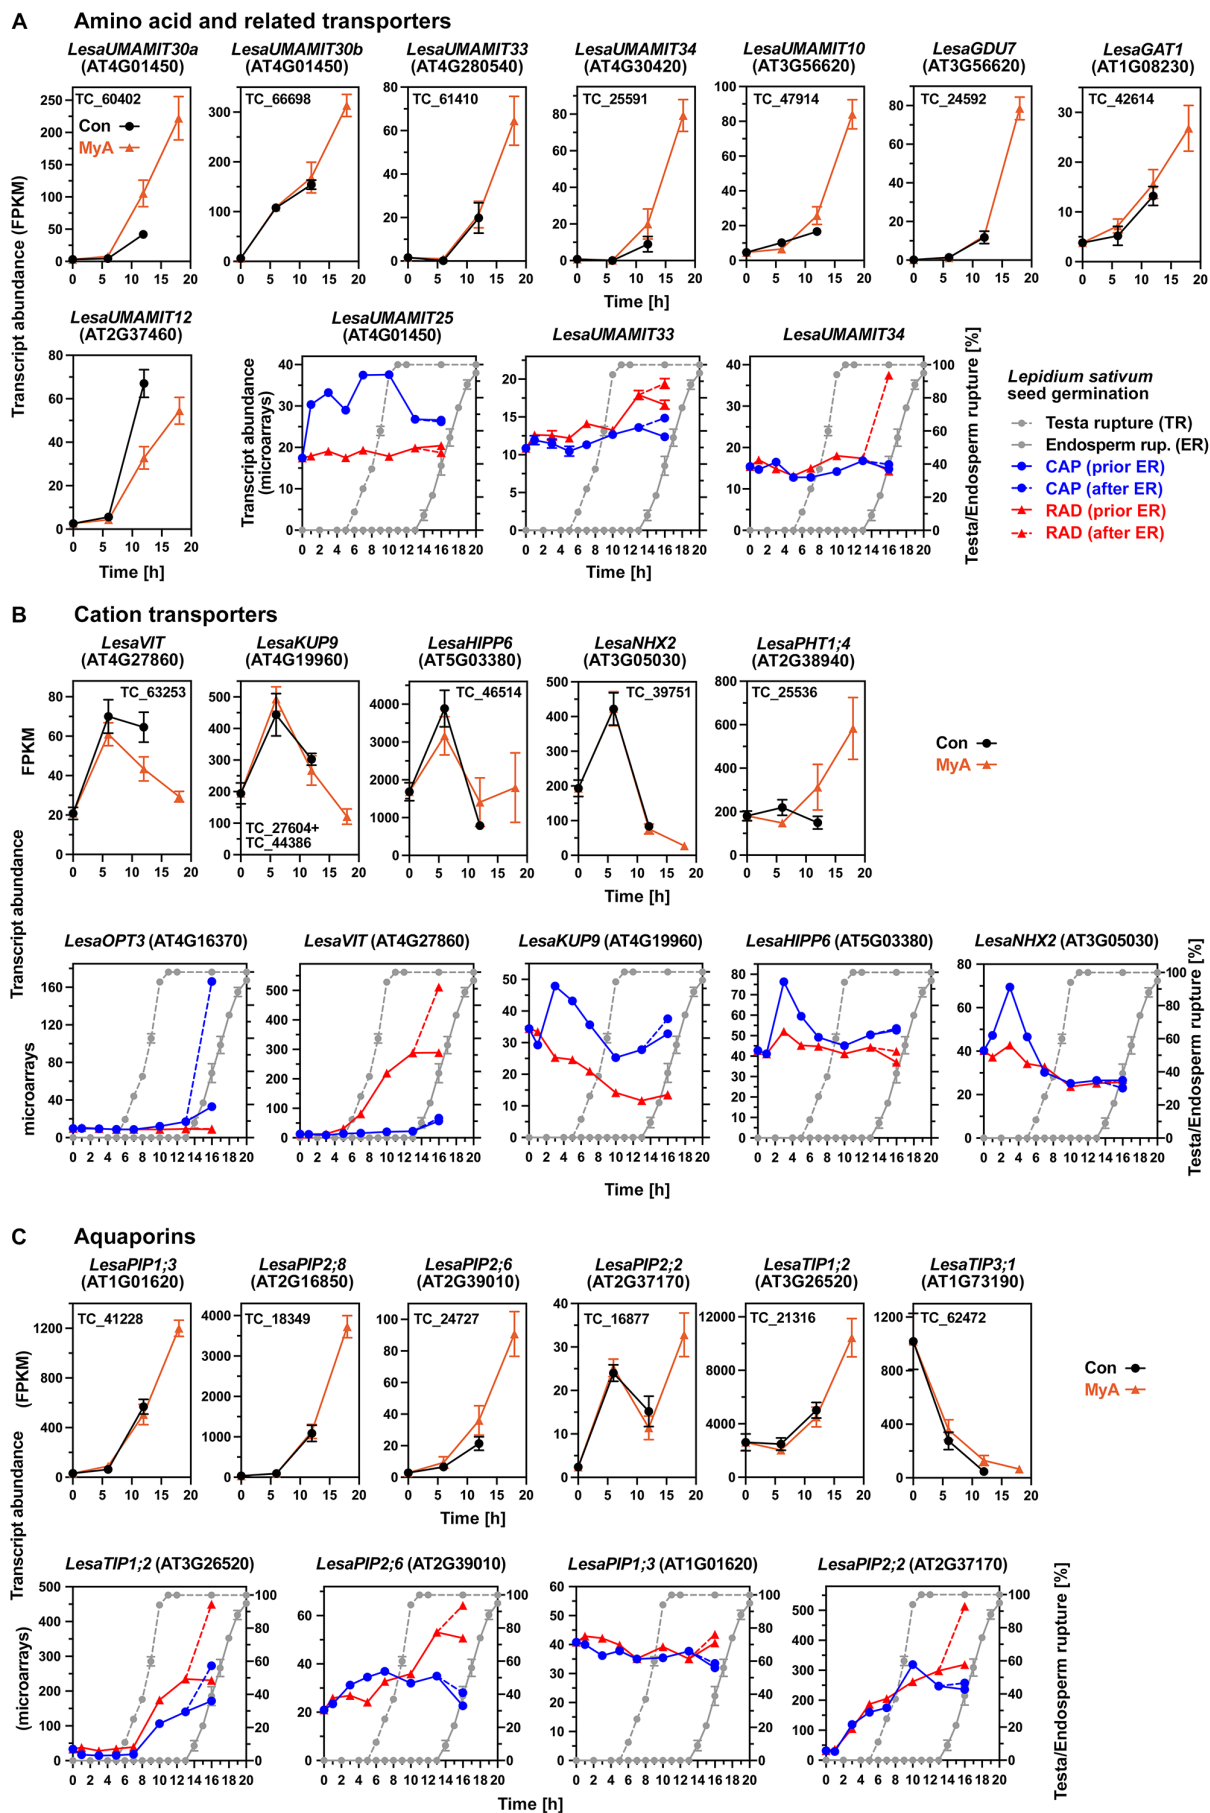

Figure S14. The effect of myrigalone A (0.5 mM MyA) on the expression patterns of (A) amino acid, (B) cation, and (C) aquaporin transporter genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S15

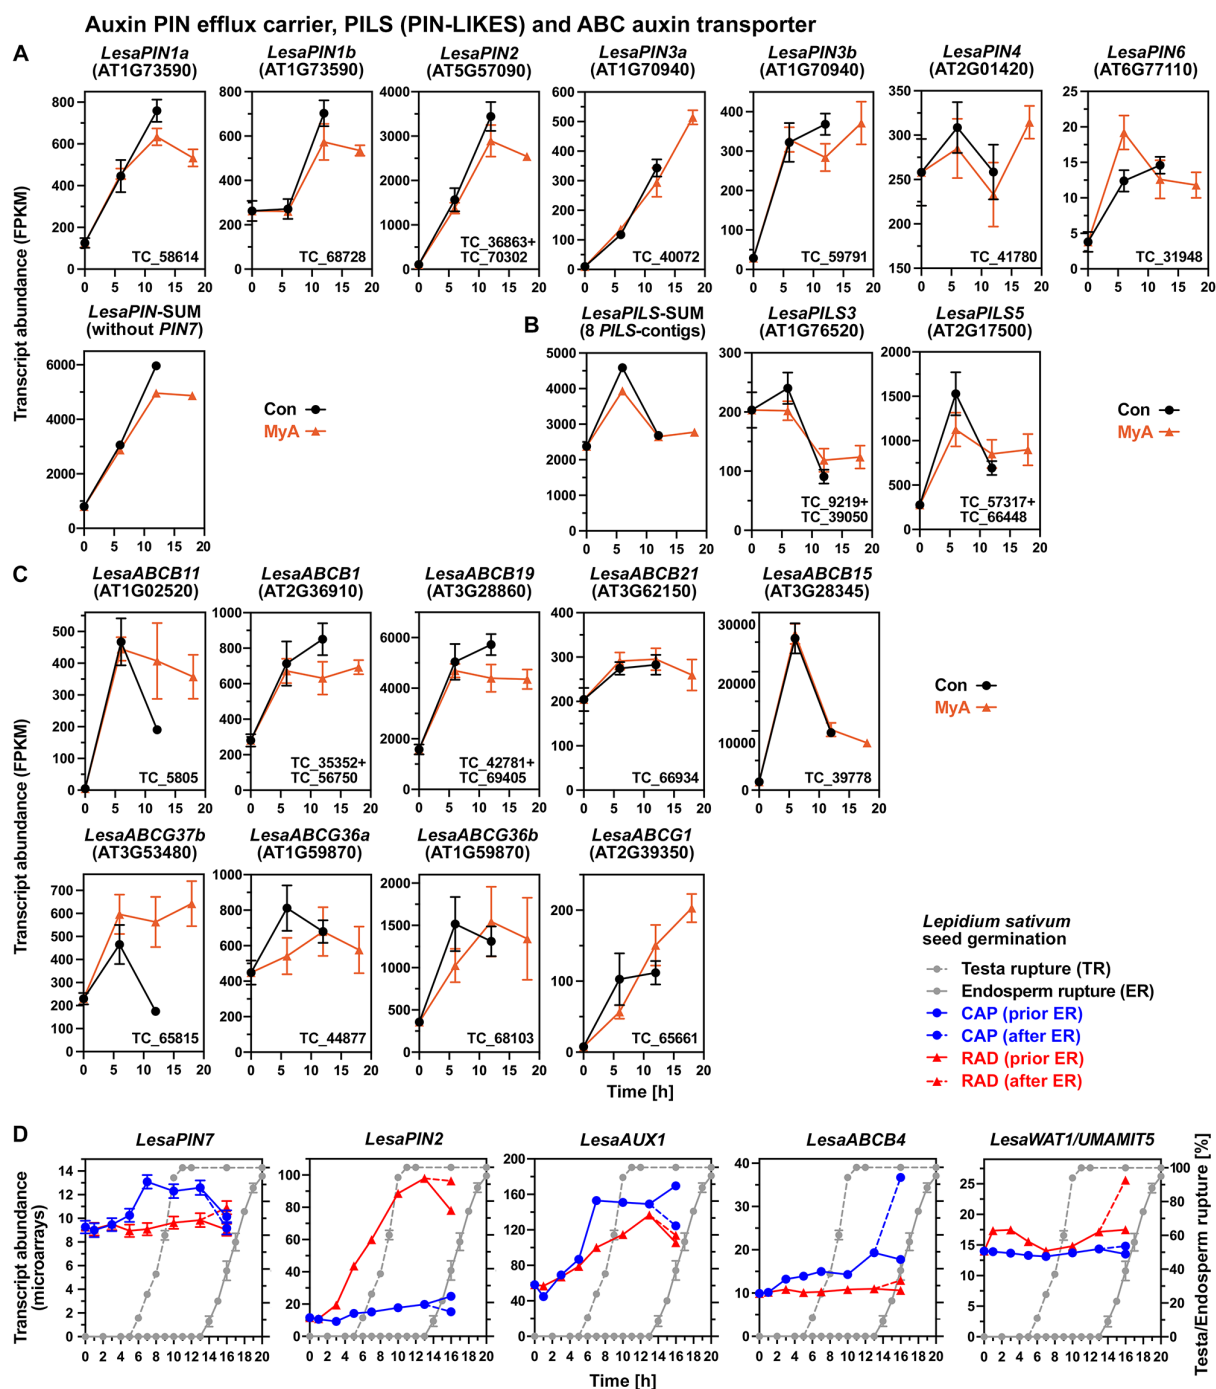

Figure S15. The effect of myrigalone A (0.5 mM MyA) on the expression patterns of auxin transporter genes during *Lepidium sativum* seed germination. (A) PIN (PIN-FORMED) IAA efflux carriers. (B) PILS (PIN-LIKES) auxin carrier. (C) Auxin-transporting ABC transporter genes. (D) Spatiotemporal expression patterns in the CAP and RAD compartments during cross seed germination derived from microarrays [40]. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S16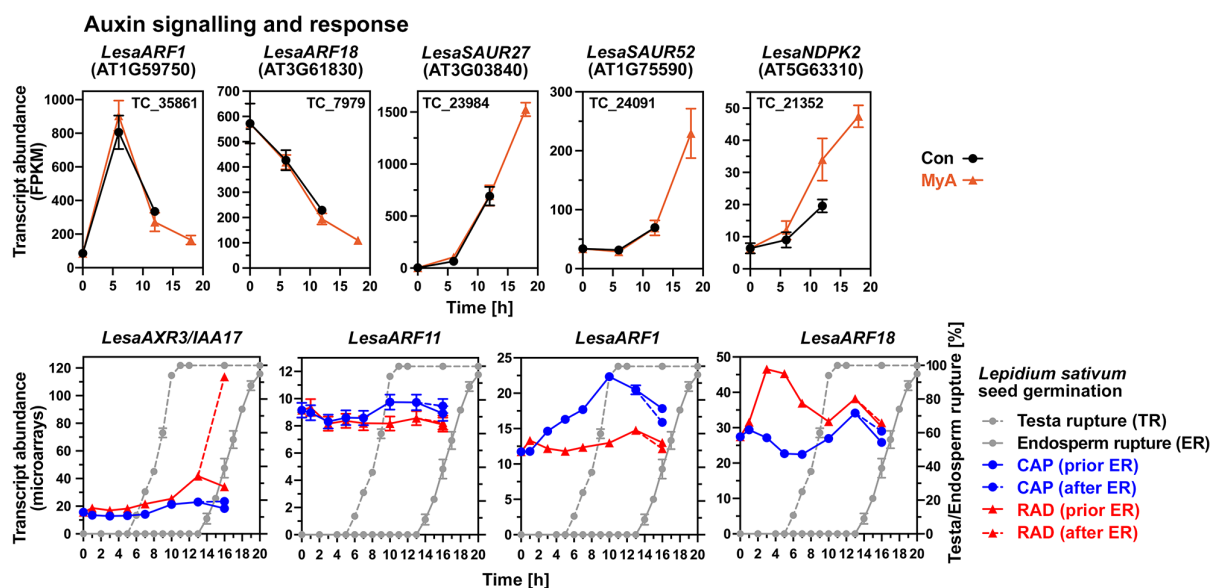

Figure S16. The effect of myriganolone A (0.5 mM MyA) on the expression patterns of auxin signalling genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Figure S17

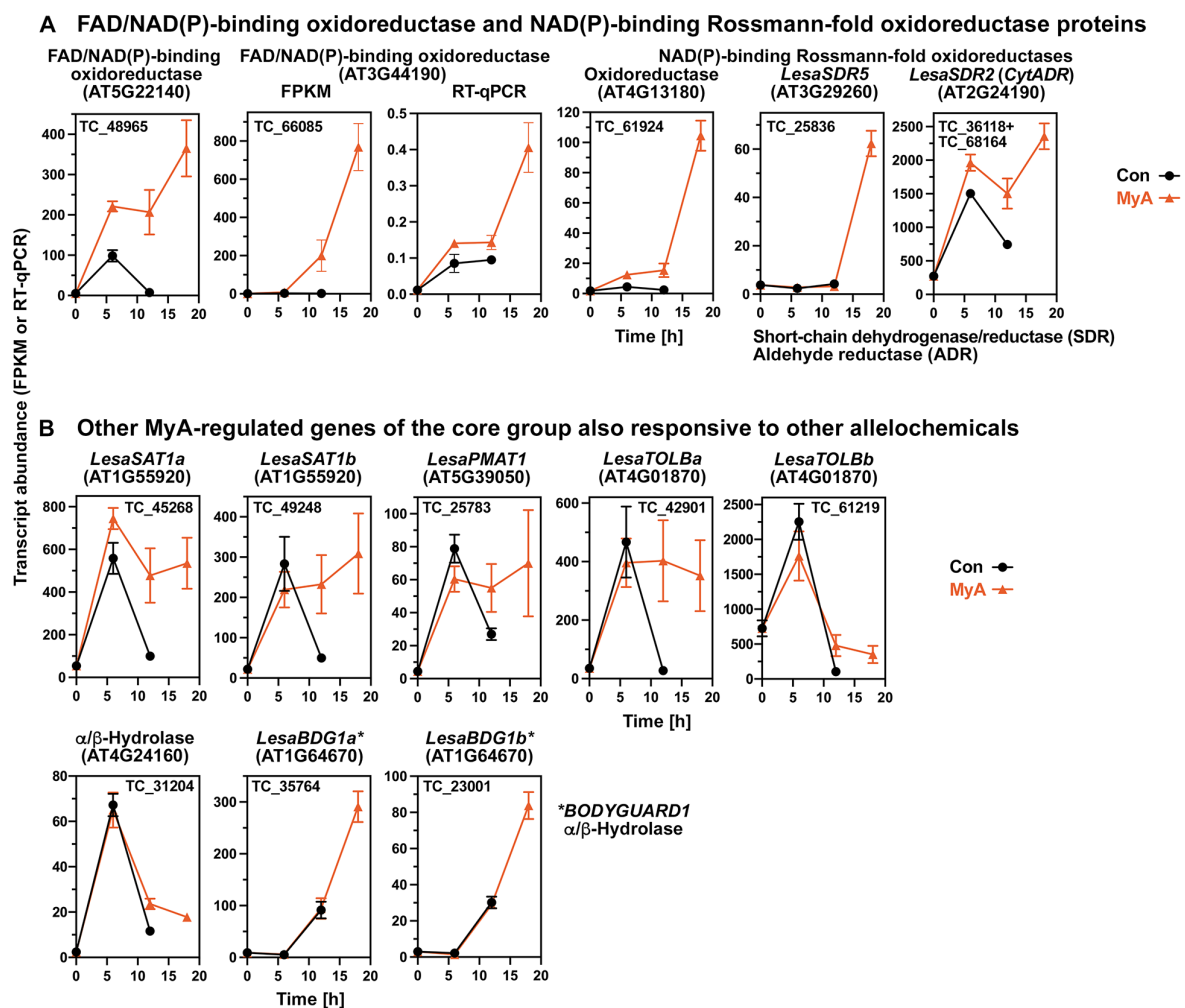

Figure S17. The effect of myrigalone A (0.5 mM MyA) on the expression patterns of **(A)** oxidoreductase and **(B)** other genes during *Lepidium sativum* seed germination. Mean $\pm$ SEM values are presented, for details see Figure S9.

Supplementary Table S1. Primer sequences used for RT-qPCR.

Gene name	Contig ID	Fw primer sequence (5'-3')	Rev primer sequence (5'-3')	Annealing Temp (°C)	Amplicon size (bp)
**Target genes**					
<i>ABCB4</i>	TC_55627	TATCTTTCGTCGTCCTCGCG	TGCCTTGACGAATCCCTGTC	62	237
<i>ABCG34</i>	TC_67753	TTGCTCCTTCTGCTTCCAGG	ATCCATGGCGGGATGTCATC	62	199
<i>ABCG37</i>	TC_54077	TTTACTCCGCTTGGCTTCGT	TCTTGCGTCTAATCCCGTCG	62	236
<i>AOX1A</i>	TC_46722	GGAGGTAAGGCAGCGAGATC	GGCGAATCTCACACCTCCAA	64	183
<i>ARF11</i>	TC_70138	AAAGCACAATGCCTGCATCC	CTCCATCTTGAAGCTGGCCA	64	230
<i>CYP78A7</i>	TC_67276	TTAACGGAGTGACCATGGC	AAGACTCCTTCACCACTGCG	64	154
<i>CYP81D4</i>	TC_3414	CGCTCCACCGAACATTCTA	TAAAGTGAGGACGGTTCGCC	66	162
<i>CYP81D8</i>	TC_45331	TCAATCGCCGAAGAGTGCTT	GAGCTGCGATCATGCTTGTG	64	109
<i>ERF2</i>	TC_13835	AATAGCGGTGGTTCCAGCTC	CTGCATCTTCCGCTGTCTCA	62	149
<i>FAD/NAD(P)-oxidoreductase FSD1</i>	TC_66085	GTGGACCGAGATTGCTGGAA	AGGAAGTGACAATCTGCGTGT	64	181
	TC_62123	GGGGAAAGCATCACAGAGCT	AGCAGCGTTGTTGAAAGCAG	62	140
<i>GSTU19</i>	TC_60657	TTCTCGATTTCTGGCCGAGC	TGCTAGACCAAACCTCGTCG	66	222
<i>GSTU25</i>	TC_23016	TAGAGTCGGAGCTTGACAGAC	AGCCCAAGCAATCAGTTTTGG	60	155
<i>LHT1</i>	TC_67781	CCGGGTATTGCAGTCTTGGT	ACGATGCAAACGCCACATTC	62	197
<i>monooxygenase</i>	TC_38418	GGATCGGTGTTGTTCTTGCG	CAACTTTGACACCAGCACGG	66	141
<i>NAC5</i>	TC_23748	AAGAAGCTCAGCCGCAAGAT	ATGGCTGCAATTCTCCTGCA	62	119
<i>NAC102</i>	TC_59650	TTTCGGTTCGGTTATCGCA	AGCACCAGTCGCTTTCCAAT	68	179
<i>OPR1/2</i>	TC_9428	TCCTCACACGCTAATGCCAA	AAGCCACAAGATCGGTTTCGT	60	119
<i>OXI1</i>	TC_44356	GCAGCGGAACCTGTACTTGC	GGAGCGAGATTCGTGGAGAG	64	140
<i>PER13</i>	TC_24424	ATGACGAGAGGTTTGCTGCA	AGAGCAACGATGTCAGCACA	60	121
<i>PER45</i>	TC_56525	AGTGTCTCTGCTCAGCTTCG	ATCGACGCATCACATCCCTG	62	170
<i>PER70</i>	TC_1841	TCTGACCAGGTCTGTGGAA	TTGGACATCGACCAAGCGAA	62	113
<i>PIN7</i>	TC_53214	CTCATCTACGCTCTGGTGGC	ATAGCCATCACTGCTGGTCC	60	215
<i>SKS15</i>	TC_26313	CAACAGTCGGACCAGCTCAT	AGTACCGTCCATGTGCCAAG	64	119
<i>TAT2</i>	TC_42921	CCGAGCTTCTGTACCGATCC	GGCTTGTGAACAACCAGCTG	66	195
<i>UGT1</i>	TC_37531	GTTCCAGTTGTGGCGTTTCC	CTTCTGCACCCGCTTCAAAC	60	223
<i>UGT73B5</i>	TC_66416	TTGCAGCAGGTCTACCGATG	GAAGTTCCCTCACTGCCTCC	64	171
<i>UGT74E2</i>	TC_54879	CCACTGTCTTCCCCATGTCC	CCAAGGCTGCGTGAAAAACA	64	239
<i>UGT75D1</i>	TC_28242	ACAAGAAGCCATGACCTCGG	AGAACGACCTCCGACTCTGA	64	224
<i>UMAMIT25</i>	TC_24907	TCGCCATGTTTCTCGAACGA	GGACAGAACCATGGCTCCAA	60	287
<i>WRKY23</i>	TC_17234	AACGCAAACGCAGCTAATGG	GTTTGGAGTCGCTGGTGGAT	64	139
<i>WRKY75</i>	TC_64935	GAAGTGGGGCTGAGTCGAAG	ACGACGACTTCTTGGTCCAC	64	220
**Reference genes**					
<i>PP2AA2</i>	TC_69398	TTTTGCGTGCGGTTTCTCTG	CTGAGCTCCACAAGTCCAGG	60	202
<i>CAC AP2M</i>	TC_69491	GGAAATGAAATCGCGCCCAG	TTCCATGCGTGACGACCAA	60	223
<i>Hobbit</i>	TC_38831	GGGGTTTCGTGGGAATCTTT	GTGCCTCCTGACACCTGTAC	60	232

How the deposited data were processed for this re-analysis (not part of the article)

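The values are read counts of 48306 assembled contigs in 30 poly(A) RNA libraries of whole Lepidium sativum seeds: dry seed, control at 6 h and 12 h, and 0.5 mM Myrigalone A (MyA) at 6 h, 12 h and 18 h, with 5 libraries each. The authors made these counts before deposit: per the paper and the submitters' processing notes, reads were mapped with BWA (version not stated) to an assembly of the study's own and counted per contig with HTSeq (version not stated). The counts are whole numbers, not normalized. The supplementary sheet that the paper describes as FPKM holds, for its first 1999 contigs, the same numbers as the count table (0 cells differ), so no FPKM values were used. Each library was matched to its condition by its own label.

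Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. A contig was tested if at least 4 of the 29 libraries other than M18-5 reach 5 CPM, which is between 101 and 168 counts depending on the library; 22155 contigs pass, and 237 have no count in any library. The fifth MyA 18 h library (M18-5) was left out, as in the paper. For each comparison the libraries of its groups were fitted with edgeR (TMM factors, glmQLFit and glmQLFTest), and contigs were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1. The comparisons are MyA against control at 6 h and at 12 h, MyA 18 h against control 12 h, control 6 h against dry seed, control 12 h against control 6 h, MyA 18 h against MyA 12 h, and the interaction of MyA and time between 6 h and 12 h. Gene lists were tested as sets with limma's fry.

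Named genes follow a rule set before the data were examined: every gene the paper names whose contig is paired with it in the study's supplementary tables, genes whose contig ID is printed only on a graph at the claim about them, and per comparison the 10 contigs with the largest change past the thresholds among those the study's lists name. AT4G01895, TC_36604 and TC_66547 were named after their values were seen. TIP1;2 was left out after its values were seen, because its contig stands at 0.269 CPM in control 12 h seed while the paper describes the gene as abundant. The paper's tables of fold changes had been seen by then. The rule covers 188 contigs, of which 130 pass the 5 CPM filter; those below it were tested in a fit over the 42831 contigs with at least 5 counts in at least 4 libraries. The lists of families come from the study's own selection on these libraries.

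The alternatives were set before the data were examined, and each changes 1 choice except DESeq2, which brings its own factors with its test, and glmTreat, which replaces both the test and the 2-fold threshold: DESeq2; RLE factors; library size without factors; scaling by 3 RT-qPCR reference contigs (PP2AA2, CAC and Hobbit); the 5-count filter; no filter; a single fit over all 6 groups; glmTreat against a 1.5-fold change; the replicate number as a block; calls by both tools; no fold threshold; M18-5 included; each library left out in turn; for the overlap of the 12 h and 18 h calls, the control libraries split between the comparisons; and, for the principal components, the 500 most variable contigs, unit variance and untransformed CPM. Testing without the 1997 contigs enriched in M18-5 was added after the data were seen. The control 12 h libraries serve 2 comparisons, so the overlap of these was set beside simulated groups with no MyA effect. Fits leaving 1 library out were run with the 5 CPM filter, so they give no value for contigs below it.

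As a self-test, counts with known 2-, 4- and 8-fold changes were simulated at the depths of these libraries. Means and dispersions came from the control 12 h libraries for every comparison. A change counted as recovered at an adjusted p below 0.05 in the right direction, with the 2-fold threshold not applied. Under both thresholds the recovery of 2-fold changes would be lower. edgeR recovered 79.7%, 77.8% and 69.4% of the 2-fold changes in the 6 h, 12 h and 18 h comparisons and at least 97% of the larger ones (in the data GSTU1 at 6 h, with a log2 fold change of 2.40, was not called), with 8, 10 and 14 false calls among 22155 contigs (DESeq2: 38, 29 and 40).

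The paper's captions call the libraries biological replicates. Nothing in the labels says whether the libraries of a group come from separate seed batches, so the p-values measure spread between these libraries. Replicate numbers are shared between groups. In MyA and control at 6 h and at 12 h 3 of 5 libraries correlate best with the one of their own number. There 4 of 5 correlations of same-numbered libraries lie over 0.1, up to 0.79 and 0.511. At MyA 18 h against control 12 h 0 of 4 correlate best, with values from -0.466 to -0.19. This does not settle whether the numbers mark pairs, so they entered as a block only in an alternative. Not used: the RT-qPCR, hormone, germination and Arabidopsis experiments of the paper, which are not analysed here; compartment values, since all libraries are from whole seeds; and the compounds other than MyA.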

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

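Of the tests in this part, those on the contigs enriched in M18-5 and on M18-5 itself were chosen after the result was seen; the other splits of the libraries were set before the data were examined, and the predictions on imbibition time and on the response at 12 h were written after the 18 h calls were known but before their own values were.

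Some libraries lie far from the rest of their group. Among 84 groups of values examined, 7 hold a library whose gap to its nearest neighbour takes up more of the group's range than Dixon's limit allows; chance marks about 1 in 20 groups. They are the total count of control 6 h library 2 (ratio 0.777), the share of the enriched contigs in M18-5 within MyA 18 h (0.89), and the levels of PER13 in control 6 h library 2 (0.726), GSTU19 in MyA 6 h library 2 (0.754), WRKY23 in MyA 12 h library 5 (0.713), WRKY75 in MyA 18 h library 4 (0.841) and IAA3 in MyA 18 h library 1 (0.914). The share in M18-5 was bound to stand out, because its contigs were chosen for being high in that library.

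The effect of MyA differs between 6 h and 12 h for 12 contigs by edgeR's interaction test, each with a more positive fold change at 12 h. A more positive fold change is not by itself a rise under MyA, since control levels also changed over the interval. The differences in log2 fold change are 3.25 for UGT73B5b, 1.72 for UGT74E1, 3.32 for GSTU8, 2.77 for OPR1/2b, 1.62 for DJ1A, 4.21 for TOLBa, 2.85 for UGT73B5c, 3.17 for ERF020, 3.69 for AT5G22140, 2.04 for GSTU25b, and 1.25 for TC_66547 and 11.37 for TC_36604, which the study's lists do not name. The last is the difference between -6.41 at 6 h and 4.91 at 12 h, with an SE of 2.06, and was not called at either time. Of the 9 that were followed through fits leaving 1 library out, GSTU8, UGT73B5c and AT5G22140 keep the call in all 20.

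M18-5, which the paper does not analyse further, holds 23.8% of its counts on 1997 contigs that make up 1.54 ± 0.503% in control 12 h libraries. These contigs are also 1847 of the 1902 called higher with MyA at 12 h. A scaling effect is argued against, since the lowest count called higher under the other scalings is 1879. Within the set the contigs keep nearly fixed ratios to each other over the 29 libraries: the median SD of their log2 share of the set is 0.24, against 0.83 for other contigs of similar abundance, which is consistent with RNA of another source entering the libraries in varying amounts. A rise brought about by MyA is not excluded: the share is higher in MyA than in control at 12 h (exact permutation p = 0.0238), but MyA 12 h library 5 (1.72%) lies within the controls and dry seed holds 4.22 ± 1.02%. The paper allows for contamination from other species among contigs with no match to Arabidopsis or Brassica. Of its 4723 contigs higher at 12 h, 180 had a match. What the source would be was not tested, and no reference sequences were at hand to search.

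M18-5 stands apart beyond these contigs. Without them its SD from the other MyA 18 h libraries is 1.18 (0.619 for the next library), so the counts they take are not the whole of it. Its lowest correlation with a MyA 18 h library is 0.835 and its highest with a library of another group is 0.882 (MyA 12 h library 4), while by group means MyA 18 h comes first (0.855, against 0.842 for MyA 12 h and 0.822 for control 12 h). A mislabelled sample cannot be told apart from a disturbed one here, because the single-library and group values point to different groups.

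The contigs higher in MyA 18 h than in control 12 h are consistent with a part played by the 6 h of further imbibition: outside the enriched set 78% of them also rose from 6 h to 12 h in control seed, against 49.9% of all tested contigs. Whether the response was already present at 12 h cannot be told apart, because the answer depends on which control libraries are used: contigs called higher against controls 1 to 3 have a median of 0.326 in MyA 12 h against controls 4 and 5, and with the control libraries exchanged the median is -0.109. A control sampled at 18 h would separate these explanations, and the MyA effect itself stays among them.

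Other splits of the libraries into groups of the same size were fitted in the same way. Fewer than 5 in 100 reach the real count in each comparison, the mark set beforehand for arguing against a chance split. At 12 h, at 18 h and for MyA 18 h against 12 h other splits call about as many contigs or more. In those comparisons the count cannot exclude a chance split and is no evidence for treatment. At 6 h 1 of 100 splits reached the real 3 calls, with at most 1 in any other. At 12 h 1 of 100 reached the real 1904, with 1867 as the highest other; at 18 h 2 of 100 reached the real 752, with 1729 as the highest other; and for MyA 18 h against MyA 12 h 2 of 100 reached 515, with 1722 as the highest other. For control 6 h against dry seed (11064) and control 12 h against 6 h (6078) it was 1 of 100, with at most 1 call in any other split, and for the interaction (12) it was 1 of 60, with 0 as the highest other (edgeR's tests; splits were not run with DESeq2). In the splits with 1729 calls (control libraries 1, 2 and 5 with MyA 18 h library 4) and 1722 calls (MyA 12 h library 5 with MyA 18 h libraries 1, 3 and 4) a group holds the 4 libraries with the lowest share of the enriched contigs. The split with 1867 calls exchanges control library 3 and MyA 12 h library 5, which hold 1.72% each. Splits that call so many contigs point to a structure of the libraries other than treatment.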

How the results depend on the processing

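Testing without the contigs enriched in M18-5 was added after the result was seen; the other settings were not. Of the results on named contigs over all settings, 12899 kept direction and side of the thresholds, 396 lost the call, 195 gained it and 0 reversed; of those on gene lists 1687 kept both, 53 weakened, 18 strengthened and 3 reversed. The reversed ones are the RT-qPCR reference contigs as a list when they set the scale themselves (median 0.185 for 6 h against dry seed and -0.173 for 12 h against 6 h in control seed, which their construction explains), and plastid contigs in MyA 18 h against 12 h with M18-5 (0.902; 5 of these 8 contigs belong to the set enriched in it). Where nothing else is said, the cause was not tested.

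Counts that moved beyond 1.5 times, by setting. DESeq2: 8 higher and 4 lower at 6 h, interaction 108, overlap of the 12 h and 18 h calls 234. 5-count filter, which tests more contigs: 4281 higher and 13 lower at 12 h, 1226 and 374 at 18 h, 22900 for 6 h against dry seed, 11226 for control 12 h against 6 h, 844 for MyA 18 h against 12 h, overlap 203 higher and 1 lower. No filter: 4256 and 13, 1089 and 459, 23730, 11461, 788, overlap 161 and 1. glmTreat against a 1.5-fold change: 1 higher at 6 h, 1 lower at 12 h, 308 and 62 at 18 h, 212 for MyA 18 h against 12 h, interaction 3, overlap 26. No fold threshold: 55 lower at 12 h, 2946 and 3387 at 18 h, 17741, 14039 and 2453 in the other comparisons, overlap 34 lower. Library size: interaction 3, overlap 1 lower. Reference contigs: 374 lower at 18 h. Single fit over 6 groups: interaction 22. With M18-5: overlap 44. The replicate number as a block: 4 lower at 12 h, 90 lower at 18 h, interaction 6, overlap 30. Without the enriched contigs: 26 higher and 1 lower at 12 h, overlap 24. The overlap stands beside 46.3 by independent draws in the reported fit (95), 31.4 with the replicate block, 44 with M18-5 and 20.6 with glmTreat. Controls split between the comparisons: overlap 21, where independent draws give 38, and 0 with the parts exchanged, where edgeR calls 0 contigs higher at 12 h and no overlap was possible. The first principal component holds 78.5% on untransformed CPM, against 47.7%.

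Leaving out each library in turn gives 2 to 3 higher and 0 to 1 (without control 6 h library 2) lower at 6 h; 16 (without control 12 h library 2) to 1916 (without MyA 12 h library 5) higher and 0 (control 12 h library 2) to 4 (MyA 12 h library 3) lower at 12 h; 448 (MyA 18 h library 1) to 1971 (MyA 18 h library 4) higher and 115 to 285 lower at 18 h, without the same libraries; 4 (control 12 h library 1) to 1176 (control 6 h library 5) for the interaction; and an overlap of 15 (control 12 h library 2) to 1521 (MyA 18 h library 4) higher and 0 to 1 lower. Of the named contigs called, 2 of 2 at 6 h, 11 of 43 at 12 h, 73 of 84 at 18 h and 3 of 9 in the interaction keep the call without any 1 library. Of the 1902 contigs called higher at 12 h 1847 belong to the enriched set. With the set taken out 26 pass as higher, so not all of the 43 named calls remain. Depth limits contigs below 5 CPM, 58 of the 188 named, which rest on the 5-count filter.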

Differences from the paper's values

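The alternative without the enriched contigs, chosen after the values were seen, closes none of the gaps in counts below; the others were set before the data were examined. Fits leaving 1 library out were not set beside the paper's counts. The paper states the same thresholds as used here.

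At 6 h the paper's counts are 12 contigs higher and 4 lower, against 3 and 0 here with edgeR (641 and 867 at an unadjusted p under 0.05). DESeq2 (8 and 4) comes within the paper's, and none of the other alternatives does.

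At 12 h the paper's count of contigs higher is 4723, against 1902 here; the 5-count filter (4281) and no filter (4256) come within it, and DESeq2, RLE factors, library size, reference contigs, a single fit, glmTreat, the replicate block, calls by both tools and no fold threshold do not (1485 to 1970). The paper's count of contigs lower is 27, against 2 here, and no alternative comes within it (1 to 55, with 13 under the 5-count filter and without a filter).

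At 18 h against control 12 h the paper's count higher is 1341, against 539 here; the 5-count filter (1226) and no filter (1089) come within it and the other alternatives do not. The paper's count lower is 491, against 213 here; the reference contigs (374), the 5-count filter (374) and no filter (459) come within it and the other alternatives do not.

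The paper gives the OPR1/2a, OPR1/2b and OPR3 folds at 6 h over dry seed as 5 to 43; here they are 3.13 to 27.3. With library size alone (4.19 to 37) and with the reference contigs (5.41 to 48.8) they come within the paper's values, and with RLE factors (2.94 to 26) they do not.

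The ratios of the paper's 2 tables of folds were also compared. At 12 h 89 of 90 lie within 1.5 times, at 18 h 90 of 90, and none differs beyond the spread.

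The paper puts glutathione transferases, GSH1, UGT75D1 and CYP81D4 among the genes raised early. At 6 h these did not pass here: GSTU25a (0.53), GSTU25b (0.72), GSTU22 (0.76), GSTU1 (2.40), GSTU8 (0.77), GSTU19 (0.99, 1.13 and 0.27 for its 3 contigs), GSH1 (0.44), UGT75D1 (0.35) and CYP81D4 (0.72); PER13 and UGT73B5a did pass. GSTU1 passes at 6 h with DESeq2, library size, the reference contigs, the 5-count filter, no filter and a single fit, and also without the enriched contigs.

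Genes the paper calls higher at 12 h or later that did not pass here are PCY (1.52 and 1.36), WRKY6 at 12 h (1.11; it passes with DESeq2 and a single fit), ERF2 (2.55 and 2.65, and 1.30 and 0.17 for the more abundant contig on the study's graph, which DESeq2 calls at 12 h; the first passes at 12 h with DESeq2, the 5-count filter, no filter and a single fit, and at 18 h with a single fit and without the enriched contigs), UGT75B1 at 18 h (1.13; DESeq2 and a single fit), UGT74E2 at 18 h (1.63; DESeq2, the reference contigs, a single fit and without the enriched contigs) with its second contig (1.70; DESeq2 and a single fit), CYP81D8 at 12 h (2.35; DESeq2, the reference contigs, the 5-count filter, no filter and a single fit), UGT75D1 at 12 h (0.73; without a fold threshold), UGT73B2 and ABCB11 at 18 h (0.81 and 0.92; without a fold threshold), PMAT1 (1.00 and 1.39), GAT1 (1.03), HIPP6 (1.15) and PIP2;2 (1.14), the last 3 at 18 h. TIP3;1, whose fall the paper describes as slowed by MyA, is higher at 12 h by 1.45 without passing (DESeq2 and a single fit call it). The paper's RT-qPCR of MyA 12 h seed put ERF2, UGT74E2, UGT75B1, CYP81D8 and UGT75D1 above control 12 h. At 18 h it put UGT75D1 above control 12 h and ERF2, UGT74E2, UGT75B1 and CYP81D8 below it. Over the families 6 of 7 glutathione transferases, 5 of 5 oxidoreductases, 6 of 6 ABC and MATE transporters, 4 of 7 glucosyltransferases and 1 of 3 cytochrome P450 contigs passed as higher at 12 h; the study chose these lists as higher at 12 h on the same libraries, so the tally is no independent evidence.

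Genes the paper calls lower that stayed inside the thresholds here are PIN7 (-0.96 at 12 h and -0.67 at 18 h), LHT1 at 12 h (-0.92; without a fold threshold it passes), TT7 at 18 h (-0.79; without a fold threshold), UMAMIT12 at 12 h (-0.99) and ARF11 (-1.71 and -1.35). All lie in the paper's direction. The paper's RT-qPCR of MyA seed also put PIN7, LHT1 and ARF11 below control 12 h, at 12 h and at 18 h.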

Other observations

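The contigs described here and the test on imbibition time were chosen after the 18 h calls were known, while the comparisons, the gene lists and the simulated overlap were set before the data were examined. The control seeds describe imbibition itself, which the paper uses mainly as a background. From dry seed to 6 h 5869 contigs rose and 5195 fell in edgeR's test, and among those above 5 CPM that the study's lists name the 10 largest changes include the kinase OXI1 (log2 fold change 6.06, SE 0.46, edgeR adjusted p = 3.12e-07), the auxin carrier ABCB11 (5.66, SE 0.32, edgeR adjusted p = 3.94e-08), the calmodulin-like CML37 (5.59, SE 0.83, edgeR adjusted p = 7.49e-05), the fatty acid elongase KCS20 (5.38, SE 0.30, edgeR adjusted p = 4.12e-08) and the ethylene response factor ERF020 (5.08, SE 0.43, edgeR adjusted p = 8.29e-07). ERF020 and ABCB11 fall again from 6 h to 12 h in control seed and are higher with MyA at 12 h (log2 fold change 3.59 and 1.07). Under library size alone 8450 rose and 3442 fell, and with the reference contigs 10812 and 2390. Without the contigs enriched in M18-5, whose median log2 fold change in this interval is -1.985, 5174 rose and 3901 fell. The balance of directions thus rests on the scaling and on that set.

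From 6 h to 12 h, 2845 contigs rose and 3233 fell in control seed (1274 and 6305 when the reference contigs set the scale). Cell wall genes are among the 10 largest changes of listed contigs above 5 CPM: the extensin-like ELP (8.14, SE 0.55, edgeR adjusted p = 3.14e-07), the xyloglucan endotransglucosylase XTH9 (7.34, SE 0.59, edgeR adjusted p = 9.14e-07) and the extensin EXT3 (5.81, SE 0.86, edgeR adjusted p = 9.03e-05), with the branched-chain aminotransferase BCAT-1 (6.38, SE 0.57, edgeR adjusted p = 1.97e-06). Under MyA ELP rises again from 12 h to 18 h (3.09, SE 0.55, edgeR adjusted p = 0.00909), together with the vacuolar invertase BFRUCT3 (3.47, SE 0.69, edgeR adjusted p = 0.0138), the superoxide dismutase FSD1b (3.10, SE 0.29, edgeR adjusted p = 0.000745) and the copper chaperone CCH (3.08, SE 0.26, edgeR adjusted p = 0.000571). In that interval 436 contigs rose and 79 fell.

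One hypothesis is that of age: of the contigs called lower at 18 h outside the enriched set, 14.6% rose from 6 h to 12 h in control seed, and of those called higher 78%, so the late comparison may in part follow the course of germination. A control sampled at 18 h would test this, and none is among these libraries.

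The contigs matched only to Brassica sequences, all 21 tested of which belong to the set enriched in M18-5, were called higher with MyA at 12 h in 18 of 21 (21 adjusted over the list alone), and 5 of 8 plastid and photosynthesis contigs were called higher (median log2 fold change over all 8 of 1.79). Both lists were chosen by the study on these libraries. The fold changes at 12 h and 18 h correlate at 0.623 and share the control libraries; simulated data without a MyA effect give 0.452 to 0.494. The covariance is 0.21, against at most 0.0264 in the simulated data. Outside the enriched set the correlation is 0.509 and the covariance 0.075, so much of the covariance comes from that set, while the correlation falls less. The simulated contigs vary independently of each other, unlike those of these libraries, so the excess over them does not measure a shared MyA response.

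Of the 3 RT-qPCR reference contigs none was called between MyA and control at any time by edgeR, and CAC was lower at 6 h than in dry seed (log2 fold change -1.04, SE 0.10, edgeR adjusted p = 1.52e-06). The count table holds 48306 contigs, 341 of which carry an ID ending in _sus.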
